# USAG-1 aggravates renal ischemia‒reperfusion injury via promoting GPX4 degradation-induced ferroptosis

**DOI:** 10.1038/s41419-026-08904-w

**Published:** 2026-05-23

**Authors:** Xiaohu Li, Huimeng Wang, Hongxuan Ma, Jiajia Sun, Yongsheng Luo, Minghui Qin, Hao Zhang, Jinfeng Li

**Keywords:** Mechanisms of disease, Acute kidney injury

## Abstract

Renal ischemia‒reperfusion injury (IRI) remains an inevitable complication in kidney transplantation and a leading cause of delayed graft function (DGF). Ferroptosis, a form of iron-dependent lipid peroxidation-driven cell death, has emerged as an important mechanism contributing to renal IRI. Although uterine sensitization-associated gene-1 (USAG-1) has been implicated in both acute and chronic kidney injury, its involvement in IRI-associated ferroptosis has not been elucidated. In this study, using murine renal ischemia–reperfusion models and human transplant kidney biopsies (from donation after circulatory death donors), we demonstrate that USAG-1 is significantly upregulated under ischemic stress. Importantly, higher USAG-1 expression in donor kidneys was associated with worse allograft function post-transplantation, suggesting that USAG-1 may serve as a promising biomarker for transplant injury and outcomes. In addition, genetic ablation of USAG-1 markedly attenuated both IRI- and folic acid-induced ferroptosis, accompanied by reduced acute kidney injury severity. Mechanistically, glutathione peroxidase 4 (GPX4) was a critical downstream effector of USAG-1 in mediating ferroptotic processes. HSP family A member 5 (HSPA5), a canonical molecular chaperone, stabilized GPX4 via direct interactions. Our findings revealed that overexpressed USAG-1 competitively binds to HSPA5, thereby disrupting the HSPA5–GPX4 interaction. This interference was abrogated by truncation mutants of USAG-1 that failed to interact with HSPA5. Notably, functional validation of the USAG-1/HSPA5/GPX4 axis confirmed that preserving HSPA5–GPX4 binding mitigated ferroptosis and alleviated renal injury. Overall, our study reveals a previously unrecognized mechanism by which USAG-1 promotes ferroptosis in renal IRI and highlights the therapeutic potential of targeting the USAG-1/HSPA5/GPX4 axis to improve graft outcomes post-transplantation.

## Introduction

Kidney transplantation has become an important therapeutic option for patients with end-stage renal disease [1]. However, ischemia‒reperfusion injury (IRI) during donor maintenance, procurement, and transplantation often leads to delayed graft function (DGF), which adversely affects the long-term survival of the allograft [2, 3]. With the growing shortage of donor organs, the use of expanded criteria donors and donation after circulatory death (DCDs) has increased in clinical practice [4, 5]. Nevertheless, these types of donor kidneys are prone to more severe IRI, which leads to a significantly higher incidence of DGF and an increased risk of graft failure [4, 6, 7]. Unfortunately, there are currently no specific molecular interventions targeting IRI [8], highlighting the urgent need to develop novel therapeutic strategies to reduce the incidence of DGF following high-risk kidney transplantation and to improve long-term allograft outcomes.

The mechanisms underlying parenchymal cell injury caused by IRI are highly complex and involve necrosis, apoptosis, and other forms of programmed cell death mediated by oxidative stress [9–11]. Recent studies have identified ferroptosis, a form of iron-dependent regulated cell death, as a key contributor to renal IRI [12]. Ferroptosis is characterized by the iron- and reactive oxygen species (ROS)-mediated accumulation of lipid peroxides and is morphologically and biochemically distinct from apoptosis and necrosis [13–15]. Growing evidence suggests that ferroptosis serves as a major driver of early injury during IRI, where the initial wave of cell death triggers an amplification of inflammatory damage [12, 16, 17]. In renal IRI models, ferroptosis-associated mitochondrial alterations—such as increased membrane density and a reduction in or loss of cristae—along with endoplasmic reticulum swelling have been observed. Importantly, treatment with ferroptosis inhibitors (e.g., liproxstatin-1) significantly reverses this ultrastructural damage and protects renal tubular cells [18]. Therefore, ferroptosis is increasingly recognized as a promising therapeutic target in the fields of acute kidney injury (AKI) and IRI.

Uterine sensitization-associated gene-1 (USAG-1), encoded by the *SOSTDC1* gene, is a secreted glycoprotein containing a coiled-coil domain and belongs to the bone morphogenetic protein (BMP) antagonist family [19]. Initially identified in the endometria of sensitized rats, USAG-1 was later found to be highly expressed in the kidney, where it plays a critical role in renal development and disease by modulating both the BMP and Wnt signaling pathways [20]. USAG-1 directly binds to BMPs—particularly BMP7—and inhibits their interaction with receptors, thereby suppressing BMP-mediated signaling [21, 22]. In models of kidney disease, USAG-1 has been shown to influence the progression of both acute and chronic renal injury and the recovery of graft function after kidney transplantation [23, 24]. In addition, USAG-1 is involved in immune regulation by suppressing B cell responses within lymph node germinal centers and reducing humoral immune activity, suggesting potential therapeutic implications for autoimmune kidney diseases and antibody-mediated rejection following kidney transplantation [21, 25]. Despite the growing interest in the role of USAG-1 in BMP signaling and immune modulation, its specific function in the pathogenesis of renal IRI and the underlying molecular mechanisms remain largely unclear.

In this study, through a murine renal IRI model and clinical donor kidney samples from DGF cases, we found that USAG-1 expression is significantly upregulated under ischemic conditions and positively correlated with the severity of ischemia. These results suggest that USAG-1 may serve as a key regulatory factor in the pathogenesis of IRI. To further explore this, we employed a combination of transcriptomic, proteomic, and transgenic mouse approaches and, for the first time, demonstrated that USAG-1 exerted a detrimental effect during renal IRI. Specifically, we revealed a novel molecular mechanism whereby USAG-1 competitively bound to the heat shock protein HSPA5, thereby disrupting the HSPA5-mediated stabilization of GPX4, promoting ferroptosis in renal tubular epithelial cells, and exacerbating IRI. These findings provide new insights and potential therapeutic targets for the prevention and treatment of renal transplantation-related IRI.

## Results

### Renal ischemia upregulates the expression of USAG-1 in renal tubular epithelial cells, an effect correlated with poor graft function and DGF in kidney transplantation

To identify genes associated with AKI, we analyzed differentially expressed genes from the GSE43974, GSE30718, and GSE186316 datasets in the GEO database. A Venn diagram revealed seven common differentially expressed genes (Fig. 1A), and the complete list of these candidates is provided in Supplemental Table S1. Among them, the kidney-specific expression pattern of USAG-1 particularly attracted our attention. While USAG-1 has been linked to kidney injury and repair, its role in IRI remains unclear. IRI is an inevitable complication of kidney transplantation, particularly severe in DCD kidneys due to prolonged warm ischemia. This exacerbates oxidative stress, inflammation, and microvascular injury, significantly increasing DGF incidence and impairing long-term graft survival. To clarify the clinical relevance of USAG-1 in transplantation-related IRI, we analyzed time-zero kidney biopsies from DCD donors with DGF or stable function (ST). Our analysis demonstrated significantly higher USAG-1 expression in kidneys from the DGF group compared to the ST group (Fig. 1B, C). Further analysis of posttransplant clinical data revealed that donor kidneys with high USAG-1 expression were associated with poorer renal function and higher DGF incidence post-transplantation (Fig. 1D‒F). Comparison of donor and recipient baseline characteristics between groups, along with univariate and multivariate logistic regression analyses, confirmed that high donor renal USAG-1 expression was an independent risk factor for DGF (Supplemental Tables S2‒S4). Receiver operating characteristic (ROC) curve analysis also revealed that USAG-1 expression in donor kidneys effectively predicted DGF occurrence (Fig. 1G). Collectively, these findings suggest that USAG-1 expression during ischemia in kidney grafts may serve as an indicator of donor kidney quality and is potentially predictive of graft recovery outcomes post-transplantation.

**Fig. 1:**
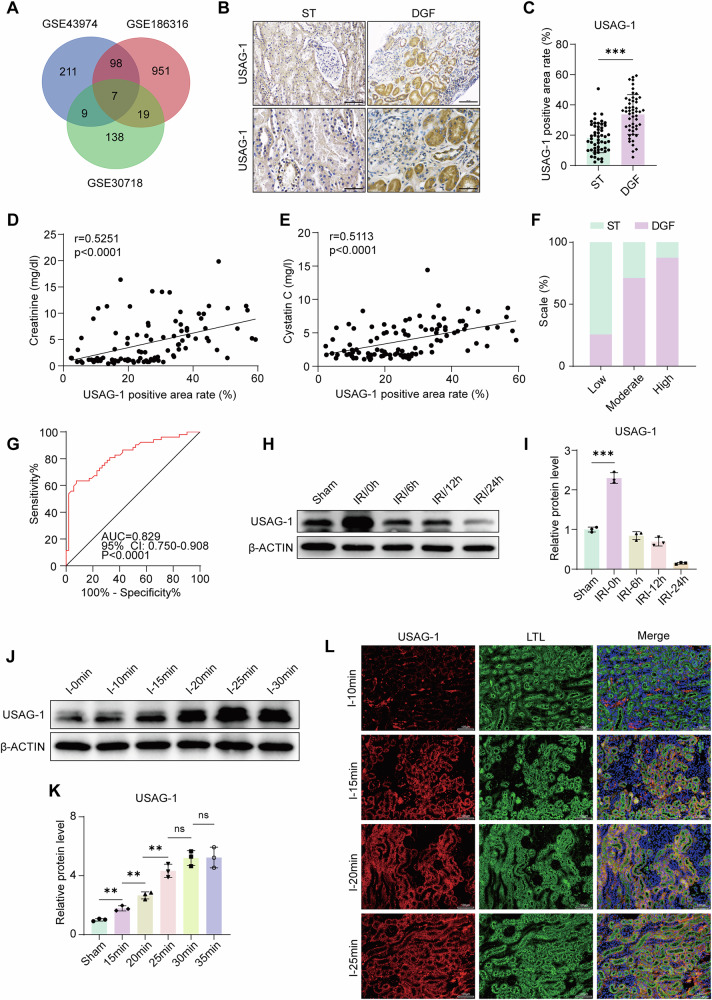
Upregulation of USAG-1 expression in tubular epithelial cells following renal ischemia predicts poor allograft function and DGF. **A** Venn diagram of differentially expressed genes identified from the GEO datasets GSE43974, GSE30718, and GSE186316. **B**, **C** Representative immunohistochemical staining of USAG-1 in time-zero kidney biopsy specimens from DCD donor kidneys in the stable function (ST, *n* = 52) and delayed graft function (DGF, *n* = 52) groups, with quantification based on the USAG-1-positive area(scale bars: 100 μm and 50 μm). **D**, **E** Spearman correlation analyses between the USAG-1-positive area in donor kidney biopsy specimens and recipient Scr and cystatin C levels at postoperative week 1. **F** DGF incidence stratified by USAG-1 expression levels in donor kidneys. **G** ROC curve analysis of the ability of donor USAG-1 expression to predict DGF. **H**, **I** Western blot analysis and quantification of USAG-1 protein expression in whole-kidney lysates from mice subjected to renal IRI with different reperfusion time points after ischemia. **J**, **K** Western blot analysis and quantification of USAG-1 protein expression in whole-kidney lysates from mice subjected to different durations of ischemia with 0 h reperfusion. **L** Representative immunofluorescence (IF) staining of USAG-1 (red), LTL (green), and DAPI (blue) in mouse kidneys after different durations of ischemia (scale bar: 100 μm). ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001.

Next, we explored the role of USAG-1 using a mouse model of renal IRI. We found that USAG-1 expression was markedly elevated during the ischemic phase and gradually declined with increasing reperfusion time (Fig. 1H, I). To further examine its association with ischemic severity, we subjected mice to varying durations of ischemia and collected kidney tissues immediately upon restoration of normal organ color. Western blot analysis and immunofluorescence staining revealed that USAG-1 expression increased progressively with prolonged ischemia time (Fig. 1J, K). Notably, co-localization with Lotus tetragonolobus lectin (LTL), a marker of renal tubular epithelium, revealed that the upregulation of USAG-1 predominantly occurred in tubular epithelial cells, indicating that these cells are the primary site of USAG-1 accumulation during ischemic injury (Fig. 1L). To further define the tubular segment in which USAG-1 was upregulated after ischemic injury, we performed additional co-immunostaining with markers of different nephron segments, including NKCC2, AQP2, and Calbindin-D28K. Compared with the prominent overlap observed with LTL, USAG-1 showed much less co-localization with these markers, suggesting that the increased USAG-1 signal after ischemia is most consistent with proximal tubular localization (Supplementary Fig. S1A).

Together, these findings highlight USAG-1 as a potential early marker of ischemic injury in renal tubules and a candidate target for assessing ischemic burden in kidney grafts.

### USAG-1 deficiency alleviates IRI-induced AKI

Previous studies have reported that USAG-1 plays a negative regulatory role in several models of drug-induced AKI [21]. Our data further revealed that USAG-1 expression is significantly altered in the context of IRI; however, its precise role in IRI remains unclear. To further explore the function of USAG-1 under pathological conditions, USAG-1 global knockout (USAG-1^−/−^) mice were subjected to renal IRI (Fig. 2A). RT-qPCR, Western blotting, and immunohistochemistry of whole-kidney tissues confirmed efficient renal deletion of USAG-1 in USAG-1^−/−^ mice (Fig. 2B‒D). We then subjected both wild-type (WT) and USAG-1^−/−^ mice to renal IRI or sham surgery. No significant differences were observed between the sham-WT and sham-USAG-1^−/−^ groups in serum creatinine (Scr), blood urea nitrogen (BUN) (Fig. 2E, F), or histological scores (Fig. 2G, H), indicating that USAG-1 deletion does not affect baseline renal function. In contrast, following IRI, USAG-1^−/−^ mice exhibited significantly improved renal function (lower Scr and BUN levels; Fig. 2E, F) and reduced histopathological injury, as demonstrated by hematoxylin–eosin (HE) and periodic acid-Schiff (PAS) staining (Fig. 2G, H). Moreover, the expression of renal injury markers KIM-1 and NGAL was markedly decreased in USAG-1^−/−^ mice, indicating attenuation of IRI-induced kidney damage (Fig. 2I–K).

**Fig. 2:**
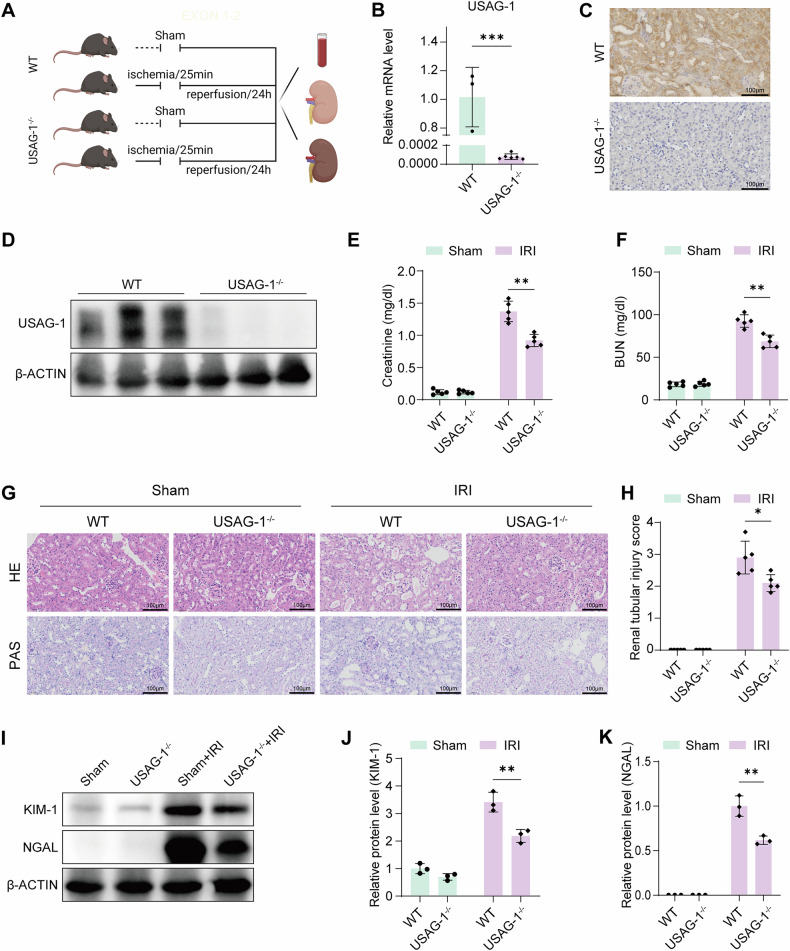
USAG-1 deficiency attenuates renal injury following ischemia–reperfusion injury (IRI). **A** Schematic diagram of the experimental groups. **B**–**D** Validation of renal USAG-1 deletion in WT and USAG-1-KO mice by RT-qPCR and Western blotting using whole-kidney tissues/lysates, and by immunohistochemistry on kidney sections. **E**, **F** Scr and BUN levels in WT and USAG-1^−/−^ mice subjected to sham or IRI treatment. **G**, **H** Representative H&E and PAS staining of kidney sections and tubular injury scores (scale bar, 50 μm; *n* = 5). **I**–**K** Western blot analysis and quantification of KIM-1 and NGAL expression in whole-kidney lysates (*n* = 3). ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001.

To further elucidate the role of USAG-1 in IRI-induced AKI, we generated mice with renal tubular epithelial cell-specific overexpression of USAG-1 via adenoviral injection, followed by induction of IRI (Supplementary Fig. S2A). Successful overexpression was confirmed by Western blot analysis and GFP fluorescence imaging (Supplementary Fig. S2B, C). Compared with control mice, IRI-ad-USAG-1 mice exhibited worse renal function, as evidenced by increased blood Scr and BUN levels (Supplementary Fig. S2D, E), along with more severe histological damage observed via HE and PAS staining (Supplementary Fig. S2F, G). Consistent with these findings, the expression of KIM-1 and NGAL was markedly increased in the kidneys of USAG-1–overexpressing mice (Supplementary Fig. S2H–J), further supporting the aggravating effect of USAG-1 on IRI-induced renal injury.

Collectively, these results indicate that USAG-1 acts as a negative regulator in the context of IRI: its genetic deletion confers protection against renal injury, whereas its overexpression exacerbates IRI-induced kidney damage.

### USAG-1 modulates ferroptosis in HK-2 cells under hypoxia-reoxygenation stress

To elucidate the molecular mechanism of USAG-1 in renal IRI, we overexpressed USAG-1 in human renal proximal tubular epithelial (HK-2) cells and conducted multi-omics profiling. 

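RNA sequencing of this experiment covered 6 cultures of HK-2 cells, an immortalized line from human proximal tubule, with 3 control cultures and 3 cultures with USAG-1 overexpression. The sample labels name mouse as the organism, whereas the paper names human cells and the genes in the deposited table carry human Ensembl identifiers. The labels describe strand-specific libraries of poly(A)-selected RNA with paired reads of 150 bases. Another part of the labels names removal of ribosomal RNA and a different sequencer. The authors deposited whole numbers for each gene, labelled as counts, under a name that speaks of FPKM. They were used here as counts of reads without normalization. The paper's text does not name the aligner, the counting or the genome build, so gene positions are given as in the authors' table. In the 3 control libraries, 41236194, 48699471 and 44611384 reads were counted on genes. The USAG-1-overexpressing libraries held 45448720, 43837891 and 42782931 counted reads. Of the 39234 genes in the table, 6727 had no count in any library, and 18188 passed the filter of edgeR on low counts and were tested. Counts were scaled by edgeR's TMM method, and levels are given in CPM on that scale. No pair of libraries within a group was a copy of another, since the chi-square per degree of freedom between their counts was at least 6.87.

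USAG-1 is encoded by SOSTDC1 (ENSG00000171243; chromosome 7, 16461481 to 16530580). SOSTDC1 had 79, 80 and 60 counts in the control libraries and 5072, 3907 and 4438 counts in the libraries with USAG-1 overexpression. Its level was 1.64 ± 0.243 CPM (SD, n = 3) in control cells and 101 ± 10.6 CPM (SD, n = 3) in USAG-1-overexpressing cells. The log2 fold change was 5.94 (standard error 0.13, adjusted p = 6.96e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved it most left out control replicate 1 and gave 6.05.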

Principal component analysis (PCA) clearly distinguished USAG-1–overexpressing cells from controls (Supplemental Fig. S3A, F), with volcano plots and heatmaps revealing distinct transcriptional (Supplemental Fig. S3B, C) and proteomic signatures (Supplemental Fig. S3G, H). 

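In a PCA of the log2 CPM of the 18188 genes tested, the first component held 39.1% of the variance, the second 21.3% and the third 14.1%. The 3 control libraries scored -39.6, -39.8 and -40.0 on the first component, and the 3 libraries with USAG-1 overexpression scored 37.4, 42.3 and 39.6. This separation gave p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. On the second component the groups overlapped. Control replicate 3 scored -54.3 there, whereas control replicates 1 and 2 scored 28.2 and 25.2. The share of the first component moved most, to 44.0%, when control replicate 3 was left out.

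At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2884 genes were differentially expressed, which is 15.9% of those tested. Of these, 1628 genes were higher and 1256 were lower in USAG-1-overexpressing cells. The groups did not overlap in 2882 of the 2884 genes, which their selection by this test makes likely. Among all genes tested the groups did not overlap in 37.6%, where chance gives 10%. The number of differentially expressed genes depended on the libraries kept. It was 5091 without control replicate 3 and 1137 without USAG-1 overexpression replicate 2. Without USAG-1 overexpression replicate 1 it was 1306 and without replicate 3 it was 1347, so replicate 2 did not stand apart. Fewer libraries lower the power. Without control replicate 3, 2836 of the 2884 genes were still differentially expressed, each in the same direction.

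**Figure D1:**
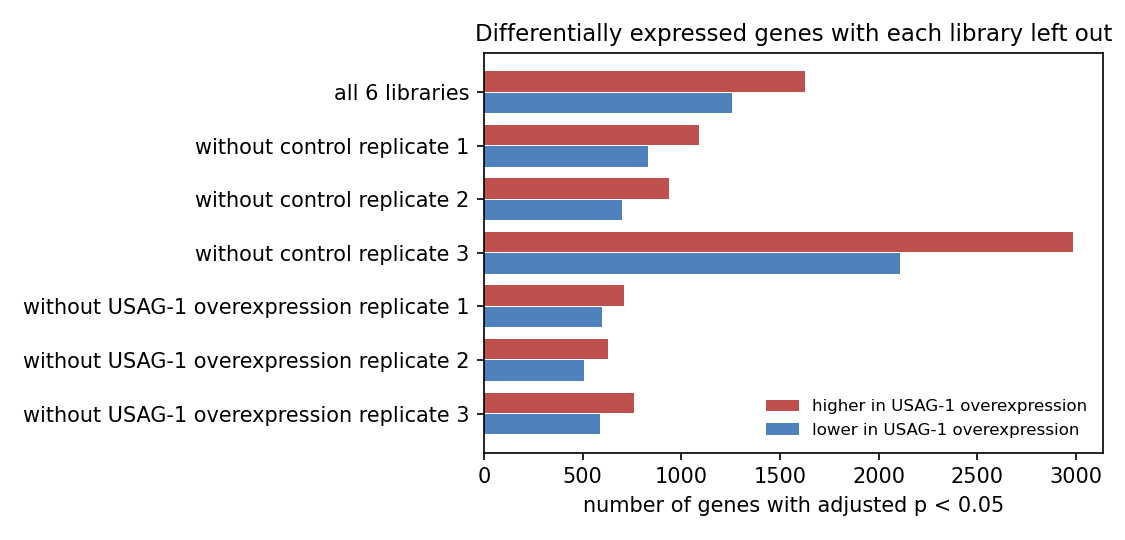
Number of differentially expressed genes (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on the horizontal axis, for all 6 libraries and with each library left out in turn, as bars for genes higher and lower in USAG-1 overexpression. Without control replicate 3 the bars reach 2985 higher and 2106 lower genes.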

Functional enrichment analysis of the transcriptomic dataset is shown in Supplemental Fig. S3D, E, whereas the enrichment analyses shown in Fig. 3A, B were derived from the proteomic dataset. 

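The KEGG analysis in Supplemental Fig. S3E asks whether the differentially expressed genes fall in a pathway more often than chance gives. Neither KEGG's own gene sets nor Gene Ontology terms were analysed here. In their place, 8 lists of genes typed from general knowledge were tested with a one-sided Fisher's exact test against all genes tested. The 2 members of each list with the smallest p were chosen to be named. Oxidative phosphorylation was split into nuclear-encoded and mitochondrially encoded genes.

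All 13 mitochondrially encoded genes of oxidative phosphorylation were lower in USAG-1-overexpressing cells. Their fold enrichment was 6.31 (adjusted p = 3.13e-10, one-sided Fisher's exact test, Benjamini-Hochberg adjustment over the 8 lists). All 13 were also past the threshold when adjusted over the list alone. Counting higher genes alone leaves none of them. Apart from that, the alternative that moved the enrichment most was the pair of lines in Supplemental Fig. S3B, under which it was 22.9. With a library left out it ranged from 3.71 (without control replicate 3) to 16.7 (without USAG-1 overexpression replicate 2). All 13 genes were called in each of these fits and past those lines. These differences in enrichment thus reflect only how many of all tested genes were called, and not a change in the list. For the 13 genes the median log2 fold change was -2.01 (adjusted p = 8.28e-19, camera with a preset correlation, Benjamini-Hochberg adjustment over 13 lists), and across the alternatives it ranged from -2.04 to -1.91. MT-CYB (ENSG00000198727; chromosome MT, 14747 to 15887) had 2772 ± 88.3 CPM (SD, n = 3) in control cells and 685 ± 18.0 CPM (SD, n = 3) in USAG-1-overexpressing cells. Its log2 fold change was -2.02 (standard error 0.05, adjusted p = 6.96e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MT-CO3 (ENSG00000198938), which overlaps MT-ATP6, fell by 1.99 on the log2 scale. Reads of such genes can be shared with their nuclear copies. Mitochondrially encoded genes together took 5.29 ± 0.426% (SD, n = 3) of the counts in control libraries and 1.53 ± 0.0255% (SD, n = 3) in libraries with USAG-1 overexpression.

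Of 85 nuclear-encoded genes of oxidative phosphorylation, 9 were differentially expressed, all of them lower, and 7 when adjusted over the list alone. The fold enrichment was 0.668 (adjusted p = 0.937, one-sided Fisher's exact test, Benjamini-Hochberg adjustment), and it was above 1 without the filter on low counts (1.10) and among lower genes alone (1.53). The median log2 fold change was -0.14, with 73 of the 85 genes lower (adjusted p = 1.28e-04, camera). Without control replicate 3 the median was -0.08. ATP5MG (ENSG00000167283; chromosome 11, 118401346 to 118433278) changed by -0.43 (standard error 0.07) and NDUFB6 (ENSG00000165264; chromosome 9, 32553001 to 32573184), which overlaps 2 other genes, by -0.52 (standard error 0.09) on the log2 scale. NDUFB6 lost significance without USAG-1 overexpression replicate 2 (-0.51).

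Among 80 genes of cytosolic ribosomal proteins, 29 were differentially expressed, all of them lower, and 49 when adjusted over the list alone. This was a fold enrichment of 2.29 (adjusted p = 2.76e-05, one-sided Fisher's exact test, Benjamini-Hochberg adjustment). It was 0.722 without USAG-1 overexpression replicate 1, 0.418 without USAG-1 overexpression replicate 2 and 1.72 without control replicate 2. For these genes the median log2 fold change was -0.27, with 77 of the 80 genes lower (adjusted p = 2.88e-10, camera). RPS7 (ENSG00000171863; chromosome 2, 3575260 to 3580920) fell by 0.46 and RPS15A (ENSG00000134419; chromosome 16, 18781295 to 18790362) by 0.47 on the log2 scale. Both have pseudogene copies with counts of their own, which the authors' counting could split.

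The proteasome list had 5 differentially expressed genes of 41, all higher, and 3 when adjusted over the list alone, a fold enrichment of 0.769 (adjusted p = 0.915, one-sided Fisher's exact test, Benjamini-Hochberg adjustment). This value was 2.08 without control replicate 3, and the median log2 fold change of 0.04 became 0.14. PSMC2 (ENSG00000161057; chromosome 7, 103328570 to 103370346), which overlaps PMPCB, rose by 0.39 on the log2 scale and PSMD1 (ENSG00000173692; chromosome 2, 231056845 to 231173116) by 0.30. PSMD1 lost significance without control replicate 1 (0.29) or 2 (0.27) and without USAG-1 overexpression replicate 1 (0.31) or 2 (0.26). It also lost significance under the genomic span offset, alone (0.21) or with a replicate block (0.21). Of the camera calls given here, the mitochondrially encoded list held under fry (adjusted p = 4.75e-05), the nuclear-encoded and ribosomal lists did not, and none held with an estimated correlation.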

Notably, both datasets converged on pathways related to glutathione metabolism, cysteine utilization, and ferroptosis. 

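Of 36 ferroptosis genes tested, 8 were differentially expressed, all of them higher in USAG-1-overexpressing cells, and 8 when adjusted over the list alone. The fold enrichment was 1.40 (adjusted p = 0.374, one-sided Fisher's exact test, Benjamini-Hochberg adjustment over the 8 lists). It was 2.16 without control replicate 3, 2.80 without the filter on low counts and 0.929 without USAG-1 overexpression replicate 2. For the list the median log2 fold change was 0.09, with 28 of the 36 genes higher (adjusted p = 0.00579, camera), a call that did not hold under fry (adjusted p = 0.056) or with an estimated correlation (adjusted p = 0.409). The median was 0.16 without control replicate 3. SLC7A11 (ENSG00000151012; chromosome 4, 138164097 to 138242349), the cystine transporter, had 10.8 ± 0.513 CPM (SD, n = 3) in control cells and 26.4 ± 3.09 CPM (SD, n = 3) in USAG-1-overexpressing cells. Its log2 fold change was 1.29 (standard error 0.11, adjusted p = 4.36e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TFRC (ENSG00000072274; chromosome 3, 196012511 to 196082127), the transferrin receptor, changed from 749.7 ± 34.3 to 1102 ± 14.5 CPM (SD, n = 3 each), a log2 fold change of 0.56 (standard error 0.05, adjusted p = 7.06e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

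The glutathione metabolism list had 10 differentially expressed genes of 40, with 9 higher and 1 lower, and 14 when adjusted over the list alone. Its fold enrichment was 1.58 (adjusted p = 0.242, one-sided Fisher's exact test, Benjamini-Hochberg adjustment). The list passed the threshold with DESeq2's Wald test (2.05), with library sizes alone as the scaling (2.02), without the filter on low counts (3.13), and without control replicate 1 (2.34) or control replicate 3 (1.54). Without USAG-1 overexpression replicate 3 it was 1.01. The median log2 fold change was -0.01, with 20 genes higher and 20 lower (adjusted p = 0.248, camera). Without control replicate 3 it was 0.10, and it was 0.01 with library sizes alone. GSR (ENSG00000104687; chromosome 8, 30678066 to 30727846), glutathione reductase, had a log2 fold change of 0.53 (standard error 0.08, adjusted p = 0.00383, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IDH1 (ENSG00000138413; chromosome 2, 208236229 to 208266074) had one of 0.46 (standard error 0.07, adjusted p = 0.00537, same test).

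For cysteine utilization, the list of cysteine and methionine metabolism was used. Of its 43 genes, 9 were differentially expressed, with 6 higher and 3 lower, and 12 when adjusted over the list alone. The fold enrichment was 1.32 (adjusted p = 0.374, one-sided Fisher's exact test, Benjamini-Hochberg adjustment). With library sizes alone it was 1.88, without the filter on low counts 2.66 and without control replicate 3 1.60, and the list passed the threshold in these fits. The median log2 fold change was 0.12, with 28 genes higher and 15 lower (adjusted p = 0.155, camera). DNMT3B (ENSG00000088305; chromosome 20, 32762385 to 32809356) rose by 0.73 on the log2 scale (standard error 0.07), and PHGDH (ENSG00000092621; chromosome 1, 119648411 to 119744218) fell by 0.51 (standard error 0.08).

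Of the 15 genes whose proteins Fig. 5A names for ferroptosis, 3 were differentially expressed, all higher, and 3 when adjusted over the list alone. All 15 are also members of the ferroptosis list. Their fold enrichment was 1.26 (adjusted p = 0.577, one-sided Fisher's exact test, Benjamini-Hochberg adjustment), and 2.47 without control replicate 3. No gene of these 15 was differentially expressed without USAG-1 overexpression replicate 2 or 3. The median log2 fold change was 0.07, with 11 genes higher, and 0.18 without control replicate 3. GCLC (ENSG00000001084; chromosome 6, 53497341 to 53616970) rose by 0.45 on the log2 scale (standard error 0.09, adjusted p = 0.0114, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), GCLM by 0.35 (adjusted p = 0.0172) and ACSL3 by 0.34 (adjusted p = 0.016). These 3 genes lost significance without USAG-1 overexpression replicate 2 or without replicate 3, and GCLM and ACSL3 also without replicate 1. In the fits that lost the call, their log2 fold changes stayed between 0.32 and 0.45. The paper sets these transcript data beside its proteomic data, which were not analysed here, states that both converge on these pathways, and takes ferroptosis forward to its later experiments.

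**Figure D2:**
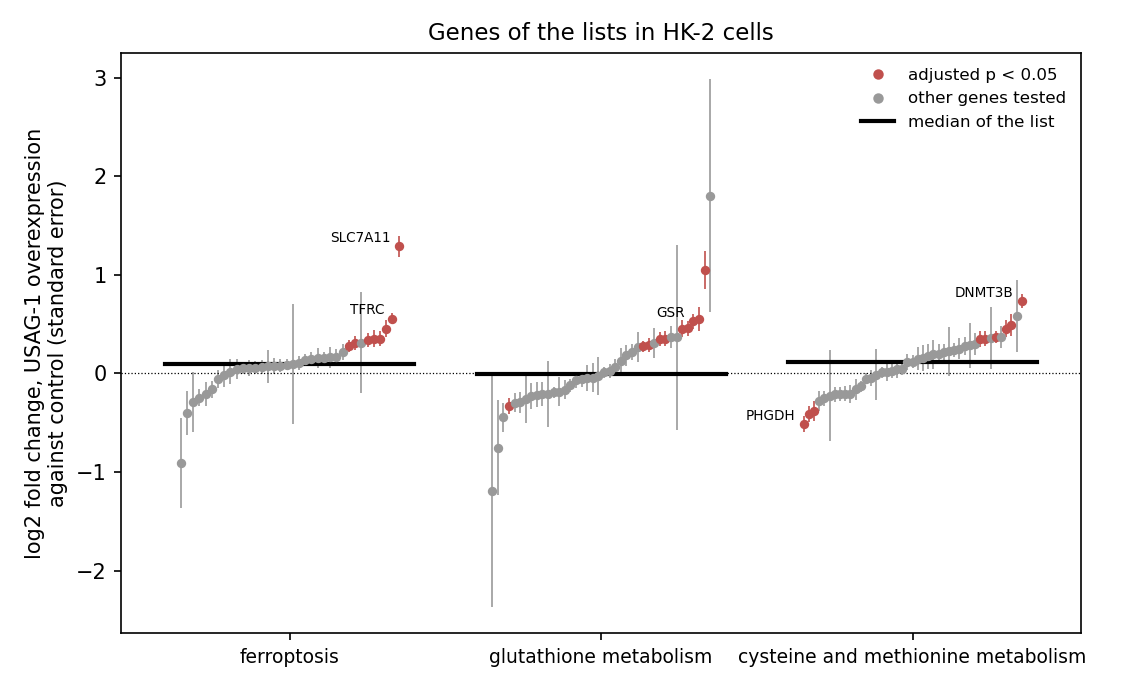
Log2 fold change in USAG-1-overexpressing against control HK-2 cells (vertical axis, with standard errors from 3 libraries per group) for each tested gene of the ferroptosis, glutathione metabolism, and cysteine and methionine metabolism lists. Red points passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the black lines mark the medians of 0.09, -0.01 and 0.12.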

Critically, gene set enrichment analysis (GSEA) confirmed the pronounced dysregulation of ferroptosis-related pathways (Fig. 3C), identifying USAG-1 as a key regulator of iron-dependent cell death during IRI.

**Fig. 3:**
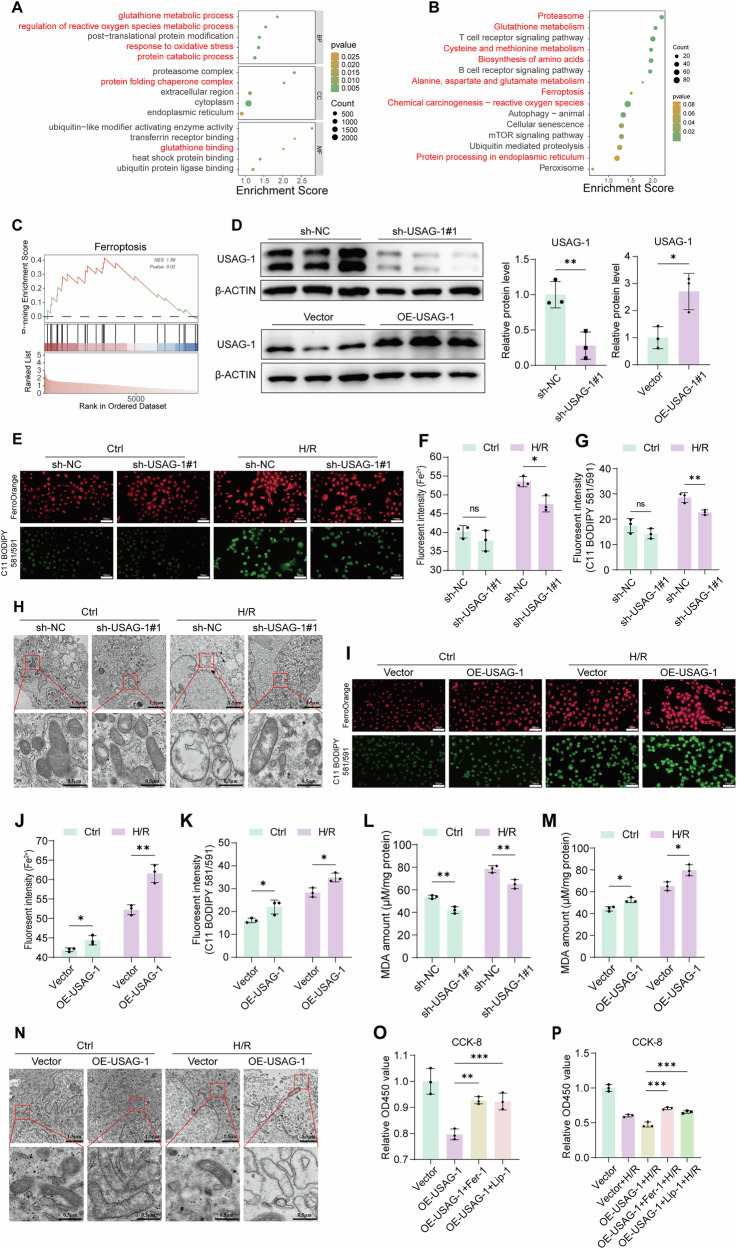
USAG-1 knockdown alleviates and USAG-1 overexpression exacerbates H/R-induced ferroptosis in HK-2 cells. **A**, **B** GO enrichment analysis and KEGG pathway enrichment analysis of differentially expressed proteins from proteomic profiling. **C** GSEA of the proteomic dataset showing enrichment of ferroptosis-related pathways. **D** Western blot validation of stable USAG-1 knockdown and transient USAG-1 overexpression efficiency in HK-2 cells. **E**–**G** After stable USAG-1 knockdown with sh-USAG-1#1, intracellular Fe²⁺ and lipid ROS levels were measured in HK-2 cells under Control or H/R conditions. Representative fluorescence images of intracellular Fe²⁺ detected by FerroOrange and lipid ROS detected by C11 BODIPY 581/591 are shown in (**E**), with quantification in (**F**) and (**G**), respectively. (scale bar: 100 μm; *n* = 3). **H** Representative TEM images showing mitochondrial ultrastructural changes in sh-NC- and sh-USAG-1#1-transduced HK-2 cells under control or H/R conditions. **I**–**K** After transient USAG-1 overexpression, intracellular Fe²⁺ and lipid ROS levels were measured in HK-2 cells under Control or H/R conditions. Representative fluorescence images of intracellular Fe²⁺ detected by FerroOrange and lipid ROS detected by C11 BODIPY 581/591 are shown in (**I**), with quantification in (**J**) and (**K**), respectively. **L** Measurement of MDA levels in sh-NC- and sh-USAG-1#1-transduced HK-2 cells under Control or H/R conditions. **M** Measurement of MDA levels in vector- and OE-USAG-1-transfected HK-2 cells under Control or H/R conditions. **N** Representative TEM images showing mitochondrial ultrastructural changes in vector- and OE-USAG-1-transfected HK-2 cells under control or H/R conditions. **O**, **P** HK-2 cells were cultured in vitro, transfected with a USAG-1 overexpression plasmid, treated with ferroptosis inhibitors, and subjected to H/R; cell viability was assessed by CCK-8 assays. ns : *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001.

Ferroptosis is a newly recognized form of regulated cell death driven by iron-dependent lipid peroxidation [26]. Accumulating evidence has established ferroptosis as a major mechanism of early cell death in renal IRI, contributing substantially to tissue damage [27]. To investigate the potential link between USAG-1 and ferroptosis, we employed an in vitro hypoxia-reoxygenation (H/R) model in HK-2 cells, in which stable USAG-1 knockdown was achieved by lentiviral shRNA transduction and USAG-1 overexpression was achieved by transient plasmid transfection; the efficiency of these modifications was confirmed by Western blotting (Fig. 3D). Upon H/R induction, functional assays showed that USAG-1 knockdown significantly reduced ferroptosis markers, including ferrous iron (Fe²⁺) accumulation (Fig. 3E, F), lipid ROS production (Fig. 3E, G), and malondialdehyde (MDA) levels (Fig. 3L), indicating that USAG-1 depletion mitigates ferroptotic injury under H/R stress. Transmission electron microscopy further revealed that H/R-induced ferroptosis-associated mitochondrial ultrastructural alterations, including mitochondrial shrinkage, increased membrane density, and reduced or lost cristae, were markedly alleviated by USAG-1 knockdown (Fig. 3H). To further exclude potential off-target effects, we performed parallel validation using a second independent shRNA targeting USAG-1 (sh-USAG-1#2). Consistent with the results obtained using the original knockdown construct, sh-USAG-1#2 effectively reduced USAG-1 protein expression and similarly attenuated H/R-induced increases in MDA, intracellular Fe²⁺, and lipid ROS levels in HK-2 cells (Supplementary Fig. S4A–F). TEM analysis further supported these findings by showing that sh-USAG-1#2 alleviated the H/R-induced mitochondrial ultrastructural abnormalities characteristic of ferroptosis (Supplementary Fig. S4G). Conversely, USAG-1 overexpression in HK-2 cells (Fig. 3D) led to a marked increase in Fe²⁺ accumulation, lipid ROS levels (Fig. 3I–K), and MDA content (Fig. 3M), thereby aggravating H/R-induced ferroptosis. Consistently, TEM analysis showed that USAG-1 overexpression further exacerbated H/R-induced mitochondrial ultrastructural damage (Fig. 3N). Importantly, treatment with ferroptosis inhibitors ferrostatin-1 (Fer-1) and liproxstatin-1 (Lip-1) effectively rescued cell viability in USAG-1–overexpressing cells (Fig. 3O, P). Collectively, these findings demonstrate that USAG-1 promotes ferroptosis in renal tubular epithelial cells and may contribute to IRI-associated tubular injury through the modulation of iron-dependent oxidative stress pathways.

### USAG-1 regulates ferroptosis of renal tubular epithelial cells in both IRI and folic acid-induced AKI

To validate these findings in vivo, we examined the alterations of the ferroptosis pathway in the renal IRI model of USAG-1^−/−^ mice. Compared with wild-type controls, USAG-1^−/−^ mice presented significant suppression of ferroptosis-related features following IRI, including reduced levels of lipid peroxidation products (4-hydroxynonenal [4-HNE] and MDA) and diminished lipid peroxidation (LPO) accumulation (Fig. 4A, E). Moreover, total glutathione (GSH) content and the GSH/GSSG ratio were significantly increased in the kidneys of USAG-1^−/−^ mice (Fig. 4C, D). Since mitochondrial morphological alterations are hallmarks of ferroptosis, transmission electron microscopy was performed and revealed that USAG-1 deletion alleviated IRI-induced mitochondrial damage, evidenced by reduced mitochondrial shrinkage, outer membrane rupture, and cristae collapse (Fig. 4B). These results suggest that the deleterious effect of USAG-1 in renal IRI is mediated through the promotion of ferroptosis and that genetic ablation of USAG-1 mitigates ferroptotic injury.

**Fig. 4:**
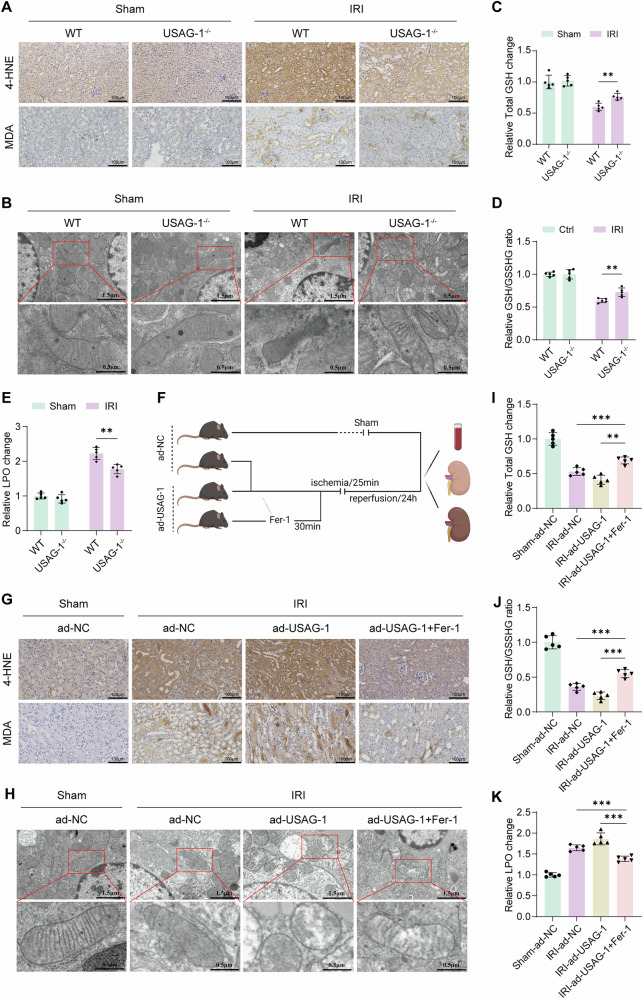
USAG-1 regulates ferroptosis in renal tubular epithelial cells during IRI. **A** Representative 4-HNE and MDA immunohistochemical staining of kidney sections from WT and USAG-1^−/−^ mice subjected to sham or IRI treatment (scale bar, 50 μm; *n* = 5). **B** Transmission electron microscopy (TEM) analysis of mitochondrial morphology in proximal tubular cells from WT and USAG-1^−/−^ mice subjected to sham or IRI treatment. **C** Measurement of total glutathione (GSH) levels in renal tissues from WT and USAG-1^−/−^ mice subjected to sham or IRI treatment (*n* = 5). **D** Measurement of the GSH/GSSG ratio in renal tissues from WT and USAG-1^−/−^ mice subjected to sham or IRI treatment (*n* = 5). **E** Measurement of LPO levels in renal tissues from WT and USAG-1^−/−^ mice subjected to sham or IRI treatment (*n* = 5). **F** Schematic diagram of the experimental groups and procedures. **G** Representative 4-HNE and MDA immunohistochemical staining of renal tissues from ad-NC, ad-USAG-1, and ad-USAG-1 + Fer-1 mice subjected to IRI treatment (scale bar, 50 μm; *n* = 5). **H** TEM analysis of mitochondrial morphology in proximal tubular cells from ad-NC, ad-USAG-1, and ad-USAG-1 + Fer-1 mice subjected to IRI treatment. **I** Measurement of total GSH levels in renal tissues from ad-NC, ad-USAG-1, and ad-USAG-1 + Fer-1 mice subjected to IRI treatment (*n* = 5). **J** Measurement of the GSH/GSSG ratio in renal tissues from ad-NC, ad-USAG-1, and ad-USAG-1 + Fer-1 mice subjected to IRI treatment (*n* = 5). **K** Measurement of LPO levels in renal tissues from ad-NC, ad-USAG-1, and ad-USAG-1 + Fer-1 mice subjected to IRI treatment (*n* = 5). ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001.

To further clarify the role of ferroptosis in USAG-1-mediated IRI progression, we pretreated USAG-1-overexpressing mice with the ferroptosis inhibitor Fer-1 prior to IRI induction (Fig. 4F). Renal function assessments revealed that USAG-1 overexpression significantly exacerbated kidney injury, as indicated by elevated Scr and BUN levels, while pretreatment with Fer-1 effectively reversed these effects (Supplementary Fig. S5A, B). Histological evaluation supported these findings, with HE and PAS staining showing that Fer-1 markedly alleviated tubular epithelial cell vacuolization and cast formation induced by USAG-1 overexpression (Supplementary Fig. S5C, D). In addition, the protein expression levels of KIM-1 and NGAL significantly decreased following Fer-1 treatment (Supplementary Fig. S5E–G). Ferroptosis-related parameters also improved with Fer-1 pretreatment, including decreased levels of 4-HNE, MDA, and LPO (Fig. 4G, K), along with increased total GSH content and GSH/GSSG ratio (Fig. 4I, J). Ultrastructural analysis confirmed that Fer-1 pretreatment reversed the mitochondrial damage associated with USAG-1 overexpression (Fig. 4H). Collectively, these data indicate that Fer-1 mitigates USAG-1–driven exacerbation of IRI and ferroptosis, further supporting ferroptosis as a key downstream mechanism by which USAG-1 aggravates kidney injury.

To evaluate whether the protective effects of USAG-1 deletion extend beyond the IRI model, we subjected both wild-type (WT) and USAG-1^−/−^ mice to folic acid (FA)-induced AKI (Supplementary Fig. S6A). In the absence of FA treatment, there were no significant differences between WT and USAG-1^−/−^ mice in terms of renal function (Scr and BUN levels; Supplementary Fig. S6B, C) or histopathological scores (Supplementary Fig. S6D, E). However, following FA administration, USAG-1^−/−^ mice presented significantly improved renal function (lower Scr and BUN levels; Supplementary Fig. S6B, C) and milder renal injury, as evidenced by HE and PAS staining (Supplementary Fig. S6D, E). Consistently, expression levels of KIM-1 and NGAL were significantly lower in USAG-1^−/−^ mice compared to WT controls (Supplementary Fig. S6F–H). Evaluation of ferroptosis-related features further revealed that USAG-1 deficiency significantly suppressed FA-induced ferroptosis, as evidenced by decreased 4-HNE, MDA, and LPO levels (Supplementary Fig. S6D, I), along with elevated GSH levels and an increased GSH/GSSG ratio (Supplementary Fig. S6J, K). Transmission electron microscopy confirmed that USAG-1 knockout alleviated mitochondrial damage typically observed in FA-induced AKI (Supplementary Fig. S6L). In summary, these findings demonstrate that USAG-1 deficiency confers protection against both IRI- and FA-induced AKI, primarily by attenuating ferroptosis.

### USAG-1 suppresses GPX4 protein expression

To elucidate the molecular mechanisms by which USAG-1 regulates ferroptosis, we identified proteins enriched in the ferroptosis signaling pathway from proteomic data. A heatmap was generated to illustrate the changes among these proteins (Fig. 5A), which revealed glutathione peroxidase 4 (GPX4) as the most significantly altered target (Fig. 5B). Subsequent in vitro experiments validated the proteomic results: USAG-1 overexpression led to a marked reduction in GPX4 protein levels, whereas USAG-1 knockdown significantly increased its expression (Fig. 5C–H). We further examined the impact of USAG-1 on GPX4 expression in the H/R model. USAG-1 knockdown partially restored GPX4 levels suppressed by H/R injury, while USAG-1 overexpression further decreased GPX4 expression (Fig. 5I–L). Interestingly, although USAG-1 overexpression decreased GPX4 protein levels, RT‒qPCR analysis revealed no significant change in GPX4 mRNA levels, suggesting that USAG-1 regulates GPX4 expression at the post-transcriptional level (Fig. 5M). To determine whether GPX4 mediates USAG-1–induced ferroptosis, we co-overexpressed GPX4 in USAG-1–overexpressing HK-2 cells. Notably, GPX4 overexpression effectively restored cell viability and reversed the USAG-1–induced increases in MDA and Fe²⁺ levels (Fig. 5N–Q). Collectively, these findings suggest that USAG-1 may regulate ferroptosis by suppressing GPX4 protein expression through post-transcriptional regulation.

**Fig. 5:**
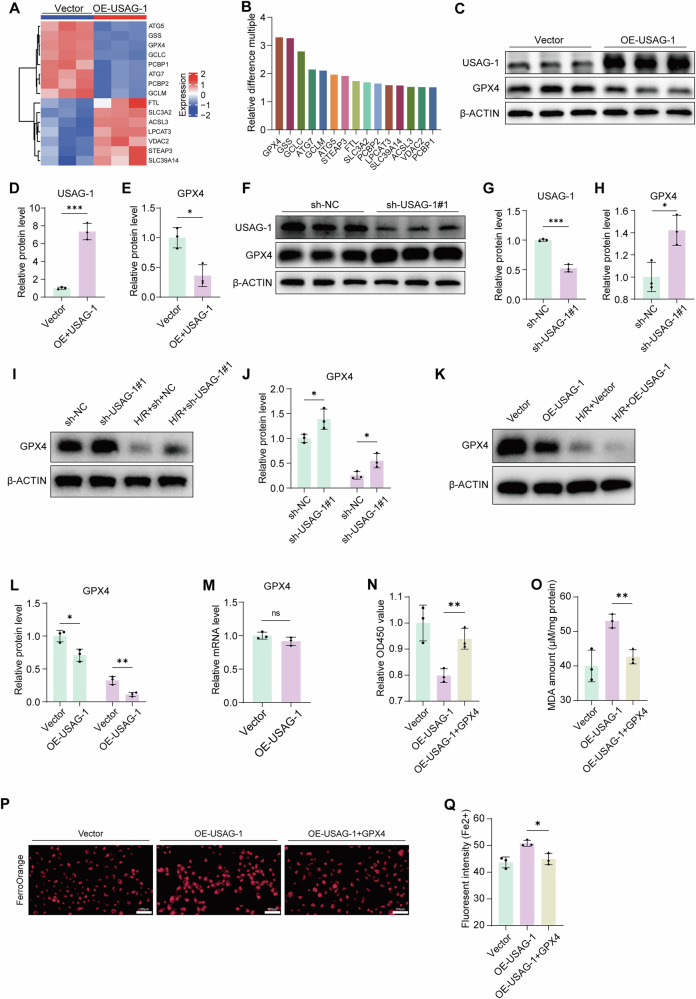
USAG-1 suppresses GPX4 protein expression. **A**, **B** Heatmap showing differentially expressed proteins enriched in KEGG pathways and the results of the fold change analysis of the indicated proteins. **C**–**E** Western blot analysis and quantification of GPX4 expression in HK-2 cells following transient USAG-1 overexpression (*n* = 3). **F**–**H** Western blot analysis and quantification of GPX4 expression in HK-2 cells following stable USAG-1 knockdown (*n* = 3). **I**, **J** Western blot analysis of GPX4 expression in HK-2 cells with stable USAG-1 knockdown under Control and H/R conditions. (*n* = 3). **K**, **L** Western blot analysis of GPX4 expression in HK-2 cells with transient USAG-1 overexpression under Control and H/R conditions (*n* = 3). **M** RT‒qPCR analysis of GPX4 mRNA levels following transient USAG-1 overexpression in HK-2 cells. **N** Cell viability of USAG-1-overexpressing HK-2 cells with concomitant GPX4 overexpression. **O** MDA levels in USAG-1-overexpressing HK-2 cells with concomitant GPX4 overexpression. **P**, **Q** Fe^2+^ levels in USAG-1-overexpressing HK-2 cells with concomitant GPX4 overexpression. ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001.

### HSPA5 is a direct binding partner of USAG-1 and inhibits GPX4 protein degradation

As a secreted protein, it remains unclear whether USAG-1 inhibits GPX4 through intracellular or extracellular mechanisms. Using confocal microscopy, we observed that USAG-1 was predominantly localized in the cytoplasm of HK-2 cells, with minimal nuclear presence (Supplementary Fig. S7A). Given that the N-terminal signal peptide of USAG-1 mediates its secretion, we constructed a truncated form lacking the signal peptide (USAG-1-ΔSP) and transfected HK-2 cells with either wild-type USAG-1 (USAG-1-WT) or USAG-1-ΔSP. Western blot analysis showed that USAG-1-ΔSP significantly suppressed GPX4 protein expression, similar to the full-length form (Supplementary Fig. S7B), suggesting that USAG-1 regulates GPX4 predominantly through intracellular, cytoplasmic mechanisms.

Building on the earlier finding that USAG-1 regulates GPX4 at the protein rather than mRNA level, co-immunoprecipitation (Co-IP) assays revealed no direct interaction between USAG-1 and GPX4 (Fig. 6A), indicating an indirect mode of regulation. To identify potential mediators, we performed immunoprecipitation followed by mass spectrometry (IP/MS) to screen for USAG-1–interacting proteins. Cross-referencing the resulting candidates with the ferroptosis-related gene set from FerrDb identified 10 overlapping molecules, with HSPA5 exhibiting the highest interaction score (Fig. 6B, C). Consistent with the IP/MS data, both Co-IP and immunofluorescence co-localization confirmed a physical interaction between USAG-1 and HSPA5 (Fig. 6D, E).

**Fig. 6:**
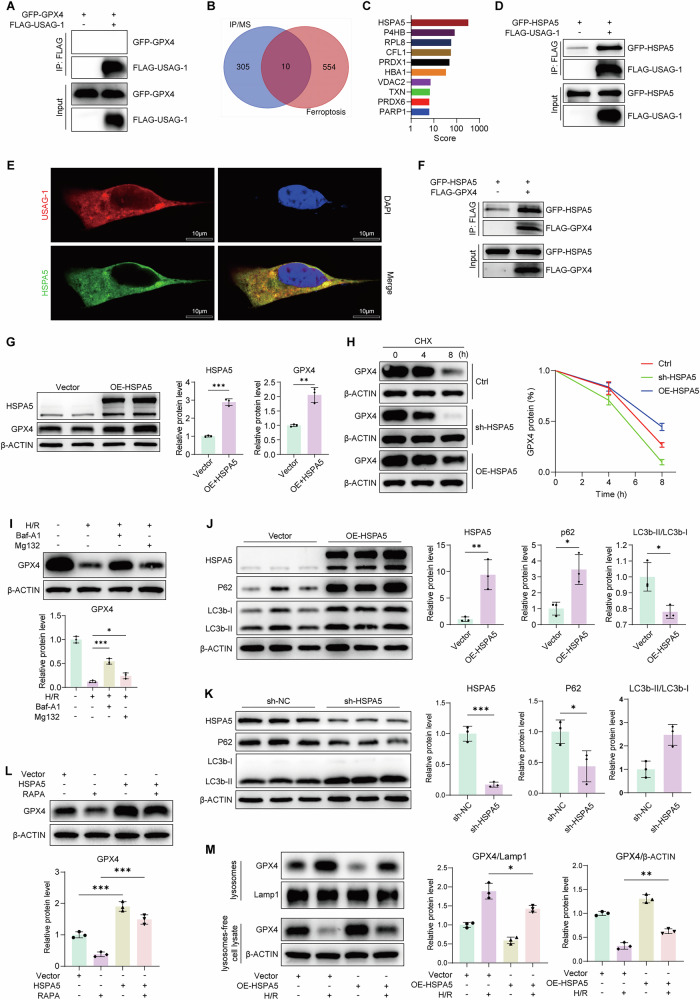
HSPA5 is a direct binding partner of USAG-1 and inhibits GPX4 protein degradation. **A** Co-IP analysis of the interaction between USAG-1 and GPX4. **B**, **C** Venn diagram and binding score analysis of proteins identified by IP/MS that interact with USAG-1 and are associated with ferroptosis. **D** Co-IP analysis of the interaction between USAG-1 and HSPA5. **E** Representative confocal immunofluorescence images showing the co-localization of USAG-1 and HSPA5 in HK-2 cells. **F** Co-IP analysis of the interaction between HSPA5 and GPX4. **G** Western blot analysis and quantification of GPX4 protein expression following HSPA5 overexpression in HK-2 cells (*n* = 3). **H** Western blot analysis and quantification of GPX4 protein levels at different time points after cycloheximide (CHX) treatment in HK-2 cells with HSPA5 overexpression or knockdown (*n* = 3). **I** Western blot analysis and quantification of GPX4 protein levels in HK-2 cells pretreated with bafilomycin A1 (Baf-A1) or MG132 before H/R exposure (*n* = 3). **J** Western blot analysis and quantification of autophagy-related markers in HK-2 cells following HSPA5 overexpression (*n* = 3). **K** Western blot analysis and quantification of autophagy-related markers in HK-2 cells following HSPA5 knockdown (*n* = 3). **L** Western blot analysis and quantification of GPX4 protein levels after rapamycin treatment in HK-2 cells overexpressing HSPA5 (*n* = 3). **M** HK-2 cells overexpressing HSPA5 were subjected to H/R injury. Lysosomal fractions and whole-cell lysates depleted of lysosomes were collected, and GPX4 protein levels were assessed by Western blotting. LAMP1 and β-actin served as loading controls for lysosomal and cytoplasmic fractions, respectively. ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001.

HSPA5 (also known as GRP78 or BiP), a member of the HSP70 family, has been reported to bind GPX4 under stress conditions to prevent its degradation, thereby enhancing cellular resistance to ferroptosis [28]. Subsequent experiments demonstrated that HSPA5 directly interacts with GPX4 and enhances its protein expression (Fig. 6F, G). Moreover, cycloheximide (CHX) chase assays revealed that HSPA5 stabilizes GPX4 by preventing its degradation, consistent with previous studies (Fig. 6H). These findings led us to hypothesize that USAG-1 regulates GPX4 indirectly via HSPA5. Although HSPA5 is known to preserve GPX4 stability, the precise degradation pathway involved remains incompletely defined [29]. To investigate the dominant mechanism under H/R stress, HK-2 cells were pretreated with either an autophagy inhibitor or a ubiquitination inhibitor prior to H/R exposure. Western blot analysis revealed that autophagy inhibition but not ubiquitination blockade significantly attenuated the H/R-induced downregulation of GPX4 protein expression, suggesting that autophagy is the predominant pathway involved (Fig. 6I). To further explore the role of HSPA5 in this process, we examined the expression of autophagy-related markers, including p62 and the LC3B-II/LC3B-I ratio, following HSPA5 overexpression or knockdown. HSPA5 overexpression suppressed autophagy, as evidenced by increased p62 levels and a reduced LC3B-II/LC3B-I ratio, whereas HSPA5 knockdown had the opposite effect (Fig. 6J, K). HSPA5 overexpression also reversed the GPX4-lowering effect of the autophagy activator rapamycin (Fig. 6L). Moreover, we further investigated the impact of HSPA5 overexpression on GPX4 levels in lysosomal and non-lysosomal compartments of HK-2 cells during hypoxia-reoxygenation–induced injury (Fig. 6M), further supporting the notion that HSPA5 stabilizes GPX4 by inhibiting its autophagic degradation under stress conditions.

### USAG-1 competes with GPX4 for HSPA5 binding, promoting GPX4 degradation

To further explore how USAG-1 modulates GPX4 protein stability, we first assessed whether USAG-1 affects HSPA5 expression. Western blot analysis revealed that USAG-1 overexpression had no significant effect on the HSPA5 protein level (Fig. 7A). However, co-overexpression of HSPA5 and USAG-1 attenuated the suppressive effect of USAG-1 on GPX4 expression (Fig. 7B). Conversely, the pharmacological inhibition of HSPA5 using HA15 abolished the ability of USAG-1 overexpression to further downregulate GPX4 (Fig. 7C), indicating that HSPA5 plays a critical role in mediating USAG-1-induced GPX4 downregulation, although not by altering HSPA5 expression itself. Given that both USAG-1 and GPX4 were shown to interact directly with HSPA5—but not with each other—we hypothesized that USAG-1 disrupts the HSPA5–GPX4 interaction through competitive binding. Supporting this hypothesis, Co-IP assays demonstrated that USAG-1 overexpression significantly reduced the binding of HSPA5 to GPX4 (Fig. 7D). In silico molecular docking further predicted overlapping HSPA5-binding interfaces for both USAG-1 and GPX4 (Fig. 7E). To validate this mechanism experimentally, we constructed a USAG-1 mutant (USAG-1-Mut) lacking all the predicted HSPA5-interacting domains. Co-IP assays showed that USAG-1-Mut had a markedly reduced capacity to bind HSPA5 compared to wild-type USAG-1 (Fig. 7F), confirming the validity of the mutation and supporting the notion that USAG-1 interacts with HSPA5.

**Fig. 7:**
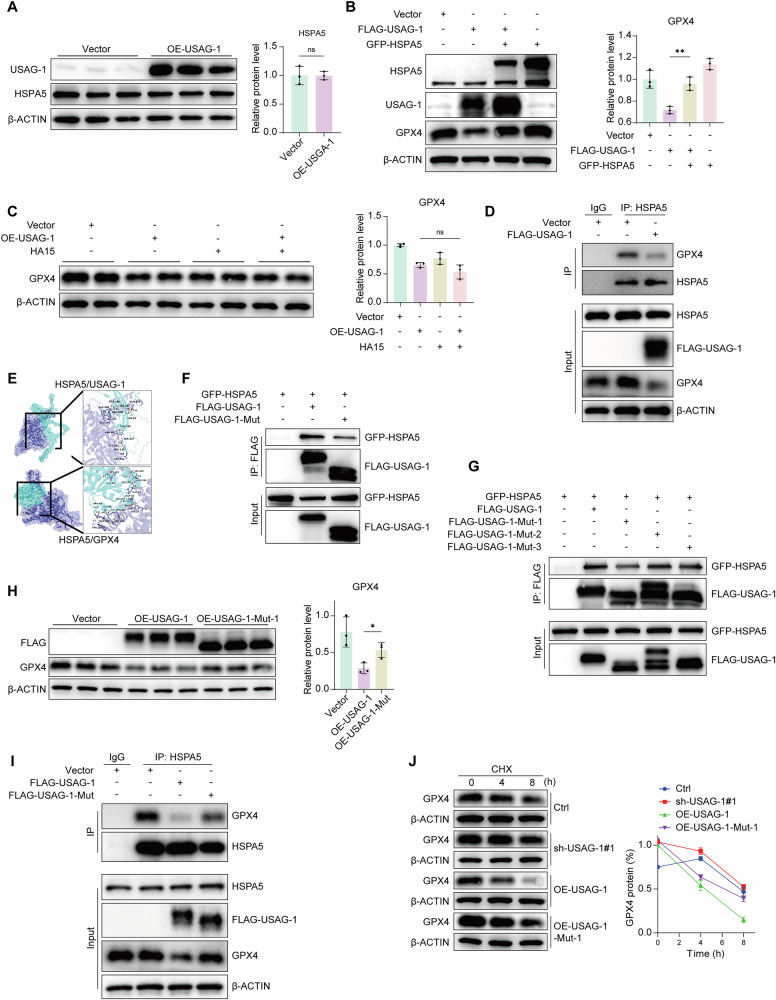
USAG-1 competes with GPX4 for HSPA5 binding, promoting GPX4 degradation. **A** Western blot analysis and quantification of HSPA5 and GPX4 protein levels following transient USAG-1 overexpression in HK-2 cells (*n* = 3). **B** Western blot analysis and quantification of GPX4 protein levels following the co-overexpression of USAG-1 and HSPA5 in HK-2 cells (*n* = 3). **C** Western blot analysis and quantification of GPX4 protein levels after USAG-1 overexpression combined with HSPA5 inhibition by HA15 in HK-2 cells (*n* = 3). **D** Co-IP assays were used to examine the interaction between HSPA5 and GPX4 after USAG-1 overexpression. **E** 3D structural models of the USAG-1, GPX4, and HSPA5 proteins obtained from the Protein Data Bank (https://www.rcsb.org/), with molecular docking and visualization performed using PyMOL software. **F** Co-IP analysis of the interaction between truncated mutants of USAG-1 (USAG-1-Mut) and HSPA5. **G** Co-IP analysis of the interactions between HSPA5 and the indicated USAG-1 truncation mutants (USAG-1, USAG-1-Mut-1, USAG-1-Mut-2, and USAG-1-Mut-3). **H** Western blot analysis of GPX4 protein expression following the overexpression of USAG-1 or USAG-1-Mut-1 in HK-2 cells. **I** Co-IP analysis of the effects of overexpressing USAG-1 or USAG-1-Mut-1 on the interaction between HSPA5 and GPX4. **J** Western blot analysis and quantification of GPX4 protein levels at different time points after cycloheximide (CHX) treatment in HK-2 cells with USAG-1 knockdown, USAG-1 overexpression, or USAG-1-Mut-1 overexpression. ns: *p* > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001.

To delineate the specific HSPA5-binding domains on USAG-1 responsible for this disruption, we generated three truncation mutants (USAG-1-Mut-1, -Mut-2, and -Mut-3), each lacking a different predicted interaction site (Supplementary Fig. S8A). Co-IP analysis revealed that USAG-1-Mut-1, which lacks the domain overlapping with GPX4’s binding site on HSPA5, exhibited the greatest reduction in HSPA5 interaction (Fig. 7G). Functionally, overexpression of USAG-1-Mut-1 restored GPX4 protein levels, effectively reversing the suppressive effect seen with wild-type USAG-1 (Fig. 7H). Moreover, USAG-1-Mut-1 failed to disrupt the HSPA5–GPX4 complex, as confirmed by Co-IP (Fig. 7I), providing strong evidence for a competitive binding mechanism. Finally, cycloheximide chase assays were performed to evaluate the impact of USAG-1 on GPX4 protein stability. Knockdown of USAG-1 significantly delayed GPX4 degradation, whereas overexpression of wild-type USAG-1 accelerated it. In contrast, USAG-1-Mut-1 overexpression had minimal effect on GPX4 degradation kinetics (Fig. 7J), further corroborating the role of the HSPA5-binding domain in USAG-1-mediated GPX4 destabilization.

This competitive interaction mechanism was further validated in vivo. Immunofluorescence staining in both sham and IRI groups revealed markedly enhanced co-localization of HSPA5 and GPX4 in the kidneys of USAG-1^−/−^ mice compared to wild-type controls (Fig. 8A). Consistent with this, Co-IP analysis demonstrated a significantly stronger HSPA5–GPX4 interaction in USAG-1-deficient kidneys (Fig. 8B, C), indicating that loss of USAG-1 preserves the HSPA5–GPX4 complex under both physiological and stress conditions. Together, these findings demonstrate that USAG-1 promotes GPX4 degradation by competitively binding to HSPA5 at the GPX4 interaction site, thereby disrupting the protective HSPA5–GPX4 complex and sensitizing renal tubular cells to ferroptosis.

**Fig. 8:**
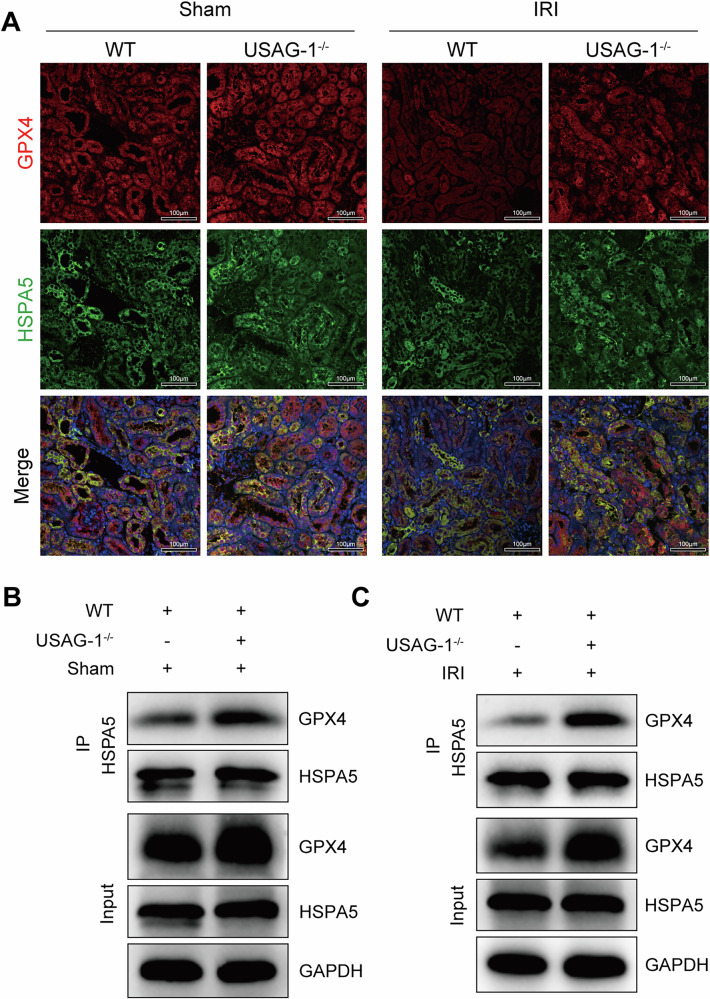
USAG-1 deficiency enhances the interaction between HSPA5 and GPX4. **A** Representative IF staining of GPX4 (red), HSPA5 (green), and DAPI (blue) in kidney sections from WT and USAG-1^−/−^ mice subjected to sham or IRI treatment (scale bar: 100 μm). **B**, **C** Co-IP analysis of kidney tissues from different groups of mice was performed to investigate the effects of USAG-1 deficiency on the interaction between HSPA5 and GPX4.

## Discussion

This study identified a novel role of USAG-1 in renal IRI and elucidated its underlying mechanism. Under ischemic and hypoxic conditions, USAG-1 protein levels were markedly elevated in both the murine IRI model and transplant biopsies from DCD donor kidneys, and this expression positively correlated with ischemic severity. These findings suggest that USAG-1 is induced by ischemic stress and contributes to the pathophysiology of IRI. Functional experiments further showed that genetic deletion of USAG-1 attenuated acute tubular injury and renal dysfunction after IRI, whereas USAG-1 overexpression aggravated renal injury. Together, these findings support a deleterious role for USAG-1 in renal IRI and provide new insight into the molecular regulation of ischemic kidney injury.

During IRI, tissues are exposed to hypoxia, reoxygenation, inflammatory infiltration, and oxidative stress, all of which may contribute to USAG-1 induction through complex signaling networks [30]. Previous studies suggest that USAG-1 is dynamically regulated according to injury stage; in a folic acid-induced kidney injury model, it decreases during the acute phase but increases during the repair phase [24]. In contrast, in our IRI model, USAG-1 increased during ischemia/hypoxia but declined after reperfusion. These findings suggest that USAG-1 responds differently depending on injury type and severity. Furthermore, prolonged ischemic time was correlated with both aggravated tubular injury and progressively increased USAG-1 protein levels. These findings imply that ischemic stress induces an early USAG-1 response; however, this response appears to be detrimental, potentially exacerbating tissue damage through specific pathways such as ferroptosis. Although USAG-1 exhibits a relatively narrow temporal window, this pattern may itself be pathophysiologically informative. This temporal profile suggests a critical early window during which USAG-1 may initiate downstream signaling and contribute to subsequent ferroptotic injury. Accordingly, the translational value of USAG-1 may lie less in delayed postoperative monitoring and more in peri-reperfusion risk assessment and pre-emptive intervention. In kidney transplantation, this supports evaluating USAG-1 in implantation-time or time-zero biopsies and suggests that USAG-1-targeted strategies may be best explored during graft procurement, preservation, machine perfusion, or the immediate peri-reperfusion phase. At the same time, the upstream mechanisms responsible for ischemia-induced USAG-1 upregulation remain incompletely understood and warrant further investigation.

Our study is the first to establish a pathogenic role for USAG-1 in ferroptosis during renal IRI. Renal tubular epithelial cells are highly susceptible to ferroptosis in IRI, largely because iron accumulation and ROS drive lipid peroxidation and membrane damage [31]. In the present study, USAG-1 deletion reduced lipid peroxidation and ferroptosis-associated markers in renal tissues after IRI, whereas USAG-1 overexpression aggravated these changes. These findings suggest that elevated USAG-1 increases tubular susceptibility to ferroptosis and thereby worsens tissue injury. Given that ferroptosis has emerged as a promising therapeutic target in AKI and IRI [12], targeting the USAG-1-mediated ferroptotic pathway may represent a novel strategy to mitigate IRI-associated renal damage.

Previous studies have mainly characterized USAG-1 as a negative regulator of renal repair, with its detrimental effects largely attributed to antagonism of BMP7-mediated regenerative signaling. Yanagita and colleagues identified USAG-1 as the most abundant BMP antagonist in the adult kidney across murine models of kidney injury. They further showed that USAG-1 deficiency preserved renal function in cisplatin-induced AKI and UUO-induced chronic kidney injury [19, 21]. Together, these studies indicate that in chronic injury or fibrosis, USAG-1 limits tissue repair and that its absence is protective. Our findings are broadly consistent with these observations, as USAG-1 also acts as a pro-injury factor in acute ischemic injury, and its deletion mitigates renal damage. However, our study expands the mechanistic understanding of USAG-1 beyond the classical BMP7/Smad axis. Specifically, we identified a pathogenic mechanism by which USAG-1 exacerbates acute tubular injury through ferroptosis. Although USAG-1 is classically recognized as a BMP7 antagonist, and BMP7/Smad signaling has been most extensively studied in kidney repair and fibrosis, the protective effects of this pathway in AKI and IRI have also been reported [23, 32, 33]. In contrast to the classical BMP7/Smad axis, HSPA5 is more directly linked to endoplasmic reticulum stress, proteostasis, and acute stress adaptation. At present, direct evidence linking BMP7 to HSPA5 in renal IRI remains limited. Thus, our findings do not support a simple linear BMP7–HSPA5 pathway. Rather, they suggest that USAG-1 may contribute to kidney injury through both its classical modulation of BMP7 signaling and the newly identified HSPA5/GPX4-dependent ferroptosis mechanism. Whether these two pathways function independently, sequentially, or in a coordinated manner during renal IRI remains to be clarified. Together, these data suggest that USAG-1 exerts multifaceted effects in kidney injury, limiting BMP-driven regeneration in chronic settings while directly influencing tubular cell survival through ferroptosis in the acute phase.

A central aspect of this study is the regulation of ferroptosis, particularly through GPX4, a key suppressor of ferroptotic cell death. GPX4 inhibits lipid peroxidation by reducing phospholipid hydroperoxides and serves as a critical safeguard of cellular redox homeostasis [34, 35]. Its importance in renal ischemic injury is underscored by the finding that conditional GPX4 deletion causes extensive tubular epithelial cell death and severe AKI in mice [12]. Consequently, factors impairing GPX4 function are likely to exacerbate IRI-induced cell death. In this context, our study identifies a mechanism by which USAG-1 indirectly compromises GPX4 protein stability. Unlike mechanisms that directly inhibit GPX4 activity or promote its autophagic degradation [36], USAG-1 does not appear to alter GPX4 enzymatic activity itself. Instead, USAG-1 interferes with HSPA5, a critical chaperone required for GPX4 stability, thereby reducing intracellular GPX4 levels. This represents a novel mode of modulating ferroptosis, highlighting that in addition to enzymatic regulation and metabolic pathways, protein‒protein interactions and homeostatic maintenance play pivotal roles in ferroptotic control. Compared with systemic GPX4 modulation, which may carry immunologic, signaling, metabolic, or oncogenic risks, targeting USAG-1 may offer a more cell-specific approach in tubular epithelial cells [37]. This selectivity may provide therapeutic advantages in managing renal IRI while minimizing systemic side effects.

As a key component of the ER stress response, HSPA5 binds unfolded or misfolded proteins, thereby preventing their aggregation or degradation and promoting cell survival under stress [38]. Recent studies have shown that upregulated HSPA5 directly binds and stabilizes GPX4, thereby protecting it from degradation and suppressing ferroptosis [28]. In this context, HSPA5 functions as a stabilizing partner of GPX4 through complex formation. In our study, USAG-1 directly interacted with HSPA5, and molecular docking predicted overlapping HSPA5-binding sites for USAG-1 and GPX4. These findings suggest that USAG-1 may competitively bind HSPA5, disrupt HSPA5-mediated GPX4 stabilization, and thereby promote GPX4 degradation. Consistent with this mechanism, USAG-1 overexpression reduced GPX4 protein levels and increased lipid peroxidation and ferroptosis markers. Conversely, USAG-1 knockout preserved HSPA5 function, stabilized GPX4, and consequently suppressed ferroptosis. To our knowledge, no previous studies have reported a connection between USAG-1 and HSPA5. Our findings identify USAG-1 as a novel regulatory factor within the HSPA5–GPX4 axis. This proposed mechanism highlights a previously unrecognized mode of regulation in which extracellular proteins such as USAG-1 modulate intracellular chaperone activity to influence cell fate (Fig. 9). This pathway provides new insight into the control of cell death in IRI and may inform therapeutic strategies aimed at preserving HSPA5 function or preventing the USAG-1–HSPA5 interaction.

**Fig. 9:**
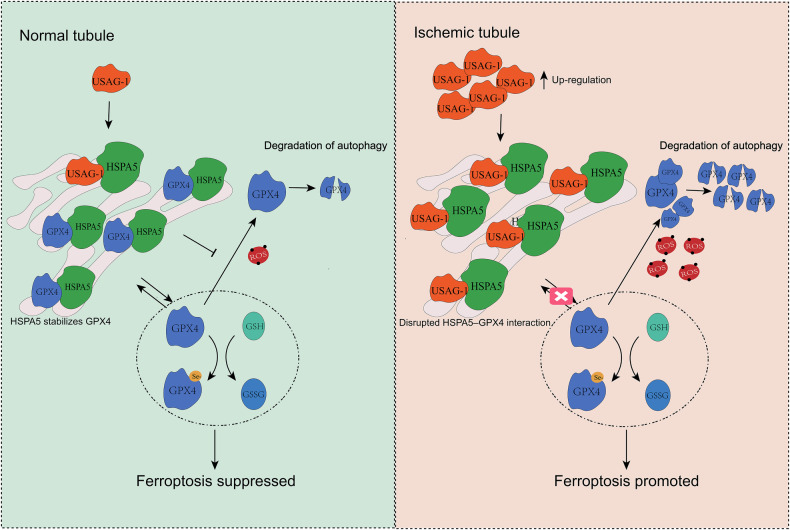
Schematic illustration of the proposed role of USAG-1 in ferroptosis during renal IRI. Under normal conditions, HSPA5 binds to and stabilizes GPX4, thereby limiting ferroptosis. Under ischemic and hypoxic conditions, USAG-1 is markedly upregulated and competitively interferes with the interaction between HSPA5 and GPX4, thereby facilitating GPX4 degradation, promoting ferroptosis, and aggravating tubular cell injury.

As a secretory protein, USAG-1 is synthesized and trafficked through the endoplasmic reticulum (ER)-Golgi pathway for extracellular release. Our study revealed prominent co-localization of USAG-1 with HSPA5 in the cytoplasmic compartment. Moreover, a signal peptide-deficient USAG-1 mutant (ΔSP-USAG-1), which is retained intracellularly due to impaired secretion, still disrupted the HSPA5–GPX4 regulatory axis. These findings strongly suggest that USAG-1 engages HSPA5 within the ER lumen prior to secretion, thereby competitively impairing the chaperone activity of HSPA5 toward GPX4 stabilization. Future studies are warranted to map the precise binding interface and critical amino acid residues governing the USAG-1/HSPA5 interaction. Defining these molecular determinants will refine our understanding of how USAG-1 disrupts the HSPA5–GPX4 cytoprotective axis and may facilitate the design of therapeutic agents targeting this interaction.

### Clinical implications

These findings have important clinical implications for kidney transplantation. First, USAG-1 may serve as a promising biomarker for DGF risk stratification. Current DGF risk assessment relies mainly on donor characteristics and graft quality metrics. However, DGF remains common even with current donor selection and graft assessment strategies [39]. Our data suggest that quantifying USAG-1 expression in donor kidneys may refine early risk stratification for DGF severity and duration. Second, USAG-1 may represent a therapeutic target for limiting ferroptosis-driven IRI. USAG-1-neutralizing antibodies or small-molecule antagonists, delivered systemically or through ex vivo graft perfusion, may mitigate ferroptosis-driven IRI, reduce DGF incidence, and improve early graft function. Such an approach would address the unmet need for therapies targeting the molecular basis of IRI rather than its downstream consequences.

## Methods

### Antibodies and plasmids

The following antibodies were purchased from commercial vendors: rabbit anti-USAG-1 (ab99340, Abcam); rabbit anti-GPX4 (CY6959, Abways); rabbit anti-HSPA5 (66574-1-Ig, Proteintech); rabbit anti-NGAL (26991-1-AP, Proteintech); rabbit anti-Kim-1 (30948-1-AP, Proteintech); rabbit anti-4-HNE (ab48506, Abcam); rabbit anti-MDA (ab243066, Abcam); rabbit anti-p62 (ab109012, Abcam); rabbit anti-LC3b (ab192890, Abcam); mouse anti-Actin (66009-1-Ig, Proteintech); rabbit anti-Flag (20543-1-AP, Proteintech); rabbit anti-GFP (AB0045, Abways); rabbit anti-NKCC2 (18970-1-AP, Proteintech); rabbit anti-AQP2 (29386-1-AP, Proteintech); rabbit anti-Calbindin-D28K (14479-1-AP, Proteintech); anti-rabbit IgG, HRP-linked antibody (7074, Cell Signaling Technology); anti-mouse IgG, HRP-linked antibody (7076, Cell Signaling Technology); CoraLite488-conjugated goat anti-rabbit IgG (SA00013-2, Proteintech); CoraLite594-conjugated Goat Anti-Rabbit IgG (SA00013-4, Proteintech); CoraLite488-conjugated Goat Anti-Mouse IgG (SA00013-1, Proteintech); CoraLite594-conjugated Goat Anti-Mouse IgG (SA00013-3, Proteintech).

The empty plasmid vector, plasmids encoding wild-type USAG-1 (Flag-USAG-1 and GFP-USAG-1), truncated USAG-1 mutants (USAG-1-Mut, USAG-1-Mut-1, USAG-1-Mut-2, USAG-1-Mut-3, and USAG-1-△SP), plasmid encoding wild-type HSPA5 (GFP-HSPA5), and plasmids encoding wild-type GPX4 (GFP-GPX4 and Flag-GPX4) were all provided by Shanghai Genechem Co., Ltd.

### Patients

This study included 52 recipients who developed DGF after kidney transplantation from DCDs at the Department of Kidney Transplantation, The First Affiliated Hospital of Zhengzhou University, as the study group. Additionally, 52 recipients with stable graft function (ST) after kidney transplantation during the same period were randomly selected as controls. Zero-time biopsy samples of donor kidneys were obtained, and clinical history and follow-up data were collected. Written informed consent was obtained from all subjects or their legal representatives.

### Animals

Male C57BL/6 mice (6–8 weeks old) were purchased from Weitong Lihua Laboratory Animal Technology Co., Ltd. (Beijing, China). USAG-1-knockout (KO) and USAG-1^flox/flox^ (USAG-1^fl/fl^) mice were purchased from Model Organisms Center, Inc. (Shanghai, China). For validation of renal USAG-1 deletion, whole-kidney tissues from WT and USAG-1-KO mice were collected for RT-qPCR, Western blotting, and immunohistochemistry. RT-qPCR and Western blotting were performed using whole-kidney tissue samples/lysates, and immunohistochemistry was performed on kidney sections. All animals were maintained under constant humidity and temperature in standard facilities under specific pathogen-free conditions with free access to food and water. Animals were randomly assigned to the indicated experimental groups.

Recombinant adeno-associated viruses (AAV9) carrying a kidney tubule epithelial cell-specific promoter (Ksp-cadherin, KspC) were utilized to transduce renal tubular epithelial cells via tail vein injection. The AAV9 constructs included a negative control vector (AAV9-NC) and a USAG-1 overexpression vector (AAV9-USAG-1), each with a titer of 2.5×10^11^ vg. Subsequent experiments were performed 3 weeks after AAV administration to ensure stable gene expression. All the AAVs were provided by Shanghai Genechem Co., Ltd. (Shanghai, China).

All operations were carried out in accordance with the National Institutes of Health (NIH) guidelines for the Care and Use of Laboratory Animals and were approved by the Ethics Committee of The First Affiliated Hospital of Zhengzhou University (Ethics Approval No. ZZU-LAC20210521[07]).

### Animal model

#### Renal ischemia/reperfusion model

Our study examined male mice because male animals exhibited less variability in phenotype. It is unknown whether the findings are relevant for female mice. Renal IRI was induced by occluding the left renal artery with a microaneurysm clamp for 25 min, followed by 24 h of reperfusion. Immediately after left renal artery clamping, a right nephrectomy was performed to preclude compensatory renal function. Throughout the procedure, the mice were maintained on a warming pad to stabilize their core body temperature at 36.5–37.0 °C. Ferrostatin-1 (Fer-1, 5 mg/kg) was intraperitoneally injected 15 min before IRI induction in C57BL/6 mice.

#### Folic acid-induced AKI

For the FA-AKI model, male C57BL/6 mice (25–28 g, 6–8 weeks old) received a single intraperitoneal injection of 250 mg/kg FA dissolved in 0.3 M sodium bicarbonate or vehicle and were euthanized 48 h later. Blood samples were collected at the time of euthanasia, and the kidneys were perfused with saline before removal.

### Cell culture and treatment

HK-2 cells and HEK293 cells were obtained from Procell Life Science & Technology Co., Ltd. STR authentication was not performed. The cells were tested negative for mycoplasma contamination before experiments. HK-2 cells were maintained in Dulbecco’s modified Eagle’s medium/nutrient mixture F-12 (DMEM/F12, Gibco, USA), whereas HEK293 cells were maintained in DMEM basic medium (Gibco, USA), both supplemented with 10% fetal bovine serum (FBS, Clark USA) and 1% penicillin/streptomycin antibiotics (NCM, China) and incubated at 37 °C with 5% CO_2_. To establish the hypoxia-reoxygenation (HR) model, the cells were exposed to a hypoxic environment (1% O₂, 5% CO₂, and 94% N₂) in serum-free medium for 12 h. The cells were subsequently transferred to fresh complete medium under normoxic conditions (21% O₂, 5% CO₂, 74% N₂) for 8 h to initiate reoxygenation. After HR treatment, the cells were harvested for downstream analyses.

### Gene silencing and overexpression assays

For gene knockdown, lentiviral vectors encoding shRNAs were transduced into cells. The viruses encoding shRNAs were synthesized by Shanghai Genechem Co., Ltd. Two shRNA sequences targeting USAG-1 were used: sh-USAG-1#1, 5′-GGAACTGCGTTCCACCAAATA-3′; and sh-USAG-1#2, 5′-CAGTCACAACTTTGAGAGCAT-3′. The shRNA sequence for targeting HSPA5 (shHSPA5) was 5′-GGAACCATCCCGTGGCATAAA-3′. The knockdown efficiency was validated by Western blotting. At the cellular level, all overexpression experiments were performed by transient transfection of expression plasmids into the indicated cell lines.

### Data collection and bioinformatics analysis

GEO datasets (GSE43974, GSE30718, and GSE186316) were downloaded from the GEO database (http://www.ncbi.nlm.nih.gov/geo). We used the R package DESeq2 to identify differentially expressed genes. Adjusted *p* value < 0.05 and |log2-fold change| > 0 were set as the cutoff criteria. Differences in protein levels were evaluated using Student’s *t*-test. A *p* value < 0.01 indicated a statistically significant difference between the control and treated groups. GSEA was performed using the R package clusterProfiler. Genes were ranked on the basis of the log2-fold change. Gene Ontology (GO) knowledgebase (http://geneontology.org/) and KEGG pathway enrichment analyses (https://www.genome.jp/kegg/) were conducted using the clusterProfiler package in R 4.1.3. Volcano maps and heatmaps were generated using the R packages “ggplot2” and “pheatmap”, respectively.

### Renal function

Renal function was assessed by measuring Scr and BUN levels. Commercially available kits (#C013-2-1 for BUN, #C011-2-1 for Scr; Nanjing Jiancheng, China) were used in accordance with the manufacturer’s instructions.

### Histology

Renal tissues were embedded in paraffin, sectioned (4 μm thick), and stained with hematoxylin and eosin (H&E) and PAS for histopathological evaluation. Tubular injury was diagnostically defined as cytolysis, brush border loss, or intraluminal cast formation. A blinded semiquantitative scoring system (grades 0–5) was used to categorize injury severity by the percentage of affected tubules per field: 0, no damage; 1, <20%; 2, 20–40%; 3, 40–60%; 4, 60–80%; and 5, >80%. For each sample, 10 randomly selected cortical fields (200× magnification) were independently evaluated by two investigators who were blinded to the group allocation, and the final score was calculated as the mean value across all fields.

### Transmission electron microscopy (TEM)

Renal tissues from mice were fixed in glutaraldehyde and then post-fixed with 1% osmium tetroxide. The samples were dehydrated through a graded acetone series, infiltrated with embedding medium, and embedded in 812 epoxy resin, followed by polymerization at 60 °C. Ultrathin sections (~60 nm) were cut using an ultramicrotome, stained with uranyl acetate and lead citrate, and examined under a transmission electron microscope (Hitachi, Tokyo, Japan).

### RT‒qPCR

Total RNA was isolated from cell and tissue samples using a FastPure Cell/Tissue Total RNA Isolation Kit V2 (Vazyme Biotech Co., Ltd.). Subsequently, reverse transcription was performed using Hifair III 1st Strand cDNA Synthesis SuperMix for qPCR (YEASEN, China) to synthesize complementary DNA. To assess mRNA expression levels, real-time quantitative PCR was carried out using Hieff qPCR SYBR Green Master Mix (YEASEN, China). For data normalization, GAPDH mRNA expression was used as the endogenous control. The relative quantification of target gene expression was determined through comparative threshold cycle analysis using the 2^−ΔΔC^T calculation method.

### Cell counting kit-8 (CCK-8) assay

For the CCK-8 assays, 4000 cells were seeded per well in 96-well plates. Ten microliters of CCK-8 reagent (C6005, New Cell & Molecular Biotech, China) mixed with 90 μl of complete medium was added to each well, and the cells were incubated at 37 °C for 2 h. Then, the absorbance was measured at 450 nm.

### Western blot and Co-IP analyses

Total protein was extracted from cells and tissues by lysis in RIPA lysis buffer (Beyotime, China) supplemented with protease inhibitor (Beyotime, China). Protein concentrations were quantified using a bicinchoninic acid (BCA) assay kit. For Co-IP, the lysates were combined with anti-DYKDDDDK (Flag) Affinity Gel (YEASEN, China) and rotated at 4 °C for 4 h. The beads were pelleted by centrifugation, washed three times with TBS, resuspended in 2× loading buffer, and denatured at 95 °C for 5 min.

For Western blot analysis, proteins were separated by SDS‒PAGE using an Omni-Easy™ One-Step PAGE Gel Fast Preparation Kit (Epizyme, Shanghai) and transferred onto PVDF membranes using a wet transfer system. The membranes were blocked with 5% skim milk for 2 h at room temperature and then incubated with primary antibodies at 4 °C overnight. After being washed with TBST (3 × 10 min), the membranes were probed with HRP-conjugated secondary antibodies for 1 h. Following intensive washing with TBST (5 × 5 min), protein signals were visualized using an enhanced chemiluminescence reagent. All experimental reagents, including electrophoresis buffer, transfer buffer, TBST, and related solutions, were obtained from Yeasen Biotech (Shanghai).

For co-immunoprecipitation assays, HEK293 cells were transiently transfected with the indicated expression plasmids and harvested 48 h later for protein extraction and immunoprecipitation. HEK293 cells were used as an overexpression-based heterologous system for protein interaction validation because of their high transfection efficiency.

### MDA assay

The quantification of lipid peroxidation products was performed through the spectrophotometric measurement of malondialdehyde (MDA) levels using a commercial assay kit (Lipid Peroxidation MDA Assay Kit, Beyotime Biotechnology, Shanghai, China). After lysing cells in RIPA buffer (containing protease inhibitors), the lysate was centrifuged at 12,000 × *g* for 10 min at 4 °C, and the supernatant was retained. Protein quantification was initially conducted using a BCA protein assay in accordance with the manufacturer’s specifications. Then, the mixed MDA detection working solution was mixed with each protein sample, followed by heating at 100 °C for 15 min. After cooling to room temperature and centrifuging at 10,000 × *g* for 10 min, the chromogenic products were transferred to a 96-well microplate to measure the optical density at 532 nm using a microplate reader, with appropriate blank controls and an MDA standard curve.

### Immunohistochemistry

Immunohistochemical analysis was performed using standardized protocols. Paraffin-embedded tissue sections were subjected to heat-mediated antigen retrieval in sodium citrate buffer (pH 8.0) after deparaffinization through a xylene gradient and baking in a 60 °C oven (40 min). Endogenous peroxidase activity was quenched with 3% H₂O₂ (10 min, RT), followed by blocking with 3% BSA (30 min). The sections were incubated with primary antibodies at 4 °C overnight and subsequently with HRP-conjugated secondary antibodies (30 min, RT). Counterstaining with hematoxylin and dehydration through an ethanol series preceded microscopy image acquisition using a brightfield system.

### Immunofluorescence

Tissue pretreatment, including deparaffinization, antigen retrieval, and incubation with primary antibodies, was performed following protocols identical to those described for immunohistochemistry. Sections were subsequently incubated with fluorophore-conjugated secondary antibodies (1:500) under light-protected conditions for 1.5 h. Nuclei were counterstained with DAPI-containing antifade mounting medium (Beyotime, China) prior to image acquisition using a laser scanning confocal microscope (Zeiss LSM880, Germany). To better determine the localization of USAG-1 in renal tubules, USAG-1-EGFP reporter mice were used for immunofluorescence staining of kidney sections. For co-localization analysis of USAG-1 with proximal tubular markers (LTL), renal sections previously stained for USAG-1 were coincubated with fluorescein-conjugated LTL (Vector Laboratories, FL-1321) at room temperature (RT) for 1 h. The sections were mounted with DAPI-containing antifade medium (Beyotime Biotechnology, China) and imaged using confocal microscopy.

Cellular immunofluorescence staining was performed in accordance with standardized protocols. Cells cultured on glass-bottom dishes were fixed with 4% paraformaldehyde (15 min), permeabilized with 0.5% Triton X-100 (20 min), and blocked with an immunofluorescence-specific solution. Cells were incubated with primary antibodies overnight at 4 °C, followed by incubation for 1 h in the dark with fluorophore-conjugated secondary antibodies. Nuclear counterstaining was performed with Hoechst prior to imaging using a laser scanning confocal microscope (Zeiss LSM880, Germany). All washing steps between reagent changes were performed using PBS.

Relative fluorescence intensities were evaluated using ImageJ software (NIH, USA) after background subtraction and normalization to the control group.

### Lysosome isolation

Lysosomes were harvested by homogenization and sequential centrifugation with a lysosome isolation kit (BestBio, Shanghai, China), according to the manufacturer’s protocol.

### GSH and lipid peroxidation release assays

Clarified lysates from renal homogenates (12,000 × *g*, 10 min) were subjected to glutathione analysis (total/oxidized GSH ratio, Beyotime S0053) and lipid peroxidation quantification (LPO assay, Jiancheng A106) following the manufacturer’s instructions.

### FerroOrange and lipid reactive oxidation species detection

FerroOrange (Dojindo, F347, Japan) is a fluorescent probe that enables live-cell imaging of intracellular Fe^2+^. For the assay, cells were incubated with HBSS buffer containing 1 µmol/L FerroOrange for 1 h at 37 °C. After incubation, intracellular Fe^2+^ levels were visualized by fluorescence microscopy, and fluorescence intensity was quantified using ImageJ software (NIH, USA).

Lipid reactive oxidation species were assessed using the Lipid Peroxidation Probe BDP 581/591 C11 (Dojindo, L267, Japan) according to the manufacturer’s instructions. The fluorescence signal was captured by fluorescence microscopy, and the intensity was quantified using ImageJ software (NIH, USA).

### Statistics

Statistical analyses were conducted using GraphPad Prism 9.0 or SPSS 24.0. The data are expressed as mean ± standard error of the mean. The normality of the data distribution was formally tested, using the Shapiro–Wilk test when the sample size is less than 50, and the Kolmogorov–Smirnov test for sample sizes equal to or greater than 50. The Brown‒Forsythe test was used to evaluate the homogeneity of variance. For comparisons between two groups, an unpaired two-tailed Student’s *t*-test was applied when the data followed a normal distribution with equal variances. When variances were unequal, Welch’s *t*-test was used. Nonnormally distributed data were analyzed using the Mann–Whitney *U* test. For comparisons among three or more groups, one-way ANOVA followed by Bonferroni post hoc correction was employed for normally distributed data, whereas the Kruskal–Wallis test with Dunn’s multiple comparisons test was used for nonnormally distributed data. For multifactorial comparisons, two-way ANOVA followed by Bonferroni post hoc correction was applied for normally distributed datasets, whereas multiple Mann–Whitney *U* tests were used for nonparametric data. Risk factors for DGF were analyzed using binary logistic regression. ROC curve analysis was performed to evaluate the sensitivity and specificity of donor and recipient characteristics in predicting DGF. The area under the ROC curve (AUC) was calculated to assess the predictive accuracy. For the majority of experiments, we performed three biological replicates per group. This sample size was determined based on previous studies in the literature that assessed similar experimental conditions and outcomes, and was deemed sufficient for detecting meaningful differences given the nature of the experiments [40]. No formal blinding was performed during group allocation, experiment execution, or data collection. No animals, human samples, or experimental replicates were excluded from the analyses, and no formal inclusion or exclusion criteria were pre-established. A *P* value < 0.05 was considered statistically significant.

### Ethics approval

The clinical study involving clinical specimens was approved by the Institutional Review Board of the First Affiliated Hospital of Zhengzhou University in Zhengzhou, China (Ethics Approval Number: 2025-KY-0462-001; Clinical study registration number: ChiCTR2500109330), and complied with the ethical principles outlined in the 1975 Declaration of Helsinki. All operations related to animal experiments were carried out in accordance with the National Institutes of Health (NIH) guidelines for the Care and Use of Laboratory Animals and were approved by the Ethics Committee of The First Affiliated Hospital of Zhengzhou University (Ethics Approval No. ZZU-LAC20210521[07]).

## Supplementary information

Supplementary Material

Full and uncropped western blots

## Data Availability

All data generated or analyzed during this study are included either in this article or in the Supplementary Material files. The transcriptome sequencing data presented in this study have been deposited in the GEO database, with the accession number GSE302256. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD066082.

# Supplementary material for: USAG-1 aggravates renal ischemia‒reperfusion injury via promoting GPX4 degradation-induced ferroptosis
**Source:** Cell Death Dis. 2026 May 23;17(1):646. doi: 10.1038/s41419-026-08904-w
**Supplement:** Supplementary file 1 — Supplementary Material

**SUPPLEMENTARY MATERIAL**

**Supplemental Figure S1.**

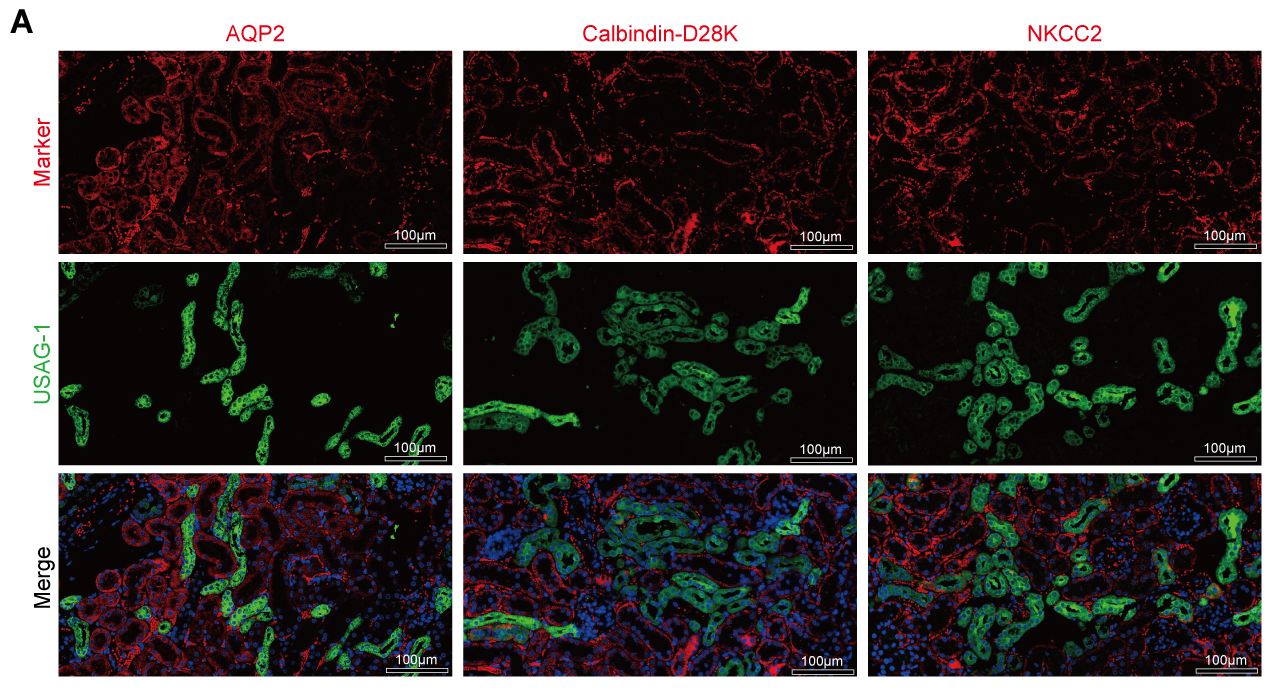

**Supplemental Figure S1. Additional co-immunostaining analyses of USAG-1 with markers of different nephron segments after 25 min of ischemia. A** Representative immunofluorescence images of USAG-1 co-staining with NKCC2, AQP2, and Calbindin-D28K in kidney sections after 25 min of ischemia (scale bar: 100 μm).

**Supplemental Figure S2.**

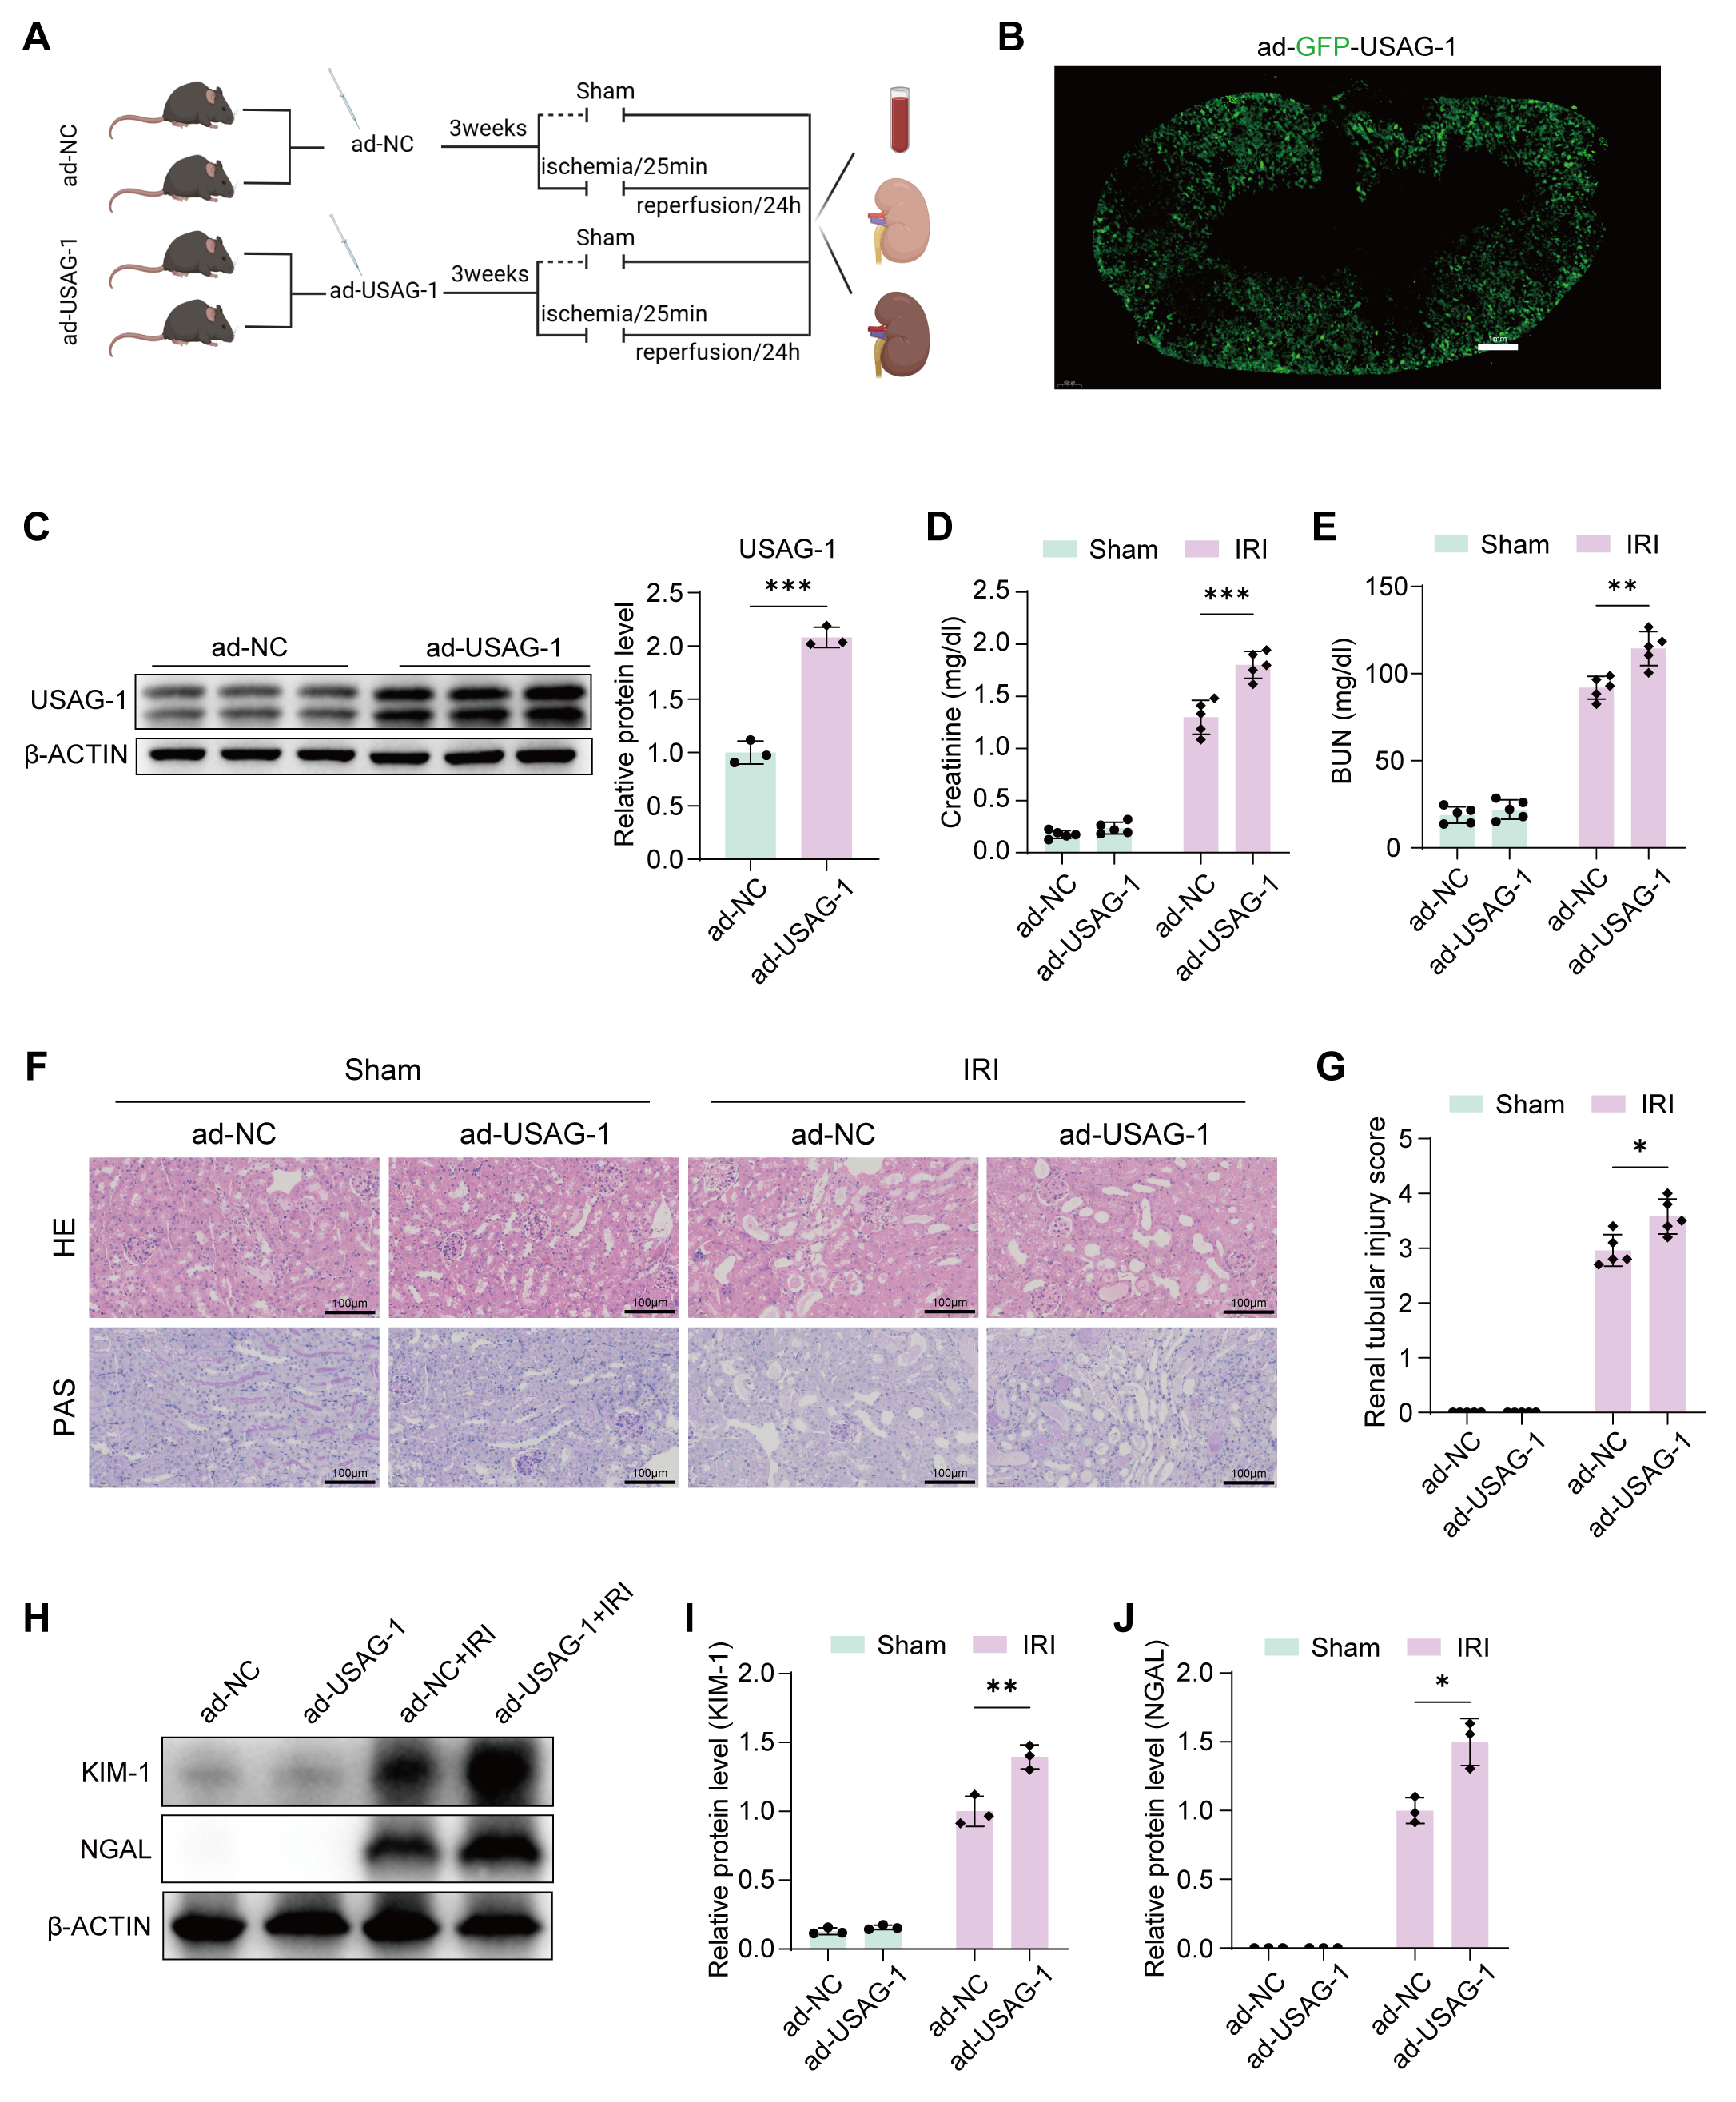

**Supplemental Figure S2. USAG-1 overexpression exacerbates renal injury following IRI. A** Schematic diagram of the experimental groups. **B** Representative GFP fluorescence images of kidney sections from mice with renal tubular epithelial cell-specific GFP-USAG-1 overexpression. **C** Western blot analysis and quantification of USAG-1 overexpression in kidneys from ad-NC and ad-USAG-1 mice under the indicated conditions. **D, E** Scr and BUN levels across in the indicated groups. **F, G** Representative H&E and PAS staining of kidney sections and tubular injury scores (scale bar: 50 μm; n = 5). **H–J** Western blot analysis and quantification of KIM-1 and NGAL expression in renal tissues (n = 3). ns : p > 0.05; * : p < 0.05; ** : p < 0.01; *** : p < 0.001.

**Supplemental Figure S3.**

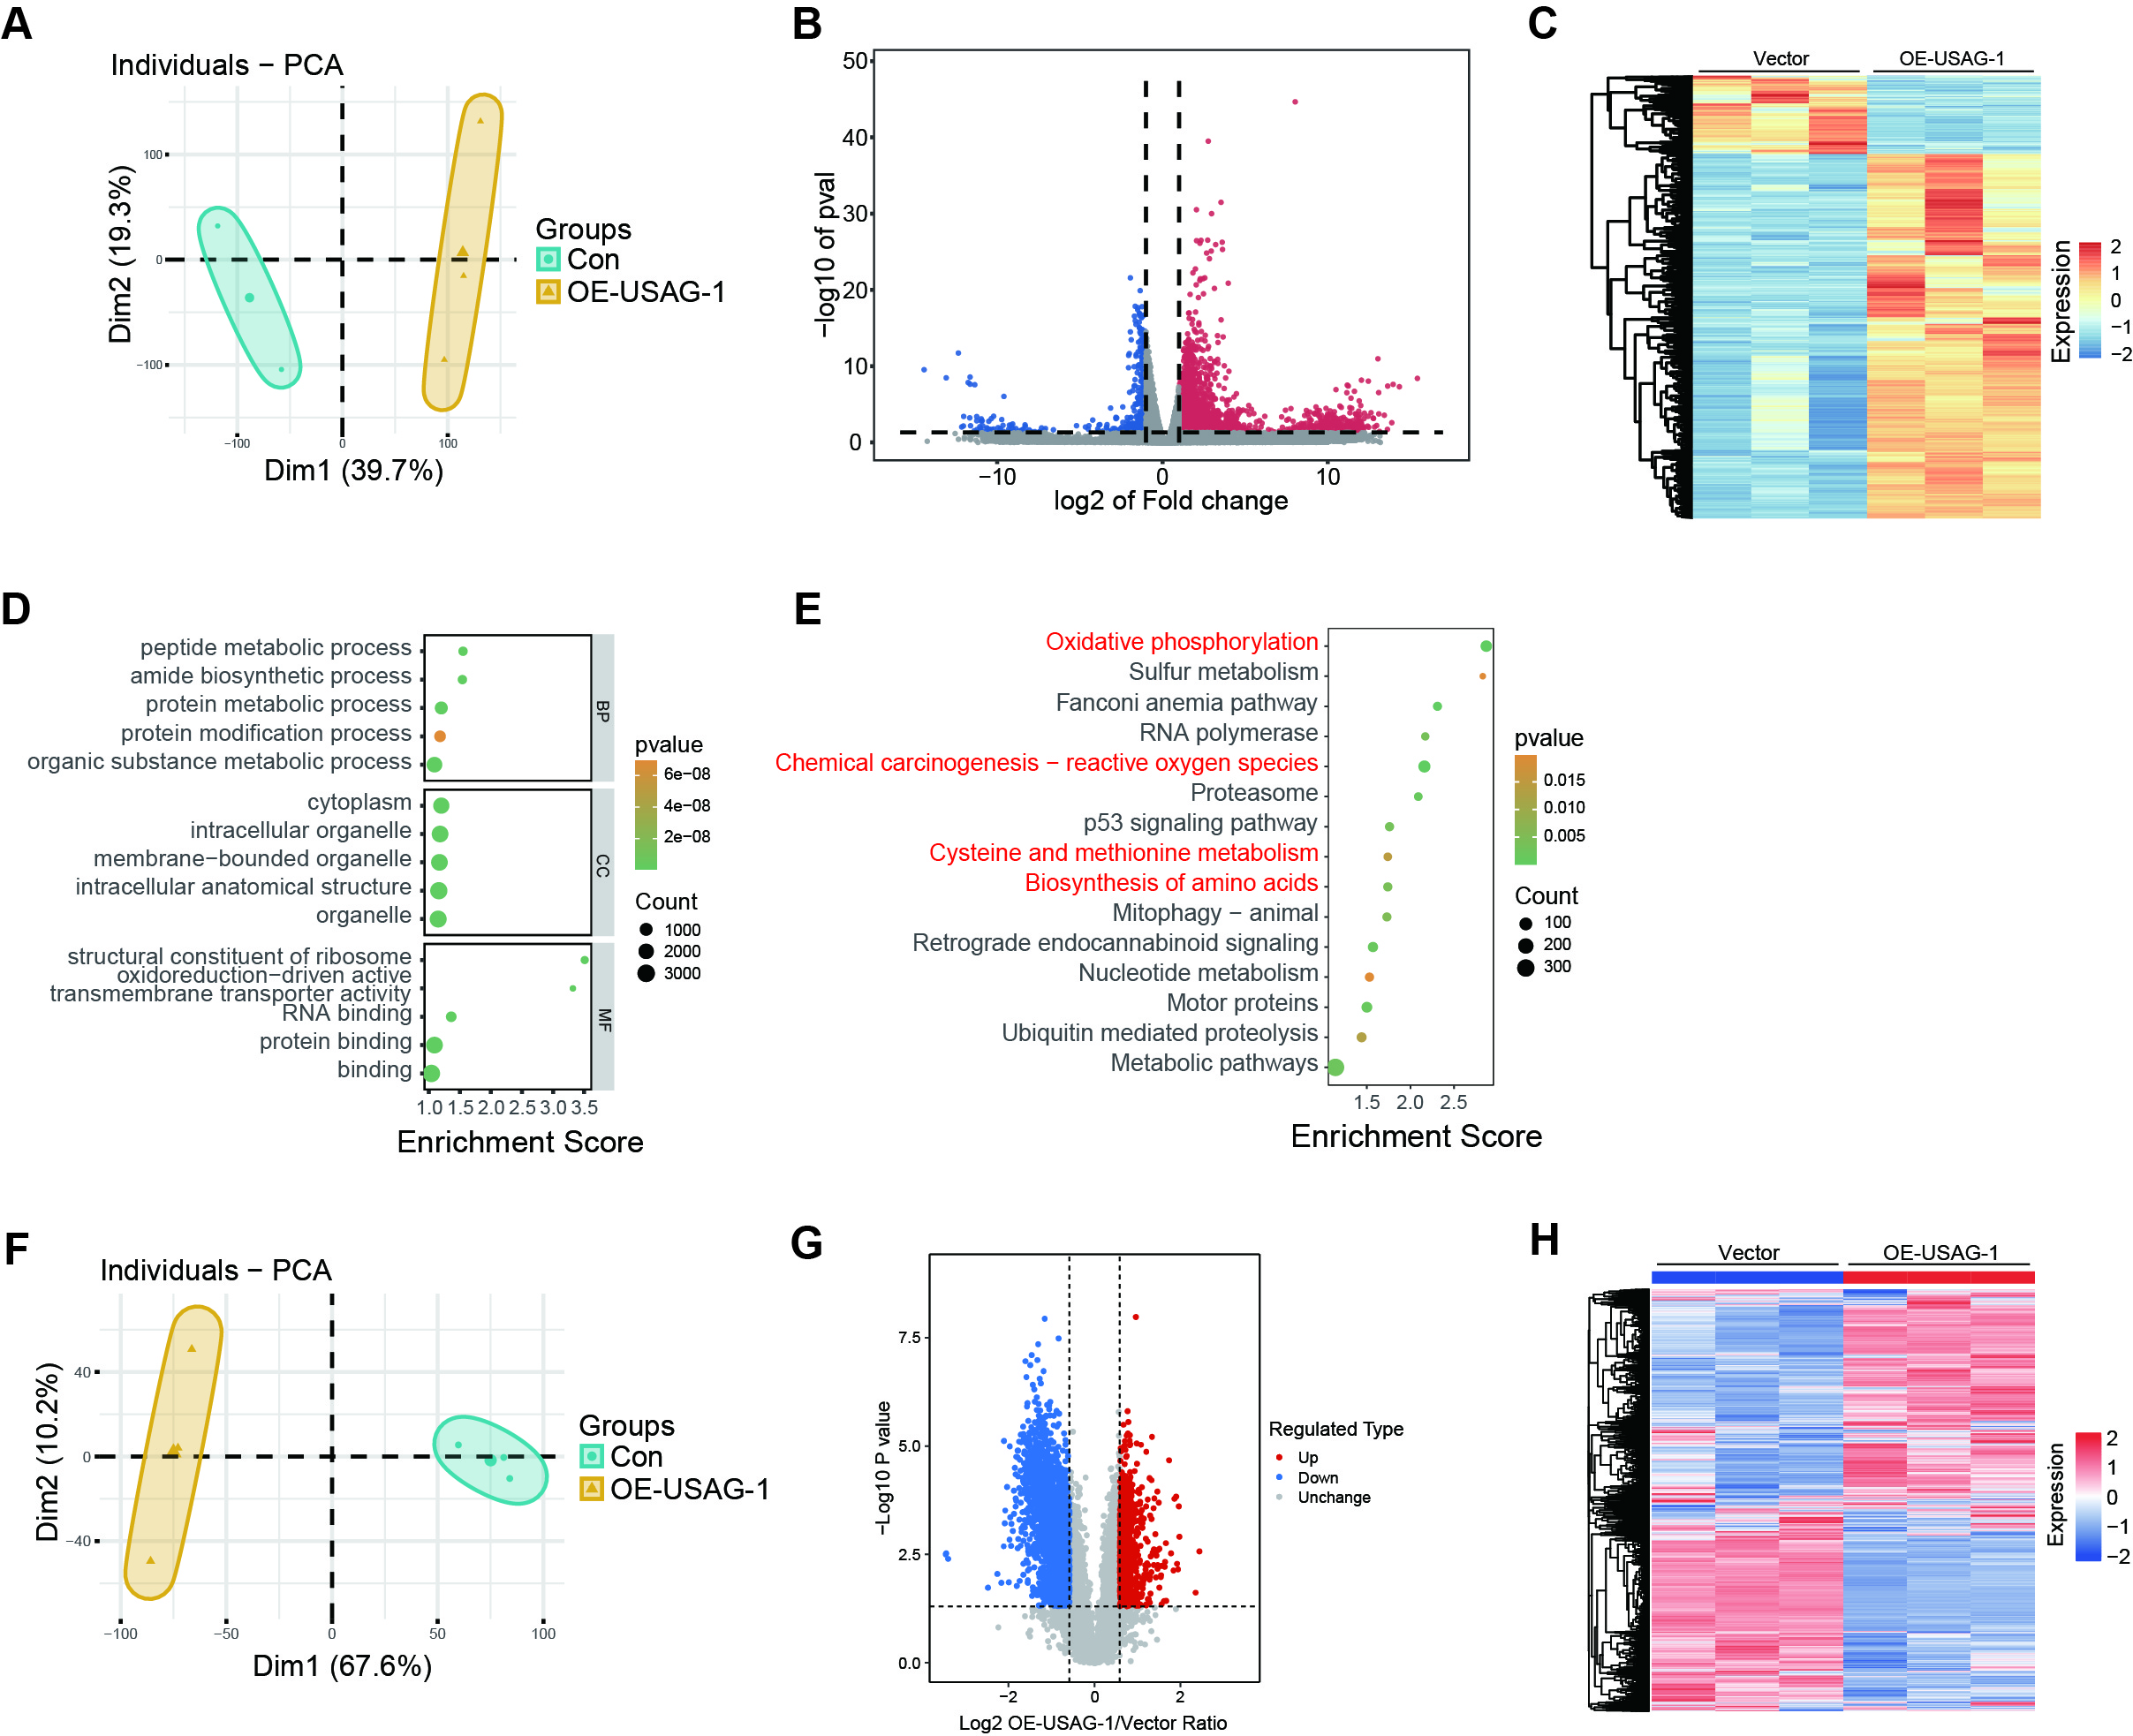

**Supplemental Figure S3. Transcriptomic and proteomic profiling following USAG-1 overexpression in HK-2 cells. A** Principal component analysis (PCA) of transcriptomic samples. **B, C** Volcano plot and heatmap showing differentially expressed genes after USAG-1 overexpression. **D, E** GO enrichment and KEGG pathway enrichment analyses of differentially expressed genes identified from the transcriptomic dataset. **F** Principal component analysis (PCA) of proteomic samples. **G, H** Volcano plot and heatmap showing differentially expressed proteins after USAG-1 overexpression.

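The dashed lines in the transcriptomic volcano plot stand at an unadjusted p of 0.05 and at a log2 fold change of 1 in either direction. In the deposited counts, 793 genes lay past both lines by edgeR's quasi-likelihood test, with 167 higher and 626 lower in USAG-1-overexpressing HK-2 cells. With an adjusted p under 0.05 in place of the unadjusted one, 495 genes were past the lines, 100 of them higher and 395 lower. The 5 genes with the largest rise and the 5 with the largest fall were chosen among differentially expressed genes with a symbol, at least 5 CPM on average and no overlap between the groups. Besides SOSTDC1 itself, the largest rises were in BEST1, TCIM, ANKRD1 and MAPK8IP2. BEST1 (ENSG00000167995; chromosome 11, 61950063 to 61964461) had a log2 fold change of 3.06 (standard error 0.86, adjusted p = 0.0464, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It overlaps FTH1 on the other strand, a gene with far more counts, so its own counts are uncertain, and it lost significance in 6 of 17 alternatives, 5 of which left out a library other than control replicate 3. TCIM (ENSG00000176907; chromosome 8, 40153482 to 40155310) had 8.27 ± 0.945 CPM (SD, n = 3) in control cells and 28.8 ± 1.53 CPM (SD, n = 3) in USAG-1-overexpressing cells, a log2 fold change of 1.80 (standard error 0.11). For ANKRD1 (ENSG00000148677; chromosome 10, 90912096 to 90921087) the levels were 13.1 ± 0.481 and 39.7 ± 1.39 CPM, a log2 fold change of 1.61 (standard error 0.07). MAPK8IP2 (ENSG00000008735; chromosome 22, 50600793 to 50613981) had a log2 fold change of 1.53 (standard error 0.20). The largest falls were in TRAC (-4.41, standard error 0.40), GNLY (-4.34, standard error 0.38) and the mitochondrial transfer RNA genes MT-TF (-3.61), MT-TS2 (-3.60) and MT-TH (-3.59), as log2 fold changes. TRAC and GNLY are genes of T cells and had 10.2 ± 0.672 and 24.9 ± 3.58 CPM (SD, n = 3) in control cells.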

**Supplemental Figure S4.**

**
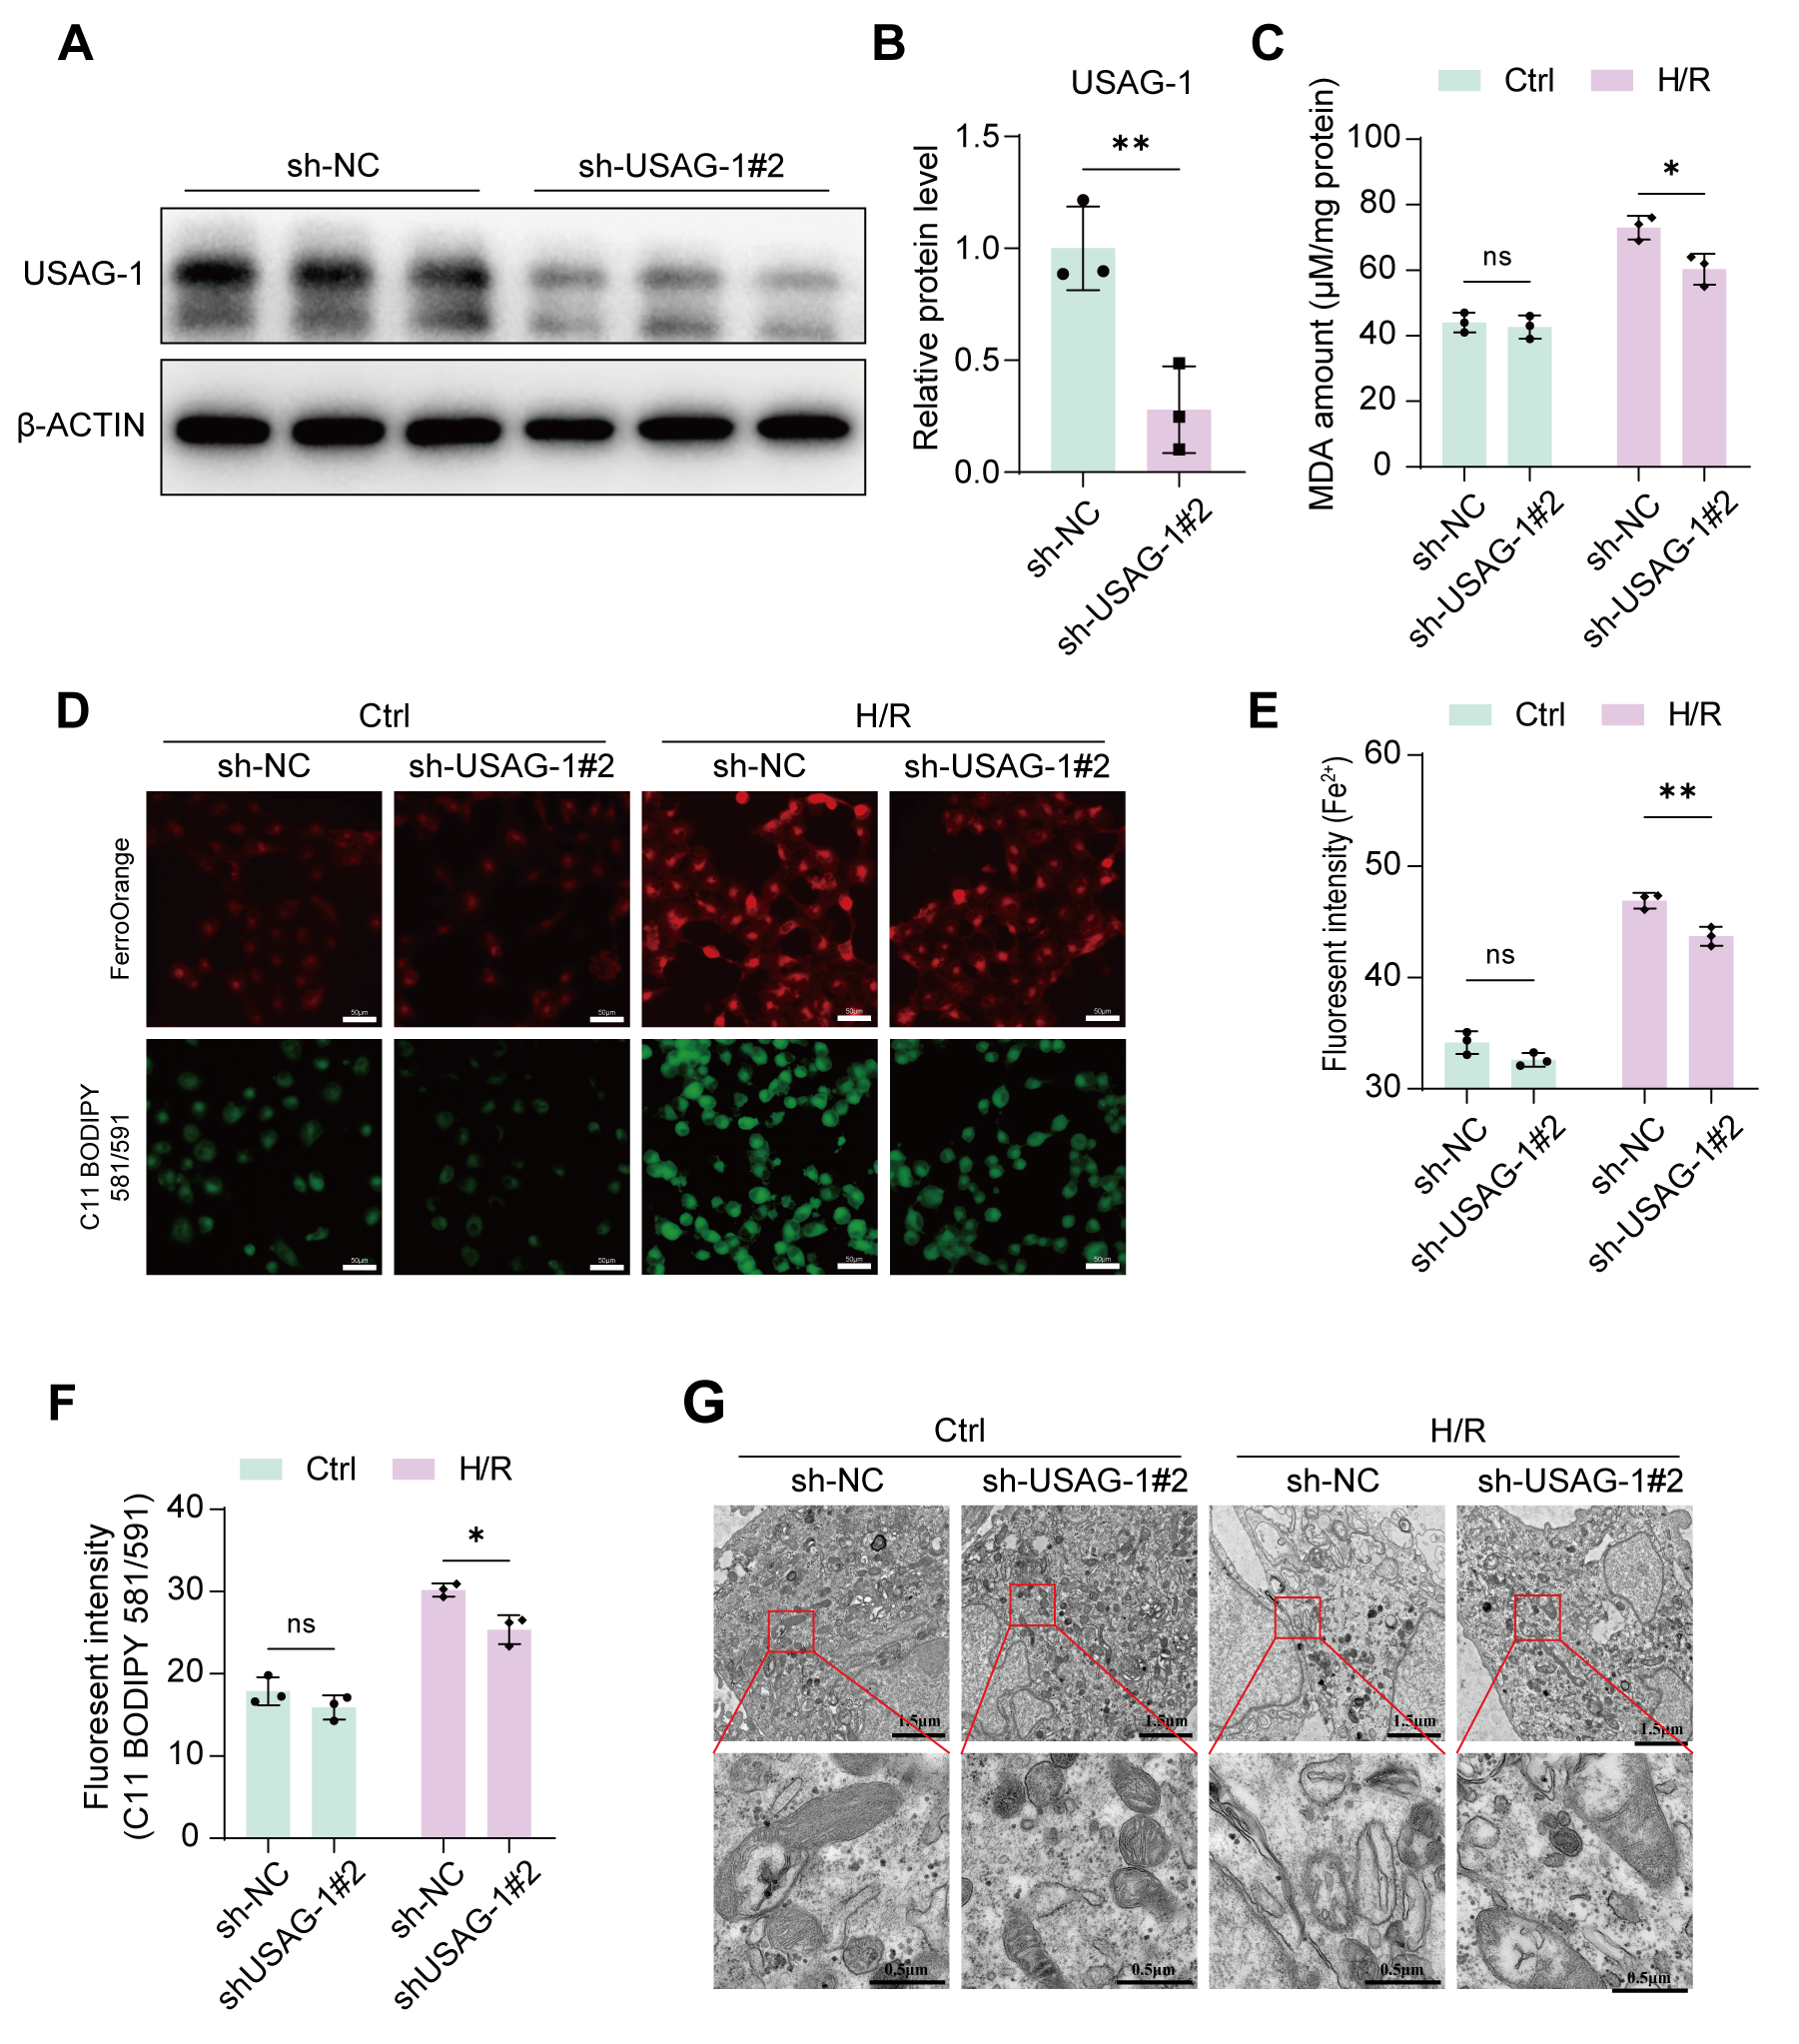
**

**Supplemental Fig. S4. Independent validation of USAG-1 knockdown-mediated suppression of ferroptosis in HK-2 cells using a second shRNA. A, B** Western blot analysis and quantification showing the knockdown efficiency of sh-USAG-1#2 in HK-2 cells. **C** Measurement of the levels of the lipid peroxidation product MDA in different groups after USAG-1 knockdown. **D–F** After USAG-1 knockdown with sh-USAG-1#2, intracellular Fe²⁺ and LPO levels were measured and quantified in the indicated groups. (scale bar: 50 μm; n = 3). **G** Representative TEM images showing mitochondrial ultrastructural changes in sh-NC and sh-USAG-1#2-transduced HK-2 cells under control or H/R conditions. ns : p > 0.05; * : p < 0.05; ** : p < 0.01; *** : p < 0.001.

**Supplemental Figure S5.**

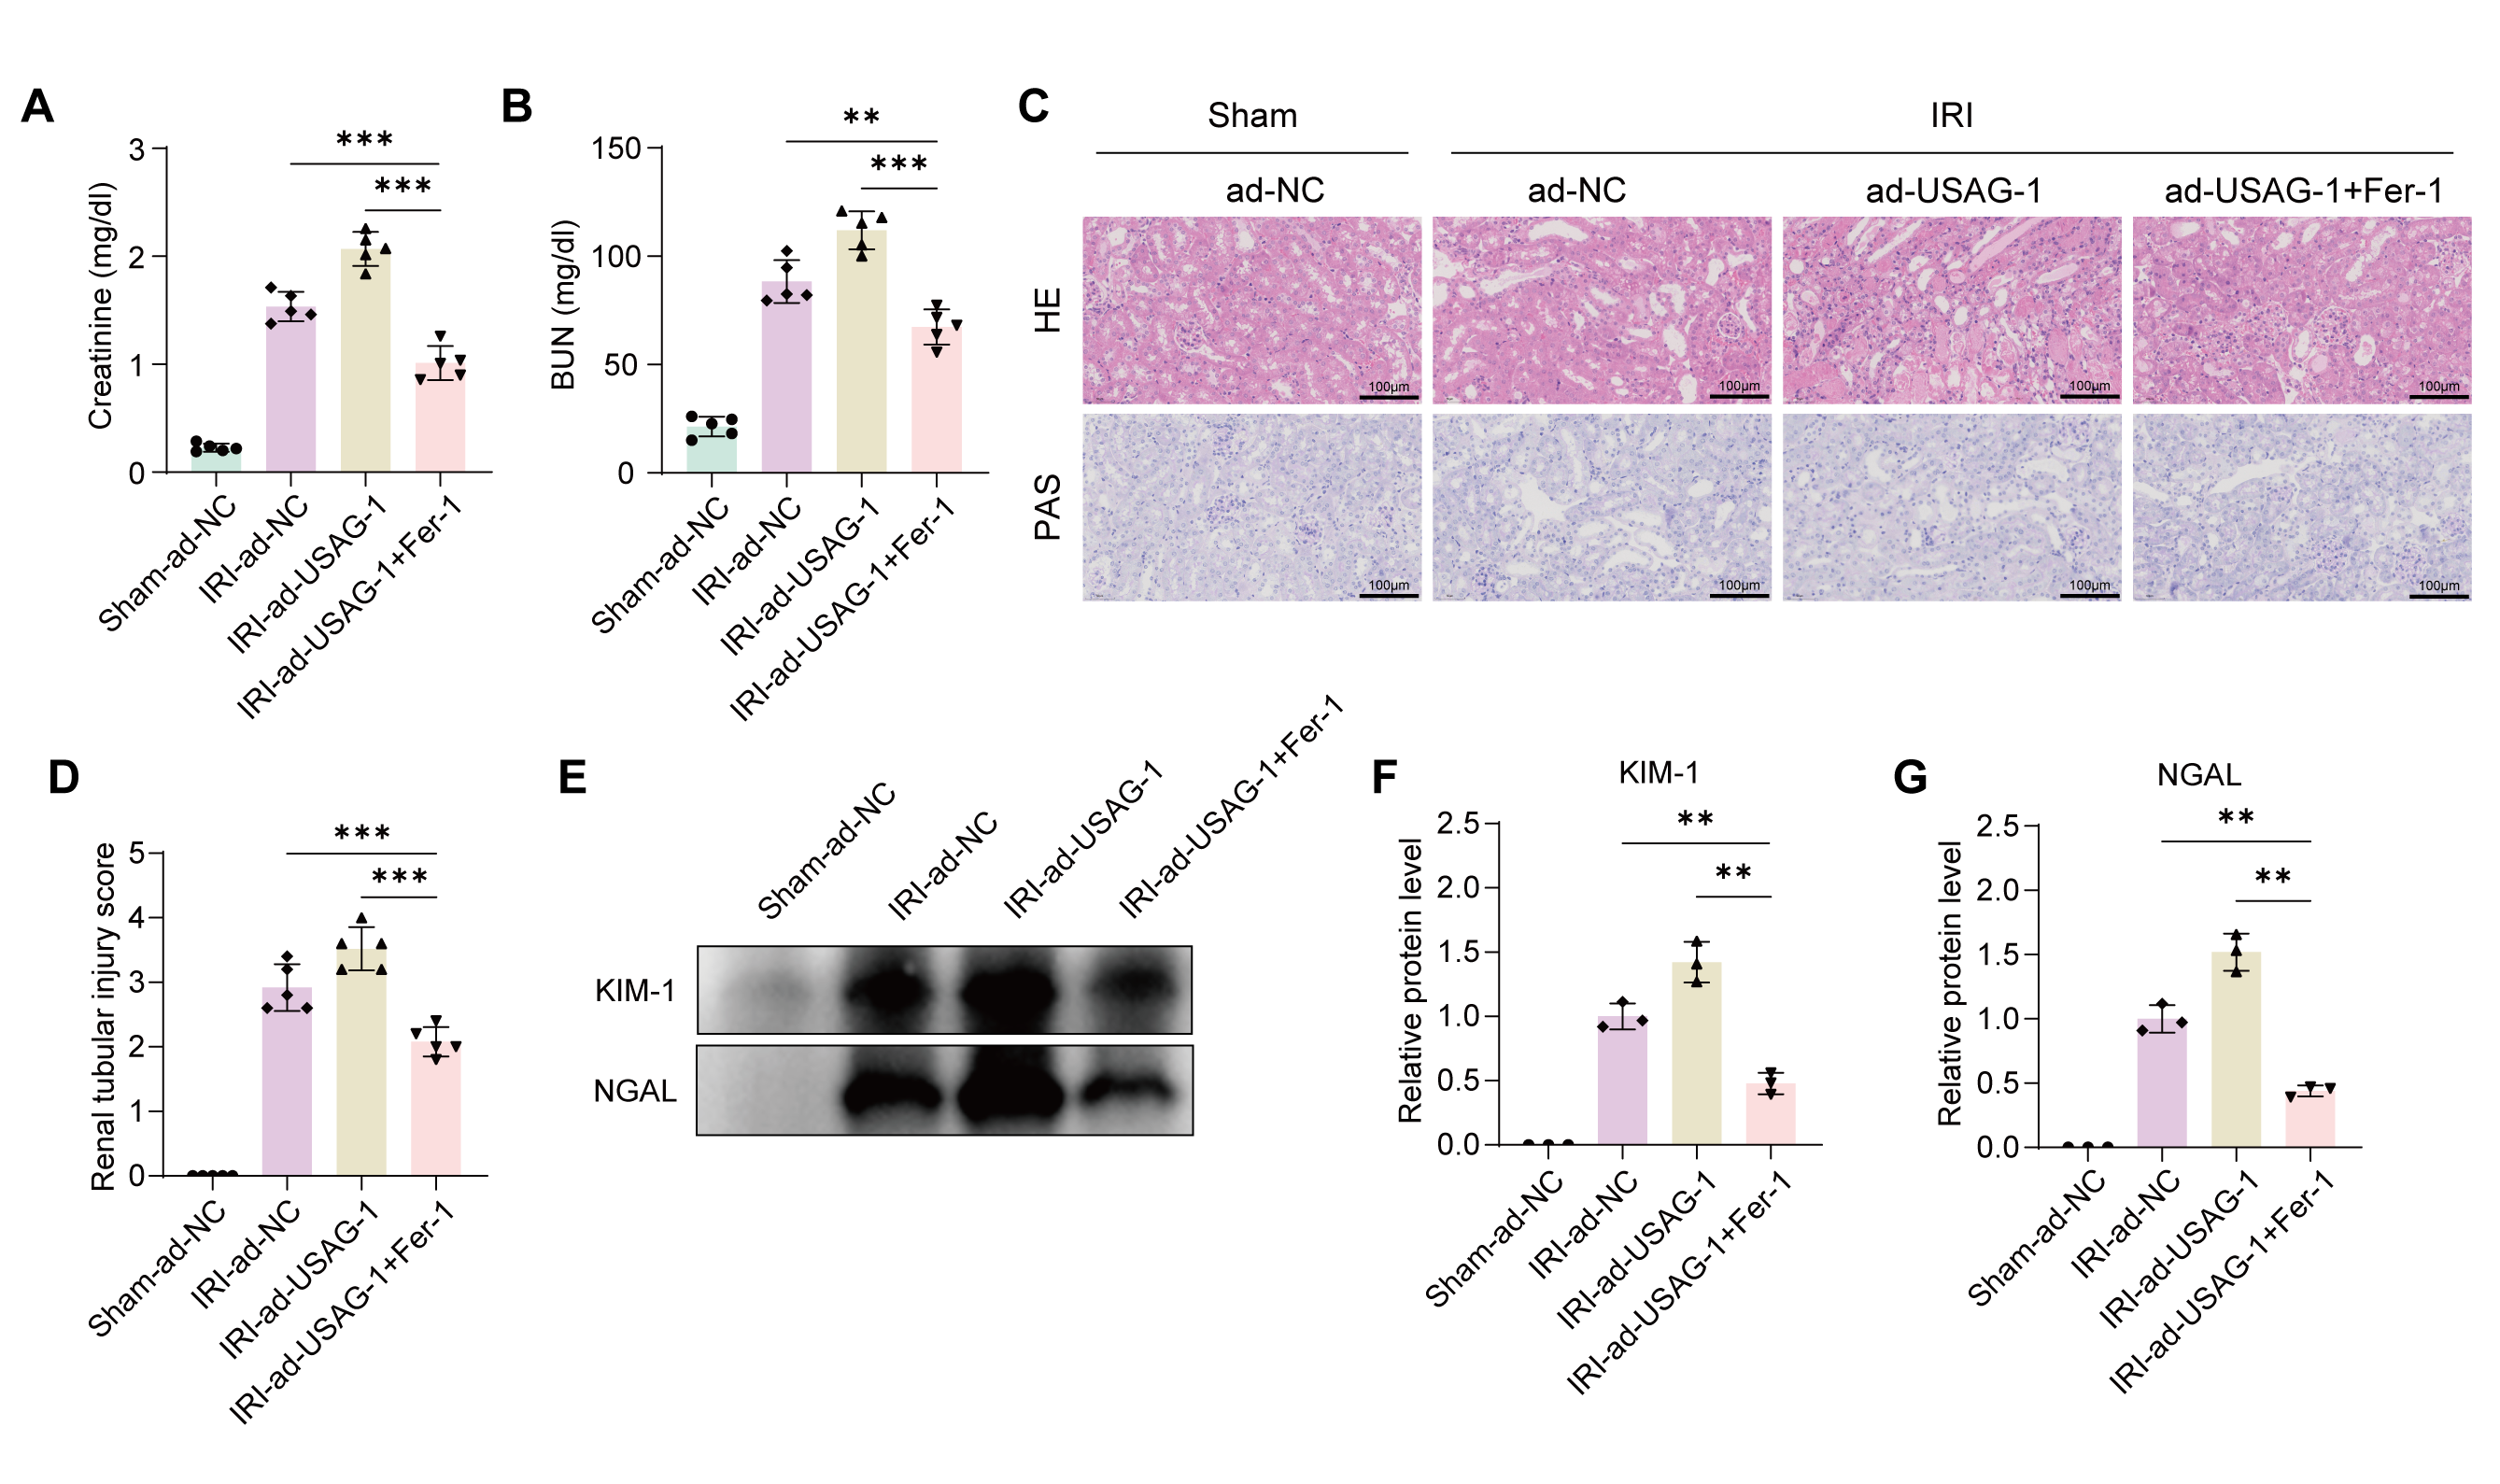

**Supplemental Figure S5. Fer-1 Reverses USAG-1**–**Induced Aggravation of IRI. A, B** Scr and BUN levels in the different groups. **C, D** Representative H&E and PAS staining of kidney sections and tubular injury scores (scale bar, 50 μm; n = 5). **E–G** Western blot analysis and quantification of KIM–1 and NGAL expression in renal tissues from different groups (n = 3). ns : p > 0.05; * : p < 0.05; ** : p < 0.01; *** : p < 0.001.

**Supplemental Figure S6.**

**Supplemental Figure S6. USAG-1 deficiency alleviates FA-induced AKI and ferroptosis. A** Schematic diagram of the experimental groups. **B, C** Scr and BUN levels in the indicated groups. **D, E** Representative HE, PAS, 4-HNE, and MDA immunohistochemical staining of kidney sections from the indicated groups and tubular injury scores (scale bar, 50 μm; n = 5). **F–H** Western blot analysis and quantification of KIM-1 and NGAL expression in whole-kidney lysates from the indicated groups (n = 3). **I** Measurement of LPO levels in renal tissues from the indicated groups (n = 5). **J** Measurement of total glutathione (GSH) levels in renal tissues from the indicated groups (n = 5). **K** Measurement of the GSH/GSSG ratio in renal tissues from the indicated groups (n = 5). **L** Representative TEM images showing mitochondrial morphology in proximal tubular cells from the indicated groups. ns : p > 0.05; * : p < 0.05; ** : p < 0.01; *** : p < 0.001.

**Supplemental Figure S7.**

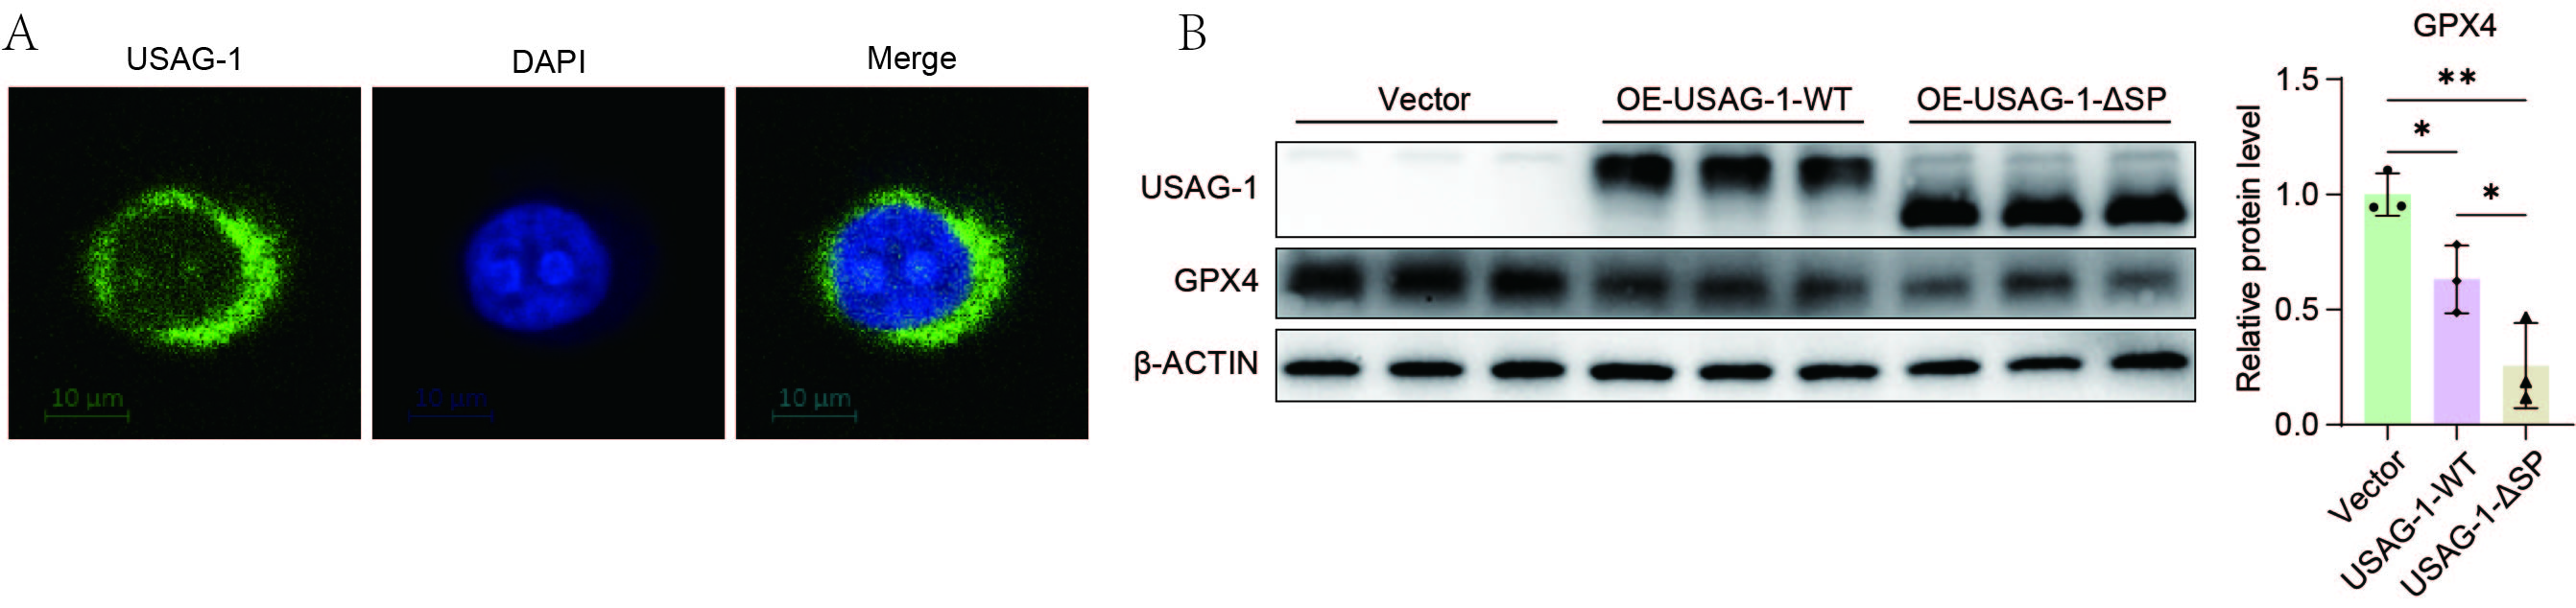

**Supplemental Figure S7. Cytoplasmic USAG-1 suppresses GPX4 protein expression. A** Immunofluorescence staining showing the subcellular localization of USAG-1 in HK-2 cells. **B** Western blot analysis and quantification of GPX4 protein expression in HK-2 cells transfected with USAG-1-WT or USAG-1-ΔSP. ns : p > 0.05; * : p < 0.05; ** : p < 0.01; *** : p < 0.001.

**Supplemental Figure S8.**

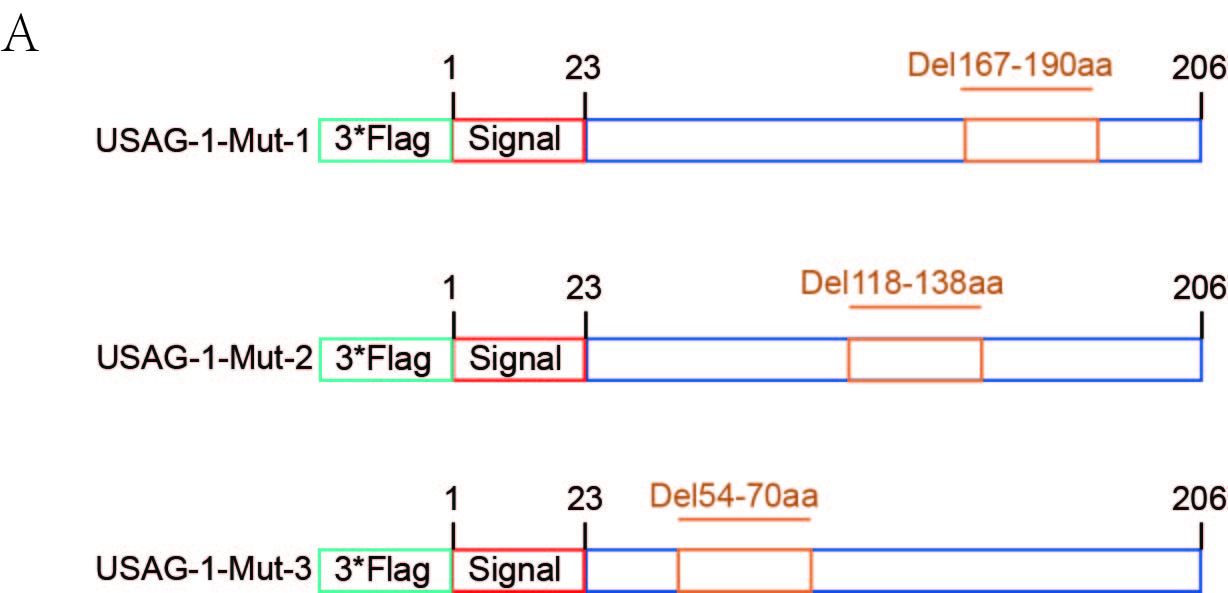

**Supplemental Figure S8. A** Mutation strategies for the construction of the USAG-1-Mut-1, USAG-1-Mut-2, and USAG-1-Mut-3 plasmids.

**Supplemental table 1**

| Data set | The union of these common elements |
| --- | --- |
| GSE43974  GSE186316  GSE30718 | *FOS* |
|  | *EGR1* |
|  | *ADAMTS1* |
|  | *CLDN8* |
|  | *TNFRSF12A* |
|  | *TMEM252* |
|  | *SOSTDC1* |

**Supplemental table 2** **Deceased-donor characteristics, stratified by recipients’ allograft function after transplantation**

| groups | ST (n = 34) | DGF (n = 36) | *P*-value |
| --- | --- | --- | --- |
| Age | 42.4 ± 12.6 | 45 ± 9 | 0.319 |
| Male/Female (n) | 27 / 7 | 33 / 3 | 0.262 |
| BMI(kg/m^2^) | 24.2 (21.7, 25.8) | 24.8 (23.1, 26.1) | 0.18 |
| Cause of death (n) | | | 0.088 |
| Brain trauma | 14 | 8 |  |
| Cerebrovascular disease | 20 | 28 |  |
| Terminal Scr (mg/dl) | 0.79 (0.58, 1.39) | 1.62 (0.75, 3.03) | 0.009 |

**Supplemental table 3** **Recipient characteristics, stratified by recipients’ allograft function**

| groups | ST (n = 52) | DGF (n = 52) | *P*-value |
| --- | --- | --- | --- |
| Age | 34.5 (31, 46) | 36 (31, 46.75) | 0.499 |
| Male/Female (n) | 24/28 | 33/19 | 0.076 |
| BMI (kg/m^2^) | 21.3 ± 2.8 | 21 ± 2.4 | 0.523 |
| Initial nephropathy (n) |  |  | 0.364 |
| Glomerulonephritis | 34 | 31 |  |
| Hypertensive nephropathy | 10 | 9 |  |
| IgA nephropathy | 5 | 10 |  |
| Diabetic Nephropathy | 0 | 1 |  |
| Other | 3 | 1 |  |
| Cold ischemia time (h) | 12.6 ± 2 | 14 ± 2.8 | 0.003 |
| Warm ischemia time (min) | 7 (5, 10) | 6 (5, 10) | 0.880 |
| HLA mismatch (n) | 4 (3, 4) | 4 (3, 5) | 0.132 |
| Remuzzi scores | 2 (2, 3) | 3 (2, 4) | 0.02 |
| Mode of dialysis |  |  | 0.669 |
| Hemodialysis/peritoneal dialysis | 44/8 | 46/6 |  |
| Dialysis time (m) | 17.5 (7.5, 32.25) | 20.5 (12, 39.75) | 0.194 |
| CNI |  |  | 0.352 |
| Tacrolimus/cyclosporine | 49/3 | 46/6 |  |

**Supplemental table 4** **Univariate and multivariate logistic regression analyses for the predictors of DGF**

**Supplemental table 5** **Primer sequences used for RT–qPCR in this study**

| Primer | Sequence |
| --- | --- |
| *USAG-1*-F (Human) | CAGCAACAGCACCCTGAATC |
| *USAG-1*-R (Human) | TCCTCCGATCCAGTTGGGAA |
| *USAG-1*-F (Mouse) | CCTGCCATTCATCTCTCTCTCA |
| *USAG-1*-R (Mouse) | CCGGGACAGGTTTAACCACA |
| *GPX4*-F (Mouse) | CGCCAAAGTCCTAGGAAACG |
| *GPX4*-R (Mouse) | AACTCGGAGCTGTTGCAGTA |
| *GAPDH*-F (Mouse) | TGGAAAGCTGTGGCGTGATG |
| *GAPDH*-R (Mouse) | TACTTGGCAGGTTTCTCCAGG |
| *GAPDH*-F (Human) | GGTGTGAACCATGAGAAGTATGA |
| *GAPDH*-R (Human) | GAGTCCTTCCACGATACCAAAG |

# Supplementary material for: USAG-1 aggravates renal ischemia‒reperfusion injury via promoting GPX4 degradation-induced ferroptosis
**Source:** Cell Death Dis. 2026 May 23;17(1):646. doi: 10.1038/s41419-026-08904-w

Full unedited gel for Figure1 H

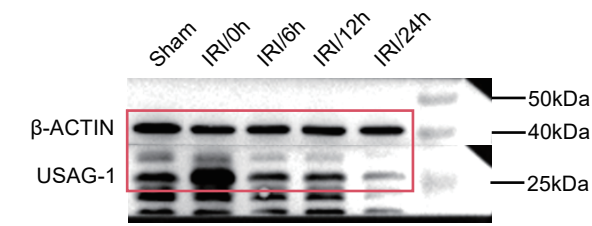

Full unedited gel for Figure1 J

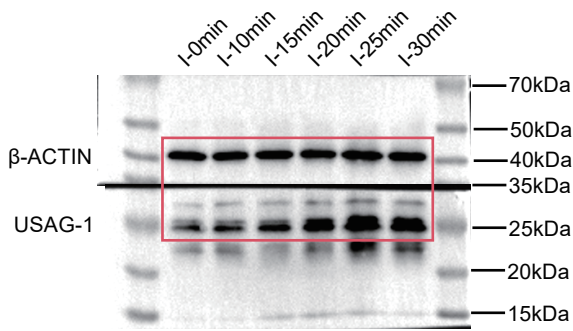

Full unedited gel for Figure2 D

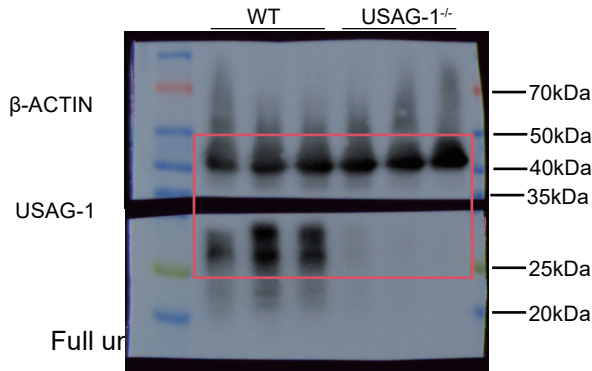

Full unedited gel for Figure2 I

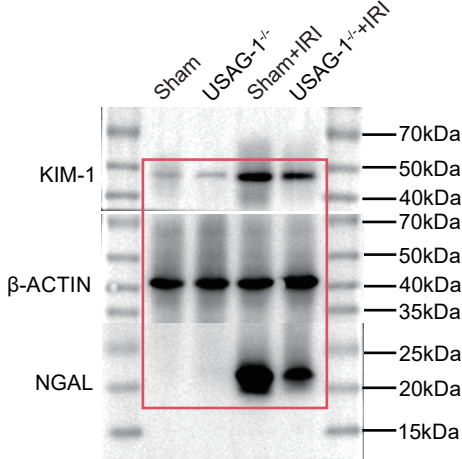

Full unedited gel for Figure3 D

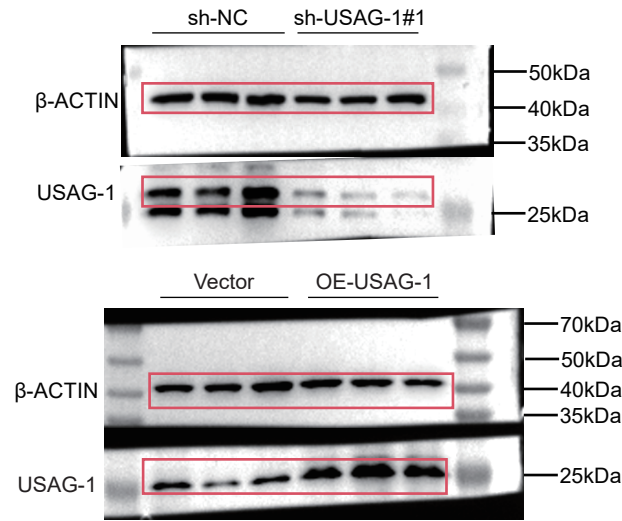

Full unedited gel for Supplemental Figure4 F

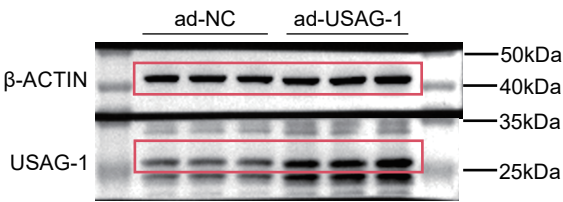

Full unedited gel for Figure5 C

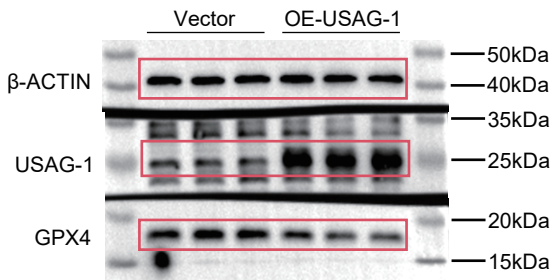

Full unedited gel for Figure5 F

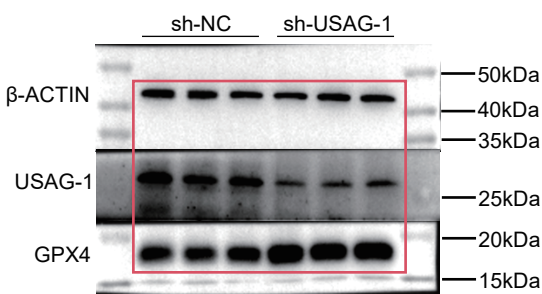

Full unedited gel for Figure5 I

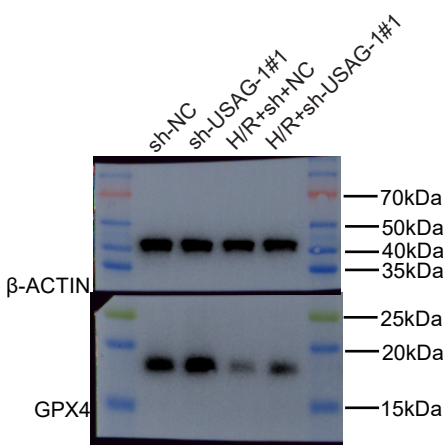

Full unedited gel for Figure5 K

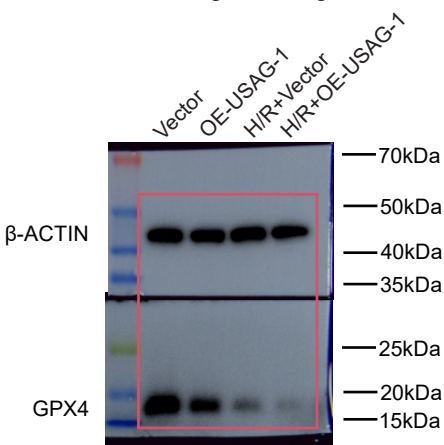

Full unedited gel for Figure6 A

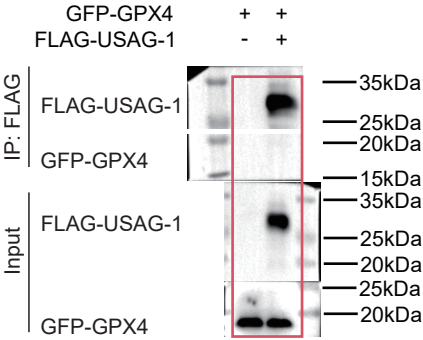

Full unedited gel for Figure6 D

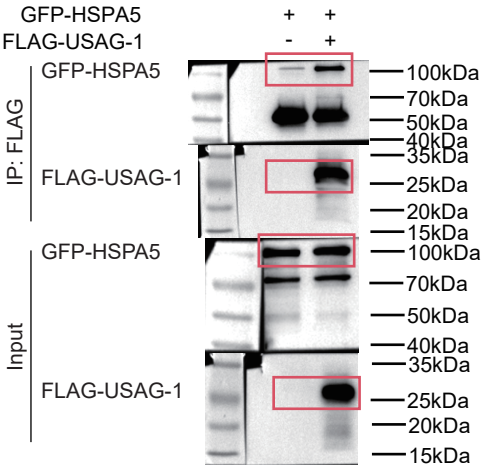

Full unedited gel for Figure6 F

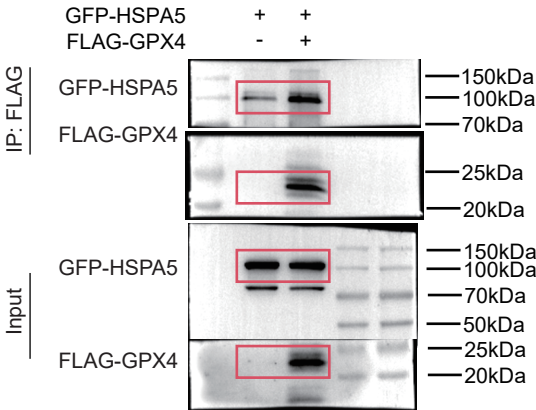

Full unedited gel for Figure6 G

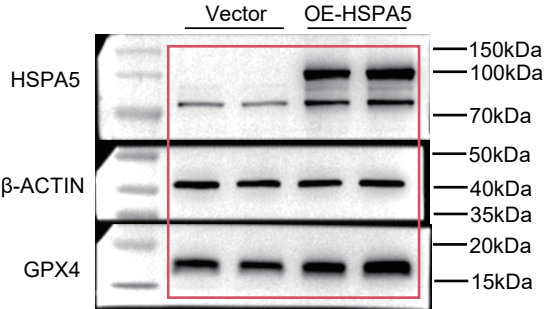

Full unedited gel for Figure6 I

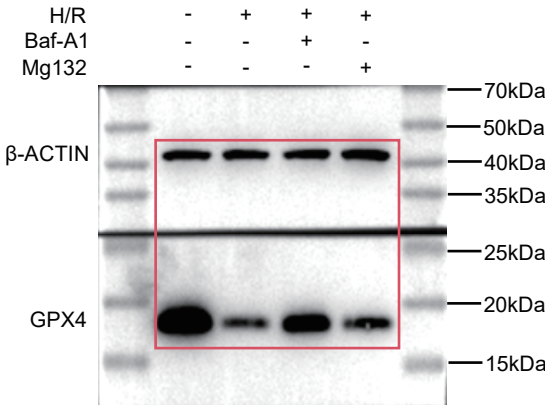

Full unedited gel for Figure6 H

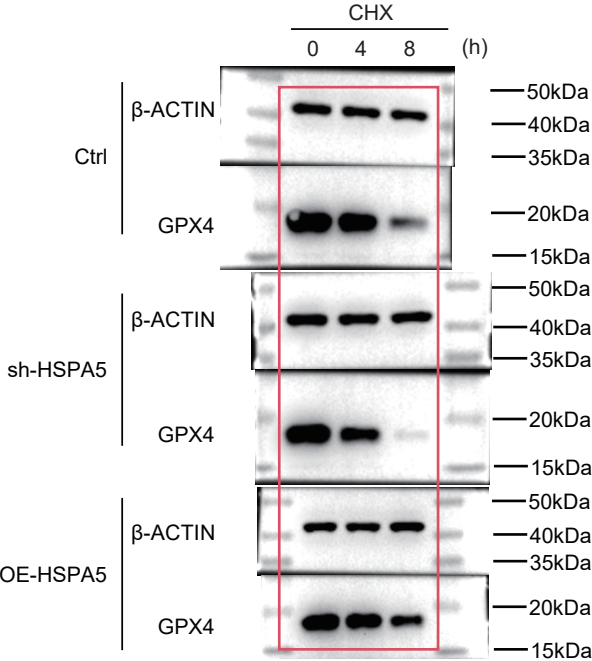

Full unedited gel for Figure6 J

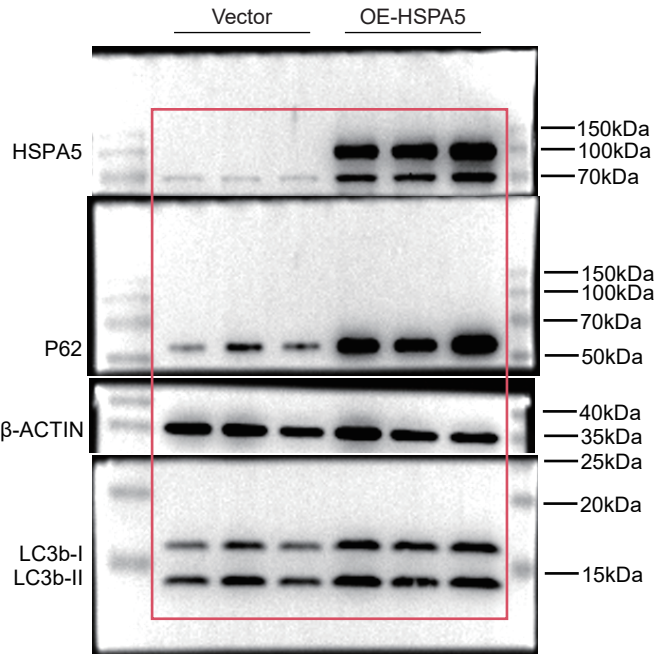

Full unedited gel for Figure6 K

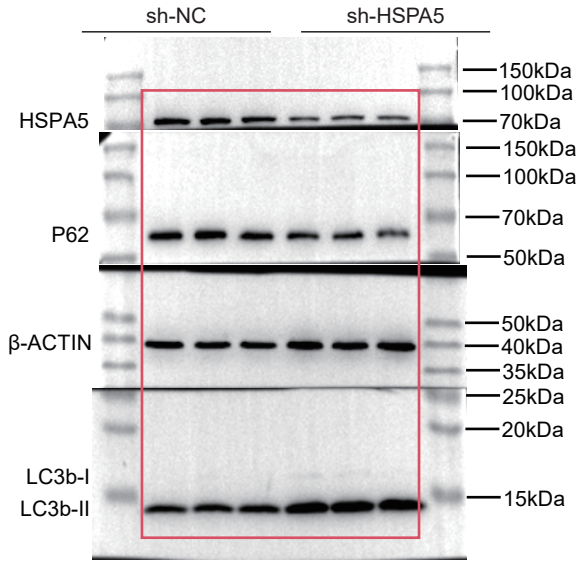

Full unedited gel for Figure6 M

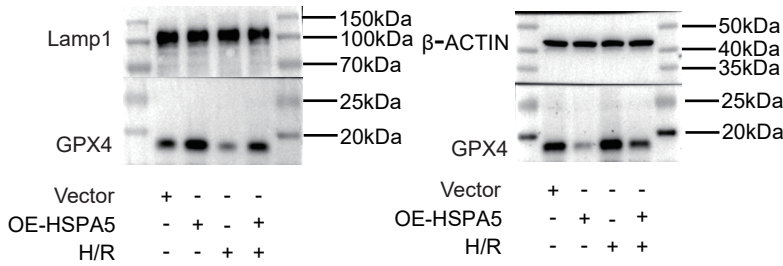

Full unedited gel for Figure7 B

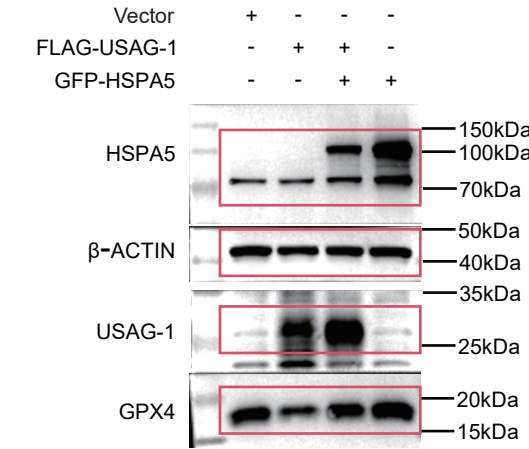

Full unedited gel for Figure7 F

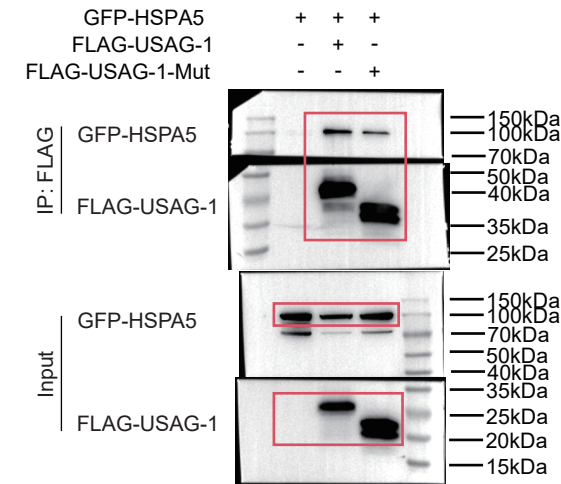

Full unedited gel for Figure6 L

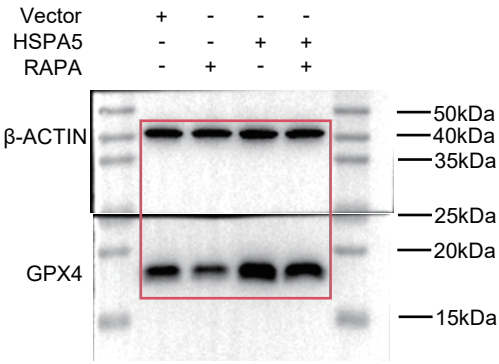

Full unedited gel for Figure7 A

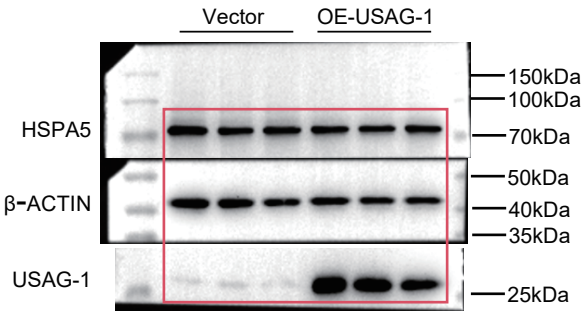

Full unedited gel for Figure7 C

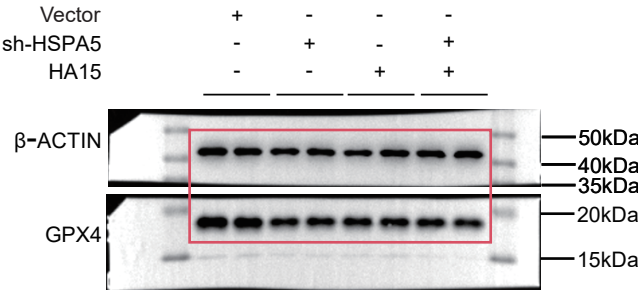

Full unedited gel for Figure7 D

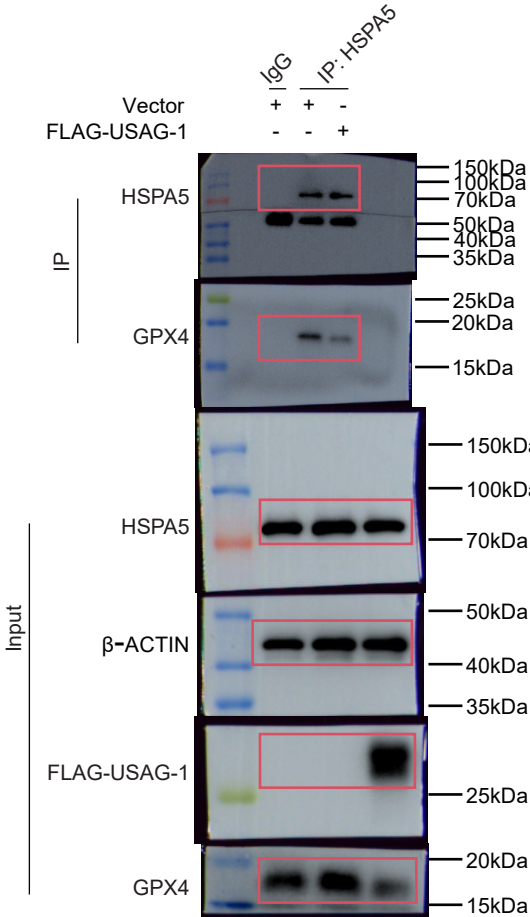

Full unedited gel for Figure7 G

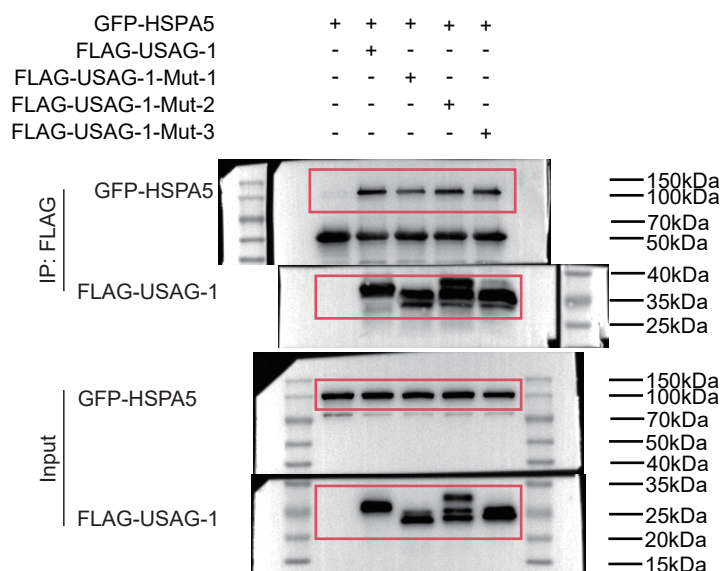

Full unedited gel for Figure7 H

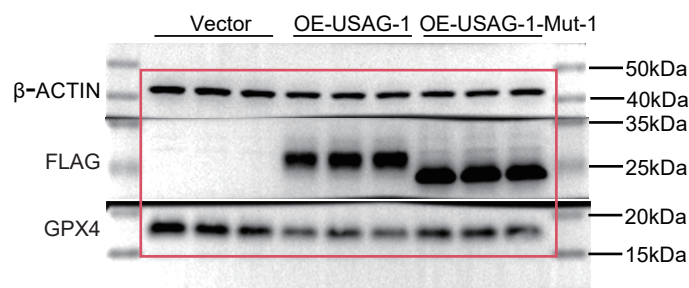

Full unedited gel for Figure7 J

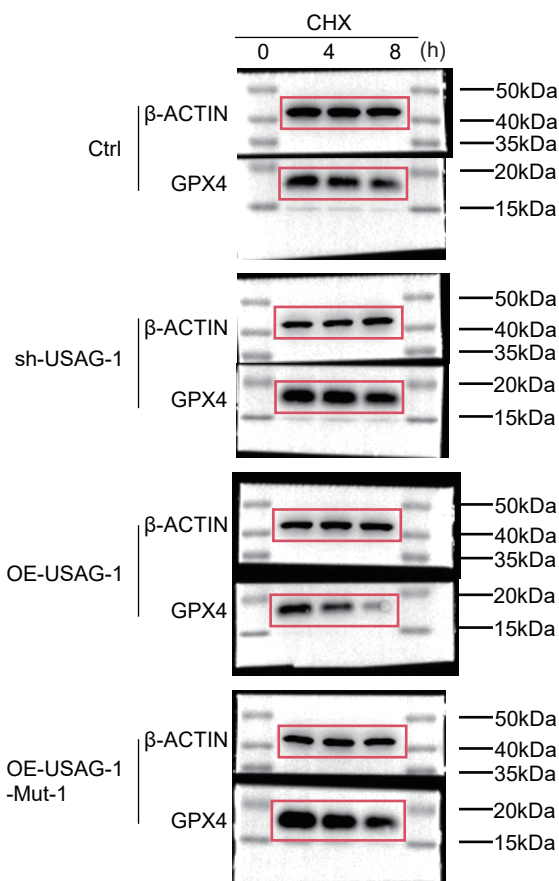

Full unedited gel for Figure7 I

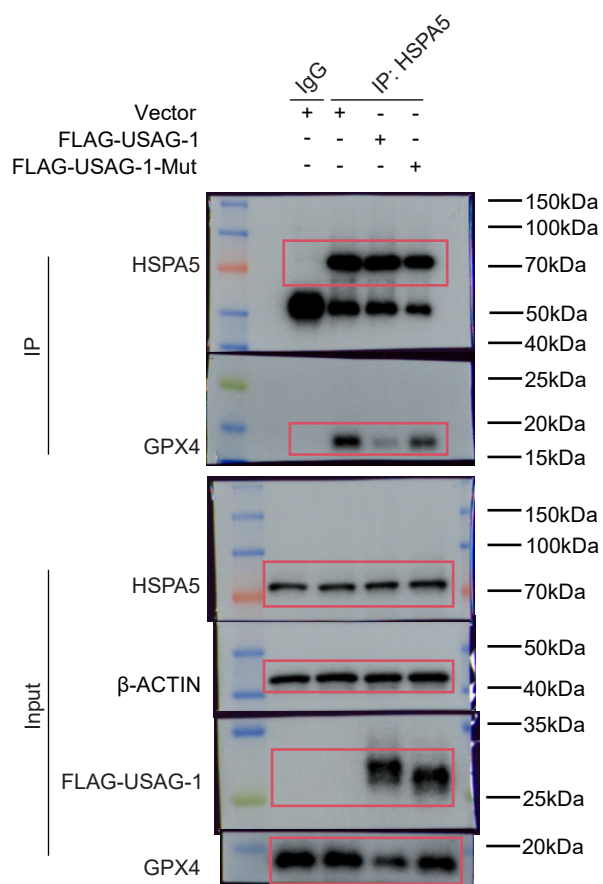

Full unedited gel for Figure8 B

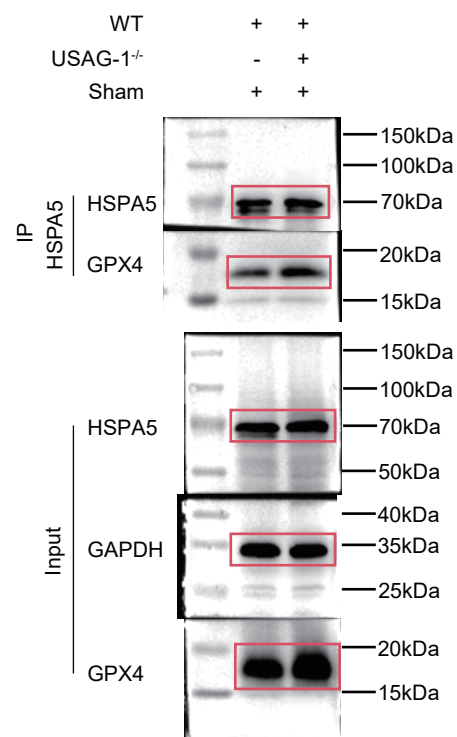

Full unedited gel for Figure8 C

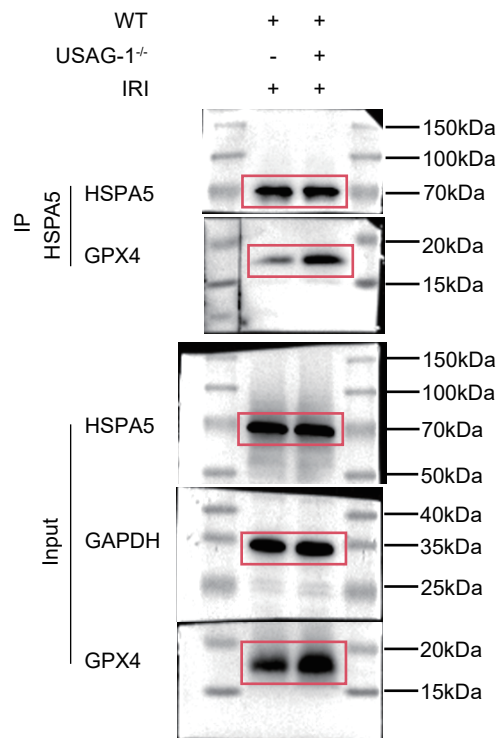

Full unedited gel for Supplemental Figure2 J

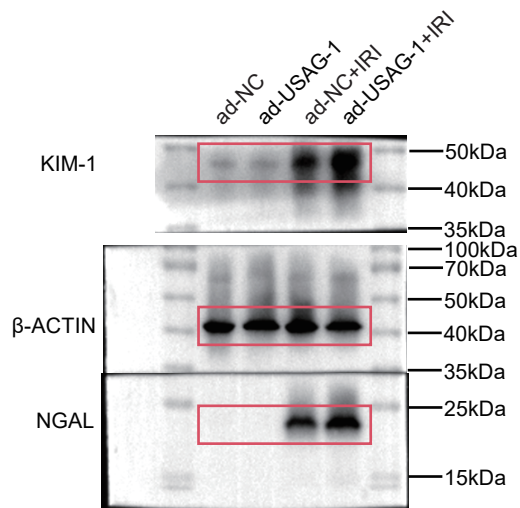

Full unedited gel for Supplemental Figure5 C

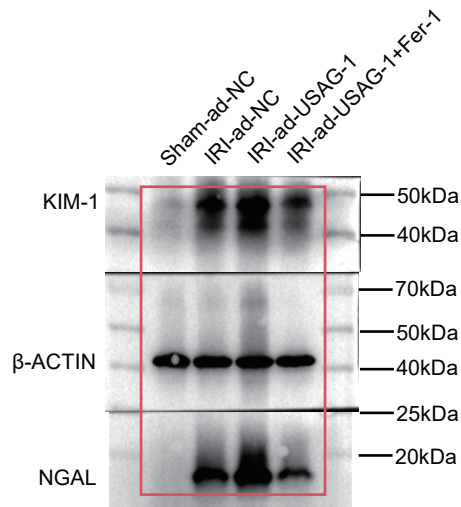

Full unedited gel for Supplemental Figure4 A

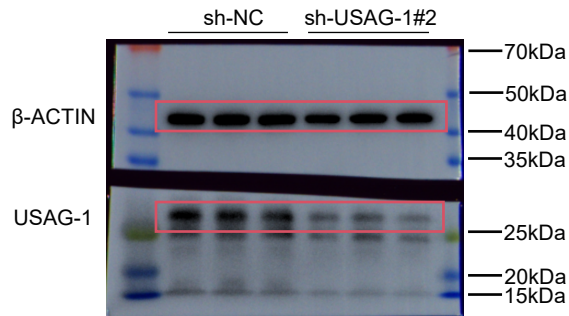

Full unedited gel for Supplemental Figure6 F

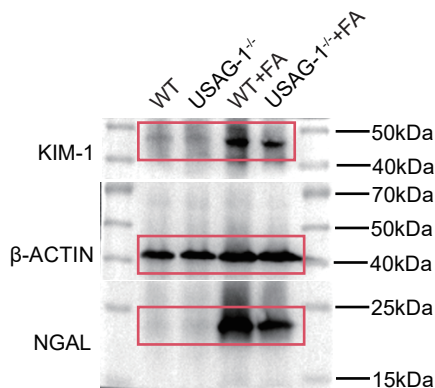

Full unedited gel for Supplemental Figure7 B

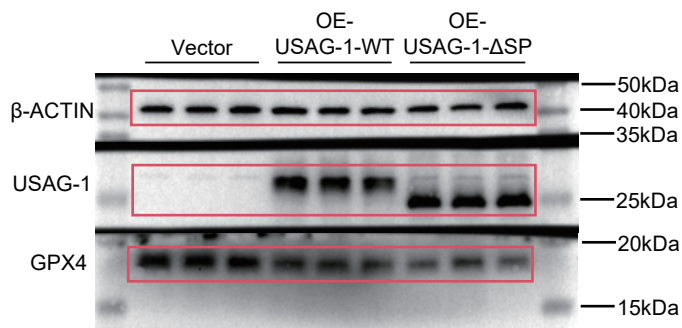

**Supplement:** Supplementary file 2 — Full and uncropped western blots

How the deposited data were processed for this re-analysis (not part of the article)

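RNA was sequenced from HK-2 cells in 6 cultures, 3 control and 3 with USAG-1 overexpression. The condition and the replicate number of each library come from the sample labels, and the paper's text and Supplemental Fig. S3 name the same groups. The labels give mouse as the organism, whereas the cell line and the gene identifiers are human. For the libraries, the labels describe poly(A) selection with oligo(dT) beads, a strand-specific protocol and paired reads of 150 bases, while another part of them names removal of ribosomal RNA and a different sequencer. The paper's text does not name the aligner, the tool that counted reads, the annotation or the genome build.

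The authors deposited 1 table for all 6 libraries, with whole-number counts per gene that are not normalized. Its name speaks of FPKM, whereas its columns are labelled as counts and hold whole numbers, so they were used as counts. The table also gives a position and a symbol for its 39234 genes, and no column of per-sample values was left without a library. The range of library totals was 41236194 to 48699471 in control cells (median 44611384) and 42782931 to 45448720 in USAG-1-overexpressing cells (median 43837891). At these depths, 3 counts correspond to between 0.0608 and 0.0719 CPM, which is the level that a count of 0 allows. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. The genes tested held 99.9% of the counts.

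Starting from the deposited counts, genes were filtered with edgeR's filterByExpr, scaled by TMM and tested with edgeR's quasi-likelihood test for USAG-1 overexpression against control without a replicate block. The p-values were adjusted by the Benjamini-Hochberg method over the 18188 genes tested, and genes with an adjusted p under 0.05 were called differentially expressed at any fold change, the thresholds that the paper's methods give. The paper's methods name DESeq2, which was run as an alternative. A standard error is the log2 fold change divided by the square root of the quasi-likelihood F statistic. For the PCA, log2 CPM with a prior count of 2 was centred and not scaled.

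Lists of genes were typed by hand from general knowledge, since KEGG's gene sets were not used here. For over-representation there were 8 lists: ferroptosis, glutathione metabolism, cysteine and methionine metabolism, oxidative phosphorylation (nuclear-encoded and mitochondrially encoded), cytosolic ribosomal proteins, proteasome, and the ferroptosis proteins of Fig. 5A. The test was a one-sided Fisher's exact test with the genes tested as background. For the direction of a list, limma's camera with a preset correlation of 0.01 was run on these 8 lists and on BMP target genes, Wnt target genes, endoplasmic reticulum chaperones, ATF4 target genes and interferon-stimulated genes. The set tests were repeated with an estimated correlation and with fry. The groups, thresholds, these 13 lists and all alternatives not marked as added were set before the data were examined. Lists of genes of T cells, B cells, myeloid cells, and platelets and erythroid cells, all mitochondrially encoded genes, replication-dependent histone genes and small nuclear RNAs were added after the first results were seen.

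Genes are named in the text by a rule. It takes SOSTDC1, the genes that the paper names, the 5 differentially expressed genes with the largest rise and the 5 with the largest fall (with a symbol, at least 5 CPM on average and no overlap between groups), and the 2 members of each list with the smallest p. Any further gene in the text was chosen after its values were seen, apart from genes that a test named in advance. Genes that overlap another gene, or that have pseudogene copies, are uncertain because the paper's text does not state how shared reads were counted. For SOSTDC1 this is not reported here.

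The alternatives were DESeq2's size factors in edgeR, library sizes alone, DESeq2's Wald test, limma-voom, no filter on low counts, at least 10 counts in every library, a replicate block, SOSTDC1 left out of the library sizes, each library left out in turn, other thresholds, and genes scaled to unit variance, the 500 genes with the largest variance or library sizes alone for the PCA. Added after the first results were seen were an offset for genomic span, this offset with a replicate block, and mitochondrially encoded genes left out of the library sizes. A correction for transcript length and the use of FPKM values were not run, because the table gives neither. GC content was not analysed here.

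The code was tested on simulated data with the real libraries' sizes and means, in which the log2 fold change of a set of genes was 1 or 2 in size. Among 17727 genes tested by edgeR, 188 were changed, 72.3% of these were recovered and 8.72% of the calls were false. DESeq2 recovered 74.0% of 200 changed genes among 18186, with 24.9% of its calls false. With 1 of the 13 lists shifted by 1 on the log2 scale, camera called 1. Genes were simulated independently of each other, and the real lists other than the mitochondrially encoded one moved by less than 1. The differentially expressed genes here had a median log2 fold change of 0.457 in size, below the simulated changes. The simulation thus does not cover changes that small or genes that vary together. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9. The proteomic data of the paper were not analysed here.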

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

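None of the tests in this part was chosen after its result was seen. Each of the 3 lists below lies outside the pathways that the paper reports for its transcriptomic data, and each stood above the level in control cells.

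The BMP target genes, on which the paper gives no values, had a median log2 fold change of 0.41 in USAG-1-overexpressing cells, with all 8 genes tested higher (adjusted p = 0.00127, camera with Benjamini-Hochberg adjustment over 13 lists). The call held under fry (adjusted p = 0.00296) and did not hold with an estimated correlation (adjusted p = 0.191). Of the 8 genes, 4 were differentially expressed, and 5 when adjusted over the list alone. ID1 rose by 0.54 and ID2 by 0.50 on the log2 scale. The median stayed between 0.30 (without control replicate 2) and 0.52 across the alternatives, and the scalings tried gave 0.41 to 0.43, so neither normalization nor a single library accounts for it. USAG-1 is an antagonist of BMP signaling. Where a BMP ligand acts on the cells, antagonism would lower ID1, ID2, ID3, SMAD6 and the list as a whole. The rise by 0.41 is in the other direction, so antagonism does not account for it. BMP7 had 0 counts in all 6 libraries and other sources of BMP ligand were not examined, so the list cannot exclude antagonism. What raised these genes was not tested, and an effect of USAG-1 through another route, or a difference between the cultures other than USAG-1, stays open.

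The ATF4 target genes had a median log2 fold change of 0.24, with 16 of 21 genes higher (adjusted p = 0.00683, camera with Benjamini-Hochberg adjustment). The call held under fry (adjusted p = 0.00609) and did not hold with an estimated correlation (adjusted p = 0.287). Of the 21 genes, 9 were differentially expressed, 7 higher and 2 lower, and 11 when adjusted over the list alone. The 4 targets named in advance all rose. The log2 fold change was 1.05 for CHAC1, 0.70 for TRIB3, 0.61 for DDIT3 and 1.29 for SLC7A11, and ATF3 had 1.01. ASNS and PHGDH, which also belong to the list, fell by 0.44 and 0.51. Across the alternatives the median ranged from 0.17 (without USAG-1 overexpression replicate 1) to 0.25. Of the 21 genes, 6 are also in another list and 1 of these is in the ferroptosis list, and the other 15 had a median of 0.07. An ATF4 stress response may account for the rise of SLC7A11, the gene shared with the ferroptosis list. The median of 0.24 came out as that explanation needs. SLC7A11 is itself 1 of the 21 genes and of the 4 named targets, so its own rise is no evidence for it. The low median of the 15 genes leaves a broad response in doubt, and other causes of the rise of SLC7A11 were not tested. Whether USAG-1 itself, its load in the cell or the transfection would set off such a response was not tested.

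The interferon-stimulated genes had a median log2 fold change of 0.37, with 15 of 21 genes higher (adjusted p = 6.09e-04, camera with Benjamini-Hochberg adjustment). The call held under fry (adjusted p = 0.00609) and did not hold with an estimated correlation (adjusted p = 0.287). Of these genes, 12 were differentially expressed, 11 higher and 1 lower (MX1), and 12 when adjusted over the list alone. IFI44 rose by 0.90 and IFIT3, which overlaps LIPA on the other strand, by 0.58 on the log2 scale. Across the alternatives the median ranged from 0.34 (without control replicate 3) to 0.41 (without control replicate 2), which argues against normalization or a single library. Transfected DNA can induce these genes. The shift of 0.37 would be seen both with a response to DNA that differed between the groups and with an effect of USAG-1, so the 2 cannot be told apart. The labels do not give the amount of DNA in each group.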

How the results depend on the processing

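The genomic span offset, this offset with a replicate block, and the exclusion of mitochondrially encoded genes from the library sizes were chosen after seeing the data. The cause of the changes listed here was not tested, except where a setting's construction gives it.

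The rise of SOSTDC1 and the lack of a significant change in GPX4 and HSPA5 kept their direction and their side of the threshold in all 17 alternatives, SOSTDC1 between 5.86 and 6.05. The medians of the mitochondrially encoded genes (from -2.21 to -1.95) and of the T cell genes (from -1.90 to -1.55) did so too over these fits. For the Wnt target genes the median ranged from -0.33 to -0.02 and for the endoplasmic reticulum chaperones from -0.10 to -0.03, without a call. Of the 55 other genes named, 32 did not change in any of their alternatives. In fits with all 6 libraries, results for these genes were weaker 10 times, stronger 2 times and reversed 2 times. With a library left out they were weaker 38 times, stronger 7 times and reversed 11 times, and the extremes of those that were reversed are given by library.

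Another threshold changed the counts. The lines of Supplemental Fig. S3B gave 793 genes, 167 higher and 626 lower, and an adjusted p under 0.05 with the line on fold change gave 495, 100 higher and 395 lower. The split was thus 21.1% higher past the lines, against 56.4% without the line on fold change. Among genes past the lines of Supplemental Fig. S3B, the fold enrichment was 0.637 for ferroptosis, 0.573 for glutathione metabolism, and 0 for cysteine and methionine metabolism, for ribosomal proteins and for the proteins of Fig. 5A. With higher genes alone it was 0 for mitochondrially encoded oxidative phosphorylation, 0 for ribosomal proteins and 1.36 for the proteasome. It was 2.48 for ferroptosis and 2.51 for glutathione metabolism. Both were narrowly short of the threshold (adjusted p = 0.0506 each, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), and no list passed it. With lower genes alone the enrichment was 0.362 for glutathione metabolism, 0 for ferroptosis and 0 for the proteins of Fig. 5A. Nuclear-encoded oxidative phosphorylation then stood at 1.53. Counting 1 direction gives 0 where no gene of a list was called in it.

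With library sizes alone, glutathione metabolism (2.02) and cysteine and methionine metabolism (1.88) passed the threshold, and the median of the former was 0.0094. DESeq2's Wald test brought glutathione metabolism past it (2.05). Without the filter on low counts, 32507 genes entered the background, many of them too low to be called, and the enrichment was 2.80 for ferroptosis, 3.13 for glutathione metabolism and 2.66 for cysteine and methionine metabolism, all past the threshold, 1.10 for nuclear-encoded oxidative phosphorylation and 1.17 for the proteasome. The direction of cysteine and methionine metabolism (0.13) was then called too. Under the genomic span offset, ATG7 changed by -0.063, the median of glutathione metabolism was 0.0073, and the enrichment of ribosomal proteins was 1.42 and no longer past the threshold. This offset brought the share of higher genes to 50.7%. Of the 2884 differentially expressed genes, 2368 were also called under it, all with the same sign.

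No direction of a list was called with an estimated correlation, and the calls lost were those of ferroptosis (0.093), nuclear-encoded (-0.14) and mitochondrially encoded (-2.01) oxidative phosphorylation, ribosomal proteins (-0.27), BMP target genes (0.41), ATF4 target genes (0.24) and interferon-stimulated genes (0.37). Under fry the calls lost were those of ferroptosis (0.093), nuclear-encoded oxidative phosphorylation (-0.14) and ribosomal proteins (-0.27). The first principal component held 40.8% of the variance with genes scaled to unit variance.

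Control replicate 3 decided many values. Without it, 5091 genes were differentially expressed (2985 higher, 2106 lower), and the enrichment of ferroptosis (2.16), glutathione metabolism (1.54), cysteine and methionine metabolism (1.60) and the proteins of Fig. 5A (2.47) passed the threshold, as did that of the proteasome (2.08). The median log2 fold change was then 0.10 for glutathione metabolism, 0.15 for cysteine and methionine metabolism, 0.14 for the proteasome and 0.18 for the proteins of Fig. 5A, all called, and -0.076 for nuclear-encoded oxidative phosphorylation, no longer called. ATG7 changed by 0.30, FTL by 0.21, VDAC2 by 0.18, STEAP3 by 0.048, FOS by 0.35, HAVCR1 by 0.0017 and SQSTM1 by 0.13. GPX4 changed by -0.04. The first principal component held 44.0%.

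Over the 6 fits that each left out 1 library, the lowest values, namely 1137 genes (630 higher, 507 lower), 40.1% for the first principal component, 0.929 for ferroptosis, 0.418 for ribosomal proteins and 0 for the proteins of Fig. 5A, came without USAG-1 overexpression replicate 2. Glutathione metabolism ranged from 1.01 without USAG-1 overexpression replicate 3 to 2.34 without control replicate 1, and cysteine and methionine metabolism from 0.961 without USAG-1 overexpression replicate 3 to 1.68 without USAG-1 overexpression replicate 1. Ribosomal proteins reached 2.70 without control replicate 1, lost the threshold without control replicate 2 (1.72) and stood at 0.722 without USAG-1 overexpression replicate 1. The proteasome fell to 0.279 without control replicate 2, and the proteins of Fig. 5A stood at 0.963 without USAG-1 overexpression replicate 1 and 0 without USAG-1 overexpression replicate 3. The lowest medians were -0.075 for glutathione metabolism and -0.015 for the proteasome without control replicate 2, and 0.084 for cysteine and methionine metabolism, -0.19 for nuclear-encoded oxidative phosphorylation and 0.019 for the proteins of Fig. 5A without control replicate 1. ATG7 (-0.090), FTL (-0.071), STEAP3 (-0.11), HAVCR1 (-0.049) and SQSTM1 (-0.10) were lowest without control replicate 2, and VDAC2 (-0.013) and FOS (-0.40) without control replicate 1. The number of differentially expressed genes was also more than 1.5 times lower without control replicate 1 (1917), control replicate 2 (1636), USAG-1 overexpression replicate 1 (1306) and USAG-1 overexpression replicate 3 (1347), where fewer libraries lower the power.

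The replicate numbers do not pair the libraries. Same-numbered libraries deviated from their group means with correlations across genes of 0.0701, -0.0544 and 0.0371. With the number as a replicate block, 2381 genes were called, 2222 of them among the 2884, and nuclear-encoded oxidative phosphorylation had an enrichment of 1.08. The replicate block with the genomic span offset gave 1988 genes (1020 higher), -0.027 for ATG7, 2.52 for glutathione metabolism, past the threshold, 1.08 for nuclear-encoded oxidative phosphorylation and a median of 0.0083 for glutathione metabolism.

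An offset for gene length, alone or with a replicate block, and the alternatives on FPKM values were not run, because the table gives neither a transcript length nor FPKM. Lists in place of a pathway column were the only membership, as the table has no such column. NOTUM, with 1.10 CPM in control cells, was not tested when at least 10 counts were required in every library.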

Differences from the paper's values

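Of the values in the paper, the shares of variance of the first and second principal components were compared, about 40% and about 19% in Supplemental Fig. S3A, read by eye. For control cells that panel shows 2 points and a mean marker, whereas 3 control libraries were used here. The shares were 39.1% and 21.3% here, and no setting gave a share more than 1.5 times larger or smaller than the paper's. What follows concerns directions and calls. None of the tests in this part was chosen after its result was seen, except where stated.

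Supplemental Fig. S3B and S3C show more genes higher than lower after USAG-1 overexpression. Past the same lines, 167 genes were higher and 626 lower in the deposited counts (edgeR's quasi-likelihood test, unadjusted p). The share of higher genes past these lines ranged from 17.9% to 29.1% over the 17 other fits, so none of them gave a majority of higher genes, those chosen after seeing the values included. Without the line on fold change, at an adjusted p under 0.05, 1628 of 2884 genes were higher.

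The paper names glutathione metabolism, cysteine utilization and ferroptosis as pathways on which its transcriptomic data converge. In the deposited counts none of these lists was over-represented at an adjusted p under 0.05. The fold enrichment was 1.58 for glutathione metabolism (adjusted p from 0.00515 to 1 over its alternatives), 1.32 for cysteine and methionine metabolism (from 0.0179 to 1) and 1.40 for ferroptosis (from 1.55e-04 to 1), all from one-sided Fisher's exact tests with Benjamini-Hochberg adjustment. Of the alternatives set before the data were examined, DESeq2's Wald test (2.05), library sizes alone (2.02), no filter on low counts (3.13), control replicate 1 left out (2.34) and control replicate 3 left out (1.54) called glutathione metabolism. Library sizes alone (1.88), no filter on low counts (2.66) and control replicate 3 left out (1.60) called cysteine and methionine metabolism. No filter on low counts (2.80) and control replicate 3 left out (2.16) called ferroptosis. Among higher genes alone the enrichment was 2.51 for glutathione metabolism and 2.48 for ferroptosis. Both fell narrowly short of the threshold (adjusted p = 0.0506 each, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). The replicate block with the genomic span offset, which was chosen after seeing the values, called glutathione metabolism (2.52). The direction of the ferroptosis list was called by camera with a preset correlation (median 0.09), that of cysteine and methionine metabolism without the filter on low counts (0.13) or without control replicate 3 (0.15), and that of glutathione metabolism without control replicate 3 (0.10).

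Supplemental Fig. S3E lists oxidative phosphorylation and the proteasome among the enriched pathways. The mitochondrially encoded genes of oxidative phosphorylation were over-represented here, at 6.31. The nuclear-encoded genes were not, at 0.668 (adjusted p from 0.351 to 1 over its alternatives, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), and no setting called them. The proteasome stood at 0.769 and was called without control replicate 3 (2.08) alone.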

Other observations

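The tests of normalization and library size, of whole blood, of nuclear copies, of the proportion of T cell to mitochondrial counts and of genomic span in control replicate 3 were chosen only after the result was seen.

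Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many differentially expressed genes as the grouping by USAG-1 overexpression, which is that grouping itself, and the other 9 gave 0 genes at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The share of 1 in 10 is the smallest that 3 against 3 allows, so this share alone cannot decide between the grouping and chance. The numbers of genes, 2884 against 0 in each of the 9 other splits, argue against chance for these genes as a set. The 37.6% of tested genes without overlap between the groups, where chance gives 10%, adds no independent evidence, since genes can vary together. A trend with gene length was tested through genomic span, as the table has no transcript lengths. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of 0.198 with log2 genomic span. With each library's trend on genomic span taken out, 2721 genes were differentially expressed, which argues against such a trend as the whole cause. The surplus of higher over lower genes was small. Over the 4 other scalings the share of higher genes was at least 55.5% and at most 58.9%, while the median of all genes moved by at most 0.02. These scalings differ too little to decide, so an effect of normalization on the surplus and a surplus in the cells cannot be told apart. At an unadjusted p under 0.05 the share was 51.8%. The genomic span offset brought the share to 50.7%, so this surplus may rest on a length trend, whereas past a log2 fold change of 1 more genes were lower under every fit.

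For genes that the paper discusses in other experiments, the deposited counts gave these values. GPX4, whose mRNA the paper reports as unchanged by RT-qPCR, had 155 ± 29.0 CPM (SD, n = 3) in control cells and 134 ± 8.11 CPM (SD, n = 3) in USAG-1-overexpressing cells, a log2 fold change of -0.21 (standard error 0.12, adjusted p = 0.289, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.04 without control replicate 3. HSPA5, which has a pseudogene copy with few counts, had a log2 fold change of 0.05 (standard error 0.05, adjusted p = 0.564, same test, Benjamini-Hochberg adjustment). LCN2, which encodes NGAL, fell by 1.06 on the log2 scale, from 8.6 ± 1.19 to 4.11 ± 0.802 CPM (SD, n = 3 each), and kept its call in all alternatives. HAVCR1, which encodes KIM-1, changed by -0.03 (standard error 0.05), and by 0.0017 without control replicate 3. EGR1 rose by 0.80 (standard error 0.13), LAMP1 by 0.32 (standard error 0.06) and ADAMTS1 by 0.21 (standard error 0.05), and TNFRSF12A fell by 0.39. LAMP1 lost significance without USAG-1 overexpression replicate 2 (0.32) or 3 (0.32). ADAMTS1 lost it without any library other than control replicate 3 (from 0.20 to 0.22), and TNFRSF12A without any replicate of USAG-1 overexpression (from -0.39 to -0.38). Without the filter on low counts ADAMTS1 (0.21) and TNFRSF12A (-0.39) also lost it, and TNFRSF12A did under the genomic span offset (-0.29). With a replicate block ADAMTS1 lost it (0.21), and TNFRSF12A did with this block and the genomic span offset (-0.28). FOS changed by -0.18 (standard error 0.40), by 0.35 without control replicate 3 and by 0.13 without USAG-1 overexpression replicate 1. BMP7 had 0 counts in all 6 libraries, which allows at most 0.0719 CPM.

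For the endoplasmic reticulum chaperones the median log2 fold change was -0.085, with 8 of 19 genes higher (adjusted p = 0.446, camera with Benjamini-Hochberg adjustment), 3 differentially expressed genes and 3 when adjusted over the list alone. A load of overexpressed USAG-1 in the endoplasmic reticulum would raise HSPA5 and this list. The median of -0.085 shows no rise, but with members that go both ways it decides nothing, and MANF and DNAJB11 fell by 0.34 and 0.25. MANF lost significance without USAG-1 overexpression replicate 1 (-0.33) or 2 (-0.33). DNAJB11 lost it without any replicate of USAG-1 overexpression or control replicate 1 (-0.25 to -0.23). With a replicate block and the genomic span offset, MANF (-0.24) and DNAJB11 (-0.23) lost it too. The median was -0.03 without control replicate 3. The Wnt target genes had a median of -0.31, with 4 of 9 higher (adjusted p = 0.906, camera with Benjamini-Hochberg adjustment), 2 differentially expressed genes and 3 when adjusted over the list alone. DKK1, which overlaps an antisense gene, rose by 0.80 and NOTUM fell by 1.92. NOTUM lost significance without control replicate 1 (-1.83) or 2 (-1.97) and without USAG-1 overexpression replicate 1 (-1.65) or 2 (-1.83). The median was -0.10 without control replicate 3. No cause was tested for the Wnt target genes.

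All 37 mitochondrially encoded genes were lower in USAG-1-overexpressing cells, with a median log2 fold change of -2.05 (adjusted p = 9.27e-40, camera with Benjamini-Hochberg adjustment over the 7 added lists), and the call held under fry (adjusted p = 6.85e-05) and not with an estimated correlation (adjusted p = 0.074). The median was -2.01 for the 13 protein-coding genes, -2.17 for the 2 ribosomal RNAs and -2.59 for the 22 transfer RNAs. Their excess in control cells was 37577 CPM, or 3.76 percentage points of the counts. Under the 4 other scalings the median was never nearer 0 than -2.04, which argues against normalization or library size, and these genes took too small a share of the counts to move the others. Transcripts without a poly(A) tail would fall too if the selection of poly(A) RNA had differed between the groups. The 21 histone genes tested had a median of -0.40 (adjusted p = 0.117, camera with Benjamini-Hochberg adjustment). Their quartiles were -0.78 and -0.04, far from -2.05, and the 3 small nuclear RNAs tested had a median of -0.08. The histone genes were low, at 28.1 CPM in control cells for the whole list. Mitochondrial transcripts need not respond to the selection as histone transcripts do, so these values cannot exclude such a difference. Nuclear copies of mitochondrial genes would rise if reads had moved to them, but 11 of the 12 tested were lower, with a median of -1.80. Mitochondrial DNA in the control libraries would give about even extra counts per base. The excess per base differed 7.01 times between the highest and the lowest of 8 protein-coding genes that overlap no other, which lies between the limits set for and against it, so DNA and RNA cannot be told apart by this test. RNA of other cells could add mitochondrial counts as well. The excess in the T cell genes was 64.8 CPM, 0.172% of the mitochondrial excess, and without a profile of T cells the proportion to be seen is not known, so this source cannot be told apart. A lower level of mitochondrial RNA under USAG-1 overexpression is the biological explanation that the design gives, and it stays open beside those.

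Genes of T cells were lower in USAG-1-overexpressing cells. After TRAC, GNLY and further T cell genes had been seen to fall, a list of 38 other T cell genes was written, and the 35 tested had a median log2 fold change of -1.82, with 32 lower (adjusted p = 3.93e-13, camera with Benjamini-Hochberg adjustment over the 7 added lists). The call held under fry (adjusted p = 6.29e-04) and not with an estimated correlation (adjusted p = 0.074). Of these genes, 22 were differentially expressed and lower and 1 was higher. HK-2 cells with USAG-1 overexpression expressed 12 of the 35 at 1 CPM or more. None of the list's genes is in the 13 lists. The levels were low, at 227 ± 18.9 CPM (SD, n = 3) in control cells and 162 ± 8.32 CPM (SD, n = 3) in USAG-1-overexpressing cells for the whole list, 24.9 against 1.23 CPM for GNLY and 10.2 against 0.475 CPM for TRAC. Under the 4 other scalings the median was never nearer 0 than -1.81, which argues against normalization or library size. Whole blood would bring genes of its other cells too. The 44 genes of B cells, myeloid cells, platelets and erythroid cells tested had a median of -0.49. Expression in HK-2 cells would hide a small share of such RNA in part of these genes, so RNA of T cells alone and RNA with other blood cells cannot be told apart. As whole lists, B cell genes had a median of -0.49, myeloid cell genes -0.57 and platelet and erythroid genes -0.39, none called by camera, while fry called the myeloid cell genes (adjusted p = 0.00851, Benjamini-Hochberg adjustment over the 7 added lists). A small amount of T cell RNA or reads in the 3 control libraries, and less in the others, is a candidate explanation, since the other T cell genes fell as well, with the median of -1.82. Where it would have entered was not tested. A change of T cell genes within HK-2 cells would give the same median and stays open, untested.

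Control replicate 3 stood apart from the other control libraries. The chi-square per degree of freedom of its counts was 47.2 against control replicate 1 and 47.7 against control replicate 2, while that between replicates 1 and 2 was 6.87 and those among libraries with USAG-1 overexpression were at most 8.90. Its total was within the range of the others. A bias on gene length in this library may be a cause, and across genes its deviation from the group mean had a Spearman correlation of -0.126 with log2 genomic span. The deviation of USAG-1 overexpression replicate 3, which did not stand apart, had one of -0.140. Genomic span is not transcript length, so a length bias and other differences of this culture or library cannot be told apart. The paper's text and the labels name no batch.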
